# Neutrophils promote CXCR3-dependent itch in the development of atopic dermatitis

**DOI:** 10.7554/eLife.48448

**Published:** 2019-10-21

**Authors:** Carolyn M Walsh, Rose Z Hill, Jamie Schwendinger-Schreck, Jacques Deguine, Emily C Brock, Natalie Kucirek, Ziad Rifi, Jessica Wei, Karsten Gronert, Rachel B Brem, Gregory M Barton, Diana M Bautista

**Keywords:** chronic itch, neutrophils, somatosensory, neuroimmune, itch, atopic dermatitis, Mouse

## Abstract

Chronic itch remains a highly prevalent disorder with limited treatment options. Most chronic itch diseases are thought to be driven by both the nervous and immune systems, but the fundamental molecular and cellular interactions that trigger the development of itch and the acute-to-chronic itch transition remain unknown. Here, we show that skin-infiltrating neutrophils are key initiators of itch in atopic dermatitis, the most prevalent chronic itch disorder. Neutrophil depletion significantly attenuated itch-evoked scratching in a mouse model of atopic dermatitis. Neutrophils were also required for several key hallmarks of chronic itch, including skin hyperinnervation, enhanced expression of itch signaling molecules, and upregulation of inflammatory cytokines, activity-induced genes, and markers of neuropathic itch. Finally, we demonstrate that neutrophils are required for induction of CXCL10, a ligand of the CXCR3 receptor that promotes itch via activation of sensory neurons, and we find that that CXCR3 antagonism attenuates chronic itch.

## eLife digest

Chronic itch is a debilitating disorder that can last for months or years. Eczema, or atopic dermatitis, is the most common cause for chronic itch, affecting one in ten people worldwide. Many treatments for the condition are ineffective, and the exact cause of the disease is unknown, but many different types of cells are likely involved. These include skin cells and inflammation-promoting immune cells, as well as nerve cells that detect inflammation, relay itch and pain information to the brain, and regulate the immune system.

Learning more about how these cells interact in eczema may help scientists find better treatments for the condition. So far, a lot of research has focused on static ‘snapshots’ of mature eczema lesions from human skin or animal models. These studies have identified abnormalities in genes or cells, but have not revealed how these genes and cells interact over time to cause chronic itch and inflammation.

Now, Walsh et al. reveal that immune cells called neutrophils trigger chronic itch in eczema. The experiments involved mice with a condition that mimics eczema, and showed that removing the neutrophils in these mice alleviated their itching. They also showed that dramatic and rapid changes occur in the nervous system of mice suffering from the eczema-like condition. For example, excess nerves grow in the animals’ damaged skin, genes in the nerves that detect sensations become hyperactive, and changes occur in the spinal cord that have been linked to nerve pain. When neutrophils are absent, these changes do not take place.

These findings show that neutrophils play a key role in chronic itch and inflammation in eczema. Drugs that target neutrophils, which are already used to treat other diseases, might help with chronic itch, but they would need to be tested before they can be used on people with eczema.

## Introduction

Chronic itch is a debilitating disorder that affects millions of people worldwide (Matterne et al., 2011; Mollanazar et al., 2016; Dalgard et al., 2015). It is a symptom of a number of skin diseases and systemic disorders, as well as a side effect of a growing list of medications. Like chronic pain, chronic itch can be a disease in and of itself (Ständer and Steinhoff, 2002; Oaklander, 2011; Dhand and Aminoff, 2014). Unlike acute itch, which can facilitate removal of crawling insects, parasites, or irritants, persistent scratching in chronic itch disorders has no discernable benefit; scratching damages skin, leading to secondary infection, disfiguring lesions, and exacerbation of disease severity (Mollanazar et al., 2016; Yosipovitch and Papoiu, 2008; Ikoma et al., 2006). The most common chronic itch disorder is atopic dermatitis (AD; commonly known as eczema), which affects fifteen million people in the United States alone (Spergel and Paller, 2003). Severe AD can trigger the atopic march, where chronic itch and inflammation progress to food allergy, allergic rhinitis, and asthma (Spergel and Paller, 2003; Zheng et al., 2011).

Little is known about the underlying mechanisms that drive chronic itch pathogenesis. As such, studies of human chronic itch disorders have sought to identify candidate mechanisms of disease progression. A number of studies have identified biomarkers and disease genes in itchy human AD lesions (Ewald et al., 2017; Choy et al., 2012; Guttman-Yassky et al., 2009; Suárez-Fariñas et al., 2013; Jabbari et al., 2012). Indeed, a recent study compared the transcriptomes of healthy skin to itchy and non-itchy skin from psoriasis and AD patients, revealing dramatic changes in expression of genes associated with cytokines, immune cells, epithelial cells, and sensory neurons (Nattkemper et al., 2018). However, due to the difficulty in staging lesion development and obtaining staged samples from patients, there is currently no temporal map of when individual molecules and cell types contribute to chronic itch pathogenesis. Furthermore, the use of human patient data does not allow for rigorous mechanistic study of how disease genes contribute to chronic itch. To this end, we used a well-characterized inducible animal model of itch to define where, when, and how these genes identified from patient data contribute to chronic itch pathogenesis.

We employed the MC903 mouse model of AD and the atopic march (Dai et al., 2017; Li et al., 2009; Li et al., 2006; Zhang et al., 2009; Moosbrugger-Martinz et al., 2017) to provide a framework within which to identify the molecules and cells that initiate the development of atopic itch. The MC903 model is ideal for our approach because of its highly reproducible phenotypes that closely resemble human AD and its ability to induce the development of lesions and scratching (Li et al., 2009; Li et al., 2006; Zhang et al., 2009; Oetjen et al., 2017; Morita et al., 2015; Kim et al., 2019). By contrast, it is difficult to synchronously time the development of lesions in commonly used genetic models of AD, such as filaggrin mutant mice or Nc/Nga mice. Another advantage of the MC903 model is that it displays collectively more hallmarks of human AD than any one particular genetic mouse model. For example, the commonly used IL-31^tg^ overexpressor model (Cevikbas et al., 2014; Meng et al., 2018) lacks strong Th2 induction, (Martel et al., 2017) and itch behaviors have not yet been rigorously characterized in the keratinocyte-TSLP overexpressor model. As MC903 is widely used to study the chronic phase of AD, we hypothesized that MC903 could also be used to define the early mechanisms underlying the development of chronic itch, beginning with healthy skin. We performed RNA-seq of skin at key time points in the model. We complemented this approach with measurements of itch behavior and immune cell infiltration. The primary goal of our study was to identify the inciting molecules and cell types driving development of chronic itch. To that end, we show that infiltration of neutrophils into skin is required for development of chronic itch. Additionally, we demonstrate that neutrophils direct early hyperinnervation of skin, and the upregulation of itch signaling molecules and activity-induced genes in sensory neurons. Finally, we identify CXCL10/CXCR3 signaling as a key link between infiltrating neutrophils and sensory neurons that drives itch behaviors.

## Results

### MC903 triggers rapid changes in expression of skin barrier, epithelial cell-derived cytokine, and axon guidance genes

Although a variety of AD- and chronic itch-associated genes have been identified, when and how they contribute to disease pathogenesis is unclear. Using RNA-seq of MC903-treated skin, we observed distinct temporal patterns by which these classes of genes are differentially expressed across the first eight days of the model (Figure 1A–B, Figure 1—figure supplement 1A). 

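RNA-seq measures how much messenger RNA each gene makes by sequencing fragments of it and counting the fragments that fall on the gene. Cheek skin was taken from wild-type mice that received no injection and were treated once per day with 20 µL of 0.2 mM MC903 or with ethanol, the vehicle. At 6 hours after the first treatment (day 1) there were 4 MC903 and 4 ethanol libraries, at day 2 there were 3 and 2, at day 5 there were 3 and 3, and at day 8 there were 5 and 6. The day 8 libraries carry 2 styles of label, treated as 2 cohorts: cohort A with 3 MC903 and 3 ethanol libraries, and cohort B with 2 and 3. The authors mapped the reads and counted them per gene, and everything below starts from those counts, given for 46078 Ensembl genes in each library. Over the 70 skin libraries of all groups, the counts on genes ranged from 17431296 to 67342879 per library, with a median of 29094490. At 6 hours the MC903 libraries held 17431296 to 22875036 counts and the ethanol libraries 21740153 to 23022600. MC903 was compared with ethanol at each day on its own with edgeR's quasi-likelihood F test after TMM normalization, on genes with at least 10 counts in total, with a term for cohort at day 8, and p-values were adjusted by the Benjamini-Hochberg method. As in the paper's methods, an adjusted p under 0.05 was the threshold in skin. At 6 hours 3213 of 24749 genes passed (1364 higher and 1849 lower with MC903), of which 629 changed more than 2-fold. At day 2 none of 24580 genes passed and 1190 had an unadjusted p under 0.05. At day 5 3617 of 24226 genes passed (1974 higher, 1643 lower), and at day 8 6125 of 26175 (3189 higher, 2936 lower). The day 5 and day 8 calls shared 2196 genes, 2161 of them in the same direction, whereas the 6 hour and day 8 calls shared 1296 genes, 640 in the same direction. The counts depended on the processing. At day 2 DESeq2's Wald test called 280 genes, and a fit of all 4 days together called 995 at day 2 but only 460 at 6 hours. Same-numbered MC903 and ethanol libraries of day 2 also resembled each other (mean pairwise correlation 0.2), and a fit with the replicate number as a block called 876 genes. MC903 replicate 3 has no ethanol partner, so the block takes it out of the comparison, and leaving out that library without a block gave 60 genes. The block thus rests on 2 pairs, from which the spread is poorly measured. With 2 ethanol libraries, their deviations from the mean mirror each other, so the correlation is weak evidence of pairing. On simulated data with the day 2 libraries' size and spread, edgeR recovered 0 of 200 genes given a true log2 fold change of 2, against 189 of 200 at 6 hours, 156 at day 5 and 182 at day 8. Changes of that size were thus not detectable by this test in the day 2 libraries as they stand. Their spread includes MC903 replicate 3, in which sensory-neuron transcripts stood out (closing section). The common coefficient of variation was 0.561 at day 2, against 0.26 at 6 hours, 0.332 at day 5 and 0.281 at day 8. The simulation was not repeated without that library, so its part in the lack of calls is not known.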

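Figure 1B plots 86 genes linked to atopic dermatitis and Figure 1—figure supplement 1A plots 58 genes linked to itch in mice or humans that could be matched to the counts. The methods describe the plotted genes as those of a larger collated list that were differentially expressed at 1 or more time points, so the counts below describe the paper's own calls on the same libraries and are not shares of the larger list. Of the 86 genes, 82 (95.3%) passed the threshold on at least 1 day in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over all genes, 81 of them (94.2%) with a change above 2-fold. By day these were 19 at 6 hours (3 higher and 16 lower with MC903), 0 at day 2, 55 at day 5 (43 higher, 12 lower) and 80 at day 8 (68 higher, 12 lower). With the adjustment made over the list alone, the numbers were 23, 6, 64 and 83. Of the 58 itch genes, 53 (91.4%) passed on at least 1 day and 50 (86.2%) also changed more than 2-fold, with 21 at 6 hours, 0 at day 2, 29 at day 5 and 52 at day 8 (24, 14, 44 and 54 over the list alone). From the share of human disease genes that change, the paper proposes that the MC903 model mirrors many of the transcriptional changes of human chronic itch and atopic dermatitis.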

Overall, we found that 62% of genes from a recent study of human chronic itch lesions (Nattkemper et al., 2018) (Figure 1—figure supplement 1A) and 67% of AD-related genes (Figure 1B) were significantly changed for at least one of the time points examined, suggesting that the MC903 mouse model recapitulates many key transcriptional changes occuring in human chronic itch and AD. MC903 dramatically alters the transcriptional profile of keratinocytes by derepressing genomic loci under the control of the Vitamin D Receptor. 

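At 6 hours after the first treatment, Klk13 (ENSMUSG00000054046, chromosome 7, 43712567 to 43727534 in GRCm38) averaged 52.7 ± 4.58 cpm (counts scaled to the library's total over genes, mean ± SD) in 4 MC903 skin libraries and 5.79 ± 0.979 in 4 ethanol libraries. Its log2 fold change was 3.18 ± 0.128 (± SE; adjusted p 4.3e-06 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Klk6 (ENSMUSG00000050063, chromosome 7, 43824499 to 43832030) rose from 18.8 ± 2.97 to 88.4 ± 14.1 cpm, a log2 fold change of 2.24 ± 0.14 (adjusted p 6.0e-05). For Cdhr1 (ENSMUSG00000021803, chromosome 14, 37077857 to 37098347), 11.9 ± 3.93 cpm with MC903 stood against 0.854 ± 0.19 with ethanol (log2 fold change 3.79 ± 0.265, adjusted p 1.3e-04). All 3 genes were higher in each of the 4 MC903 libraries than in any ethanol library, and all stayed past the threshold in each of the 8 fits that left out 1 library, with log2 fold changes of 3.07 to 3.25 for Klk13, 2.15 to 2.33 for Klk6 and 3.58 to 3.94 for Cdhr1. Among genes whose 2 groups did not overlap, the smallest p-value belonged to Slc39a4 (log2 fold change 5.32 ± 0.106, adjusted p 6.7e-09, 47.6 ± 2.52 against 1.19 ± 0.125 cpm).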

In line with rapid changes in transcription, proteases (*Klk6*, *Klk13*, among others) and skin barrier genes (*Cdhr1*) changed as early as six hours after the first treatment, before mice begin scratching (Figure 1B). Increased protease activity in AD skin is thought to promote breakdown of the epidermal barrier and release of inflammatory cytokines from keratinocytes (Rattenholl and Steinhoff, 2003; Yosipovitch, 2004). One such cytokine, thymic stromal lymphopoetin (TSLP) is a key inducer of the Type two immune response, which is characteristic of human AD and the MC903 model, via signaling in CD4^+^ T cells, basophils, and other immune cells (Li et al., 2006; Zhang et al., 2009; Briot et al., 2010; Demehri et al., 2009; Gao et al., 2010; Kim et al., 2013). 

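At day 2, Tslp (ENSMUSG00000024379, chromosome 18, 32815383 to 32819797 in GRCm38) was at 571, 363 and 573 cpm in the 3 MC903 skin libraries and at 1.99 and 3.6 in the 2 ethanol libraries, with 9883 to 17867 counts in each MC903 library and 57 to 93 in each ethanol library. Its log2 fold change was 7.49 ± 0.421. The adjusted p was 0.0815 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, above the threshold of 0.05, as for every other gene of that day. With the replicate number as a block the log2 fold change was 7.40 (adjusted p 2.6e-40). That fit rests on 2 pairs, so the size of its p-value is not a reliable measure of the evidence. DESeq2's Wald test and a fit without the filter on low counts also put Tslp past the threshold (adjusted p 6.2e-54 and 0.0137). The neutrophil chemoattractant genes Cxcl1 (ENSMUSG00000029380), Cxcl2 (ENSMUSG00000058427), Cxcl3 (ENSMUSG00000029379) and Cxcl5 (ENSMUSG00000029371) lie on chromosome 5 between 90759360 and 90905938. They were close to the smallest number of counts that can be told from 0. Cxcl1 had 7 to 15 counts in the MC903 libraries and 2 to 6 in the ethanol libraries (log2 fold change 1.51 ± 0.932, adjusted p 0.898), and Cxcl3 had 3 to 15 and 4 to 4 (1.52 ± 1.05, adjusted p 0.899). Both ethanol libraries were at or below 3 counts for Cxcl5 and Cxcl2, so their folds are lower bounds. Cxcl5 had 8 to 13 counts with MC903 and was at least 3.73-fold higher, and Cxcl2 had 0 to 17 counts and was at least 1.98-fold higher (adjusted p 0.898 for each). With the replicate block, the log2 fold changes of Cxcl5 and Cxcl3 were 3.74 (adjusted p 0.249) and 2.00, and Cxcl2 gave 1.27. Increases of these 4 genes were therefore not detected by this test in these libraries, whereas Tslp was higher in all 3 MC903 libraries than in both ethanol libraries by far more than their spread. At 6 hours, Tslp leaned higher without passing the threshold (log2 fold change 0.50 ± 0.32, adjusted p 0.327).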

Beginning at day two, before any significant itch-evoked scratching (Figure 1C), immune cell infiltration (Figure 1E–G, Figure 1—figure supplements 3A, 4A and 5A–C), or skin lesions (data not shown) (Morita et al., 2015) were observed, we saw increases in *Tslp*, as well as several other epithelial-derived cytokines, including the neutrophil chemoattractant genes *Cxcl1, Cxcl2, Cxcl3,* and *Cxcl5* (Figure 1D). To ask whether upregulation of these chemokine genes was dependent on protease activity, we treated human keratinocytes with the protease-activated receptor two agonist SLIGRL. SLIGRL treatment triggered increased expression of several of these chemokine genes, including *IL8*, the human ortholog of mouse *Cxcl1/Cxcl2,* and *CXCL2* (Figure 1—figure supplement 6A). These increases occurred after a few hours of exposure to SLIGRL, suggesting that increased protease activity can rapidly trigger increases in neutrophil chemoattractants in skin, similar to what we observe in MC903-treated mouse skin.

**Figure 1.**
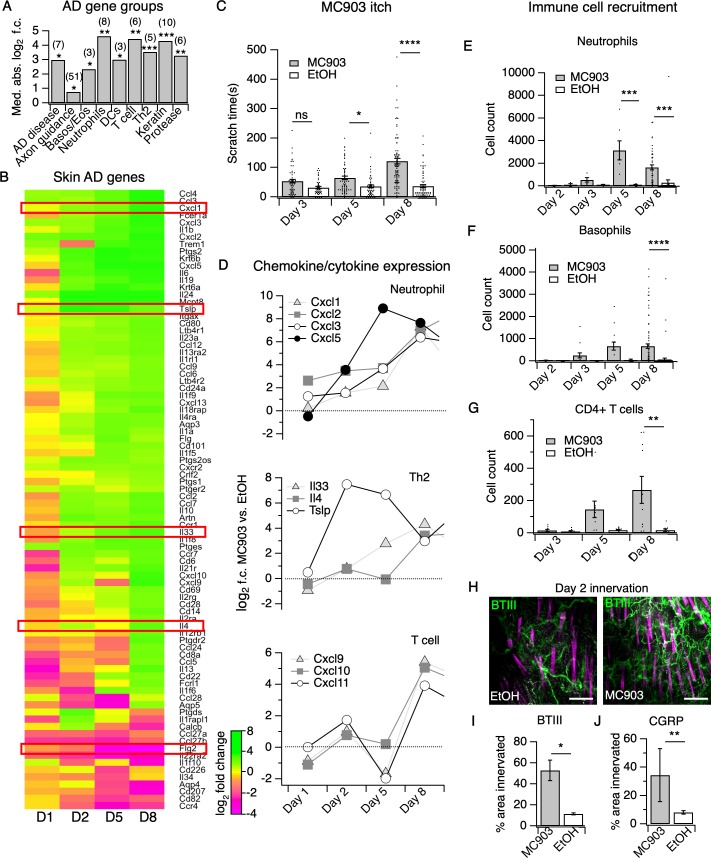
The MC903 model parallels the progression of human atopic disease and suggests a temporal sequence of AD pathogenesis. (**A**) Exact permutation test (10,000 iterations, see Materials and methods) for significance of mean absolute log_2_ fold change in gene expression at Day 8 (MC903 vs. ethanol) of custom-defined groups of genes for indicated categories (see Figure 1—source data 1). (**B**) Log_2_ fold change in gene expression (MC903 vs. ethanol) in mouse skin at indicated time points for key immune and mouse/human AD genes that were significantly differentially expressed for at least one time point in the MC903 model. Only genes from our initial list (see Materials and methods) differentially expressed at corrected p<0.05 and changing >2 fold between treatments for at least one condition are shown. Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 1—source data 2 and Source Data 1 Supplemental Data, respectively. D1 = 6 hr post-treatment; D2 = Day 2; D5 = Day 5; D8 = Day 8. (**C**) Scratching behavior of mice treated with MC903 or ethanol for indicated length of time (two-way ANOVA: ****p_interaction_ <0.0001, F(2,409) = 13.25; Sidak’s multiple comparisons: *p_day 3_* = 0.1309, n = 62,51 mice; *p_day 5_ = 0.0171, n = 69,56 mice; ****p_day 8_ < 0.0001, n = 92,85 mice). Exact values displayed in Figure 1—source data 3. (**D**) Log_2_ fold change in gene expression of neutrophil chemoattractants (upper), Th2 cytokines (middle) and T cell chemoattractants (lower, from RNA-seq data). (**E**) Neutrophil counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: **p_treatment_ = 0.0023, F(1,102) = 9.82; Sidak’s multiple comparisons: *p_day 2_* > 0.999, n = 4,4 mice; *p_day 3_* = 0.9801, n = 5,5 mice; ***p_day 5_ = 0.0003, n = 6,8 mice; ***p_day 8_ = 0.0001, n = 40,38 mice). (**F**) Basophil counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: **p_treatment_ = 0.0051, F(1,102) = 8.17; Sidak’s multiple comparisons: *p_day 2_* > 0.999, n = 4,4 mice; *p_day 3_* = 0.8850, n = 5,5 mice; *p_day 5_* = 0.0606, n = 6,8 mice; ****p_day 8_ < 0.0001, n = 40,38 mice). (**G**) CD4^+^ T cell counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: **p_time_ = 0.0042, F(1,44) = 9.10; *p_day 3_* = 0.9998, n = 8,6 mice; *p_day 5_* = 0.2223, n = 9,8 mice; **p_day 8_ = 0.0021, n = 11,8 mice). Day 8 immune cell infiltrate represented as % of CD45^+^ cells in Figure 1—figure supplement 2A–B (see Supplementary file 3 for all experimental conditions). Exact values displayed in Figure 1—source data 4 and representative FACS plots for myeloid and T cell gating shown in Figure 1—figure supplement 3A and Figure 1—figure supplement 4A. For Figure 4E–G, data from mice receiving i.p. injection of PBS (see Figure 4) in addition to MC903 or EtOH are also included. (**H**) (Upper and Lower) Representative maximum intensity Z-projections from immunohistochemistry (IHC) of whole-mount mouse skin on Day 2 of the MC903 model. Skin was stained with neuronal marker beta-tubulin III (BTIII; green). Hair follicle autofluorescence is visible in the magenta channel. Images were acquired on a confocal using a 20x water objective. (**I**) Quantification of innervation (see Materials and methods) of mouse skin as determined from BTIII staining (*p=0.012; two-tailed t-test (*t* = 3.114; df = 9); n = 7,4 images each from two mice per treatment). Day 1 IHC results as follows: 31.78 ± 18.39% (MC903) and 31.51 ± 16.43% (EtOH); p=0.988; two-tailed unpaired t-test; n = 6 images each from two mice per treatment. Exact values are reported in Figure 1—source data 5. (**J**) Quantification of CGRP^+^ nerve fibers (see Materials and methods) in skin (**p=0.0083; two-tailed t-test (*t* = 2.868; df = 25); n = 15, 12 images from three mice per treatment). Exact values are reported in Figure 1—source data 5. Representative images in Figure 1—figure supplement 9A. Figure 1—source data 1.Values displayed in the bar plot shown in Figure 1A. Figure 1—source data 2.Values displayed in the heat map shown in Figure 1B. Figure 1—source data 3.Values displayed in the bar plot shown in Figure 1C. Figure 1—source data 4.Values displayed in the bar plots shown in Figure 1E–G and Figure 1—figure supplement 5A–C. Figure 1—source data 5.Values displayed in the bar plots shown in Figure 1I and Figure 1J. Figure 1—source data 6.Values displayed in the heat map shown in Figure 1—figure supplement 1A. Figure 1—source data 7.Values displayed in the heat map shown in Figure 1—figure supplement 6A. Figure 1—source data 8.Values displayed in the heat map shown in Figure 1—figure supplement 7A. Figure 1—source data 9.Values displayed in the bar plot shown in Figure 1—figure supplement 10A.

**Figure 1—figure supplement 1.**
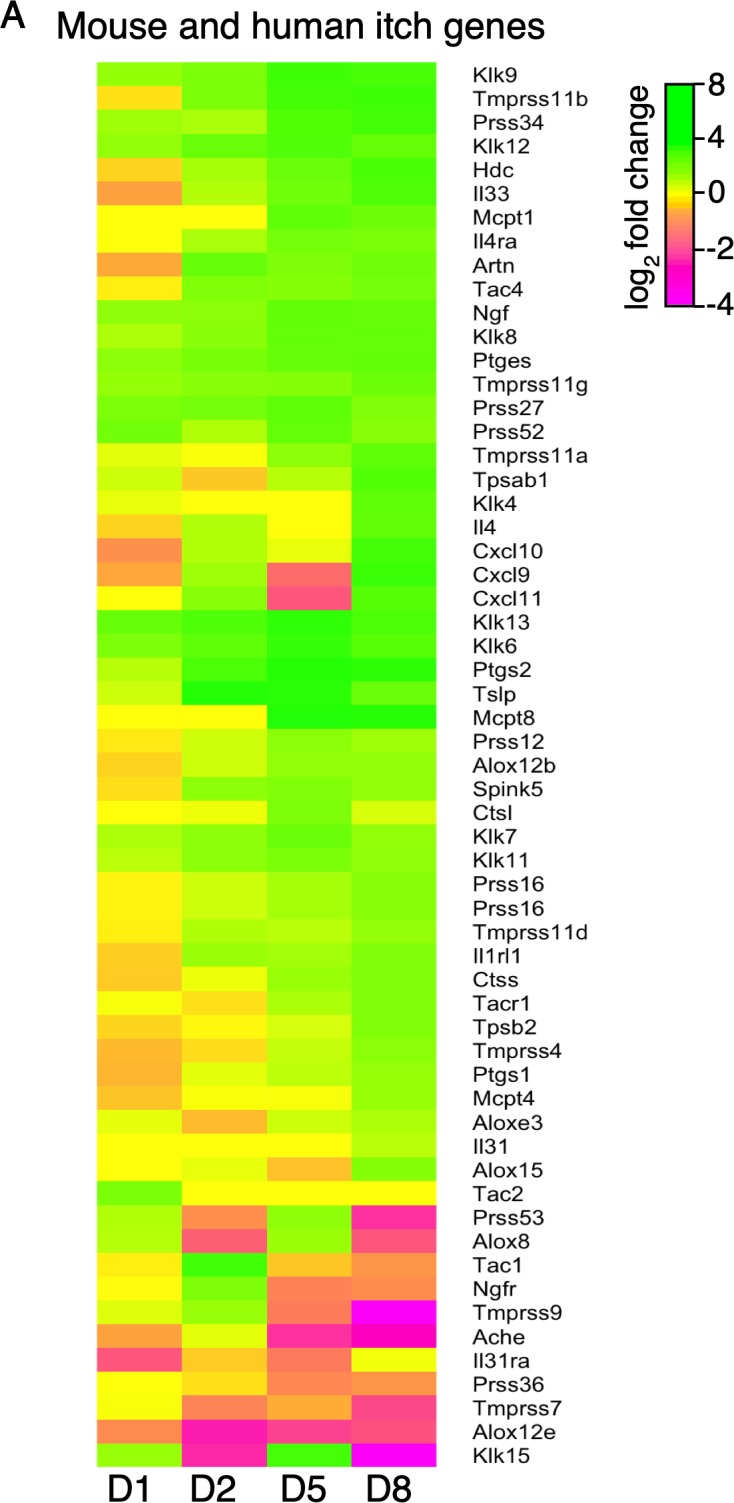
Expression of mouse and human itch genes. (**A**) Log_2_ fold change in gene expression (MC903 vs. ethanol) in mouse skin at indicated time points for genes implicated in mouse or human acute or chronic itch that were significantly differentially expressed for at least one time point in the MC903 model. Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 1—source data 6 and Source Data 1 Supplemental Data, respectively.

**Figure 1—figure supplement 2.**
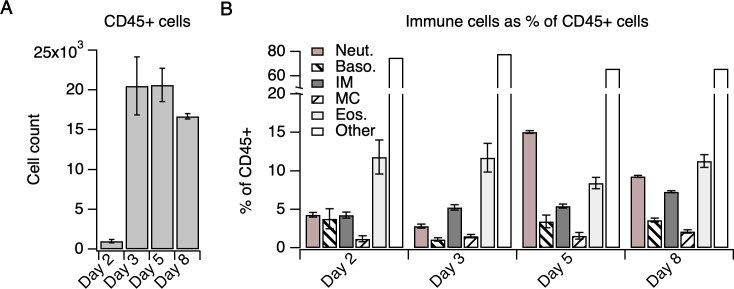
Immune cells represented as % of CD45^+^ cells. (**A**) Number of CD45^+^ cells in MC903-treated skin on days 2–8 of the model. (**B**) Skin-infiltrating immune cell subtypes on days 2–8 of the MC903 model shown in Figure 1, represented as % of CD45^+^ cells. CD4^+^ T cell measurements were acquired using a separate staining panel from different animals than the myeloid cell measurements (see Materials and methods) and were not included. See Supplementary file 3 for % of CD45^+^ cell measurements for all flow cytometry experiments. Error bars represent mean ± SEM.

**Figure 1—figure supplement 3.**
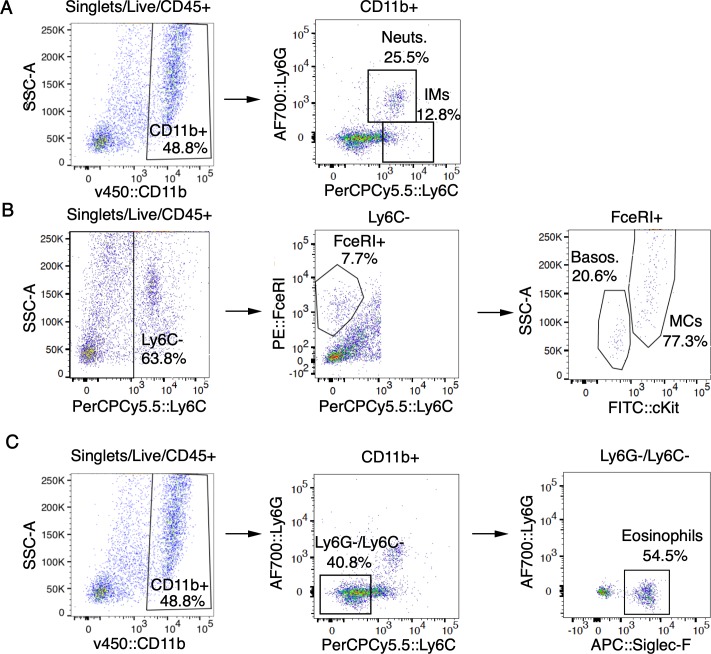
Myeloid and granulocyte gating strategy. (**A-C**) Representative FACS plots of cells isolated from MC903-treated cheek skin showing gating strategy for neutrophils (**A**), inflammatory monocytes (**A**), mast cells (**B**), basophils (**B**), and eosinophils (**C**) as shown in Figure 1E–F and Figure 1—figure supplement 5.

**Figure 1—figure supplement 4.**
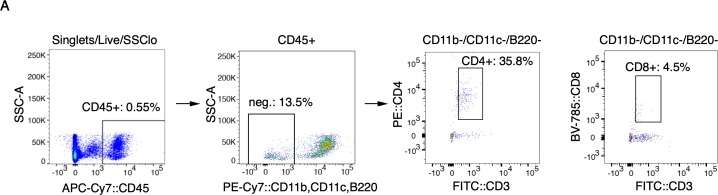
T cell gating strategy. (**A**) Representative FACS plots of cells isolated from MC903-treated cheek skin showing gating strategy for CD4^+^ T cells as shown in Figure 1G.

**Figure 1—figure supplement 5.**
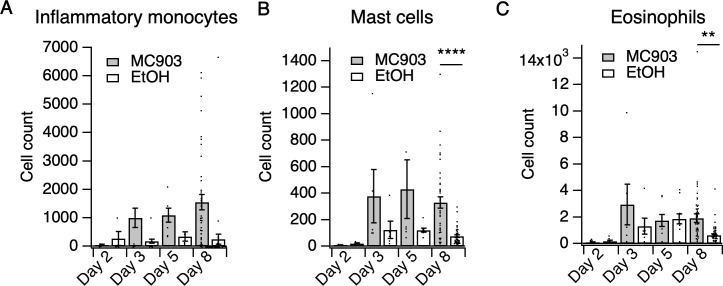
Immune cell counts in MC903-treated skin. (**A**) Inflammatory monocyte counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: *p*_treatment_ = 0.0662, F(1,102) = 3.44; n = 4,4,5,5,6,8,40,38 mice). (**B**) Mast cell counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: **p_treatment_ = 0.0024, F(1,102) = 9.69; Sidak’s multiple comparisons: *p_day 2_* > 0.999, n = 4,4 mice; *p_day 3_* = 0.3019, n = 5,5 mice; *p_day 5_* = 0.0586, n = 6,8 mice; ****p_day 8_ < 0.0001, n = 40,38 mice). (**C**) Eosinophil counts in MC903- and ethanol-treated skin at indicated time points (two-way ANOVA: *p*_time_ = 0.0471, F(3,102) = 2.74; Sidak’s multiple comparisons: *p_day 2_* > 0.999, n = 4,4 mice; *p_day 3_* = 0.3596, n = 5,5 mice; *p_day 5_* = 0.9998, n = 6,8 mice; **p_day 8_ = 0.0020, n = 40,38 mice). Data from mice receiving i.p. injection of PBS (see Figure 4) in addition to MC903 or EtOH are also included. Exact values displayed in Figure 1—source data 4.

**Figure 1—figure supplement 6.**
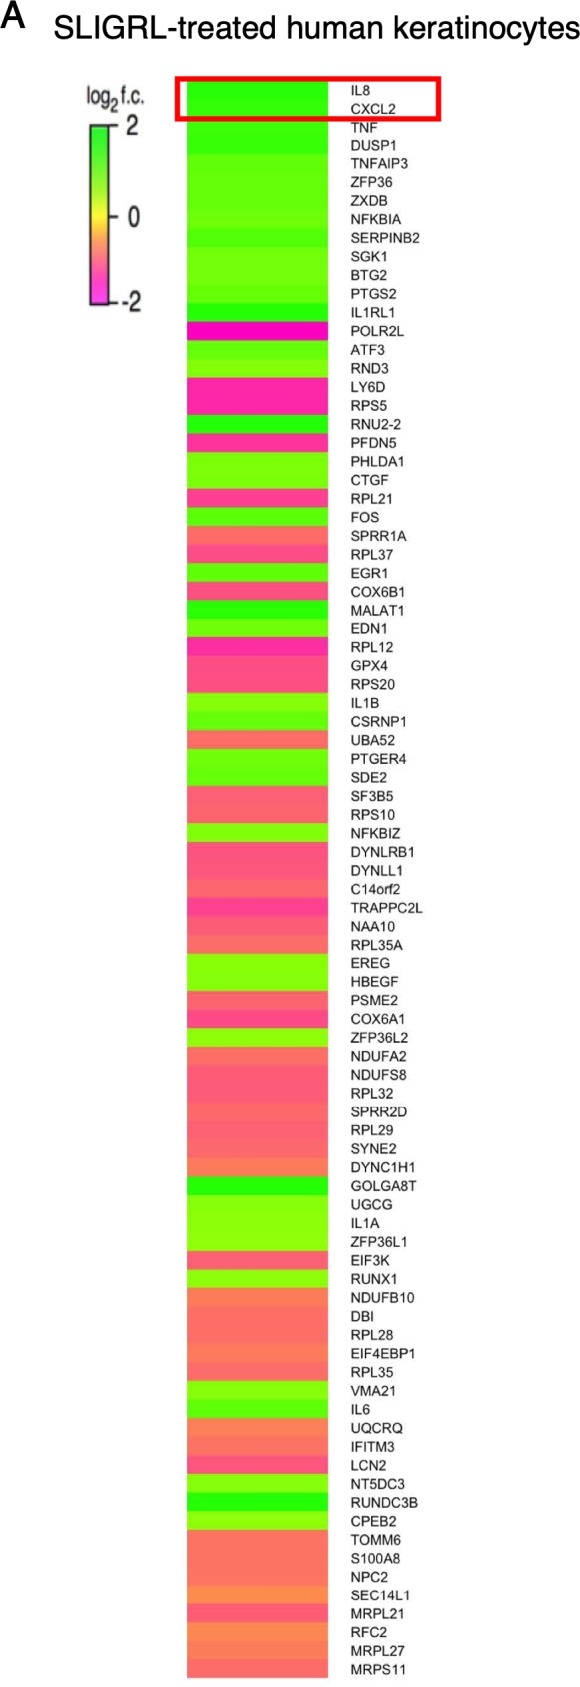
Protease receptor activation triggers rapid upregulation of neutrophil chemoattractant genes in human keratinocytes. (**A**) Heat map showing log_2_ fold change in gene expression in cultured human keratinocytes 3 hr after SLIGRL treatment (100 µM; bottom; see Figure 1—source data 7) compared to vehicle controls, as measured by RNA-seq. Genes are sorted by descending corrected *p*-value; only significantly differentially expressed (p<0.05) are displayed. Exact values and corrected *p*-values are reported in Figure 1—source data 7 and Source Data 1 Supplemental Data, respectively.

**Figure 1—figure supplement 7.**
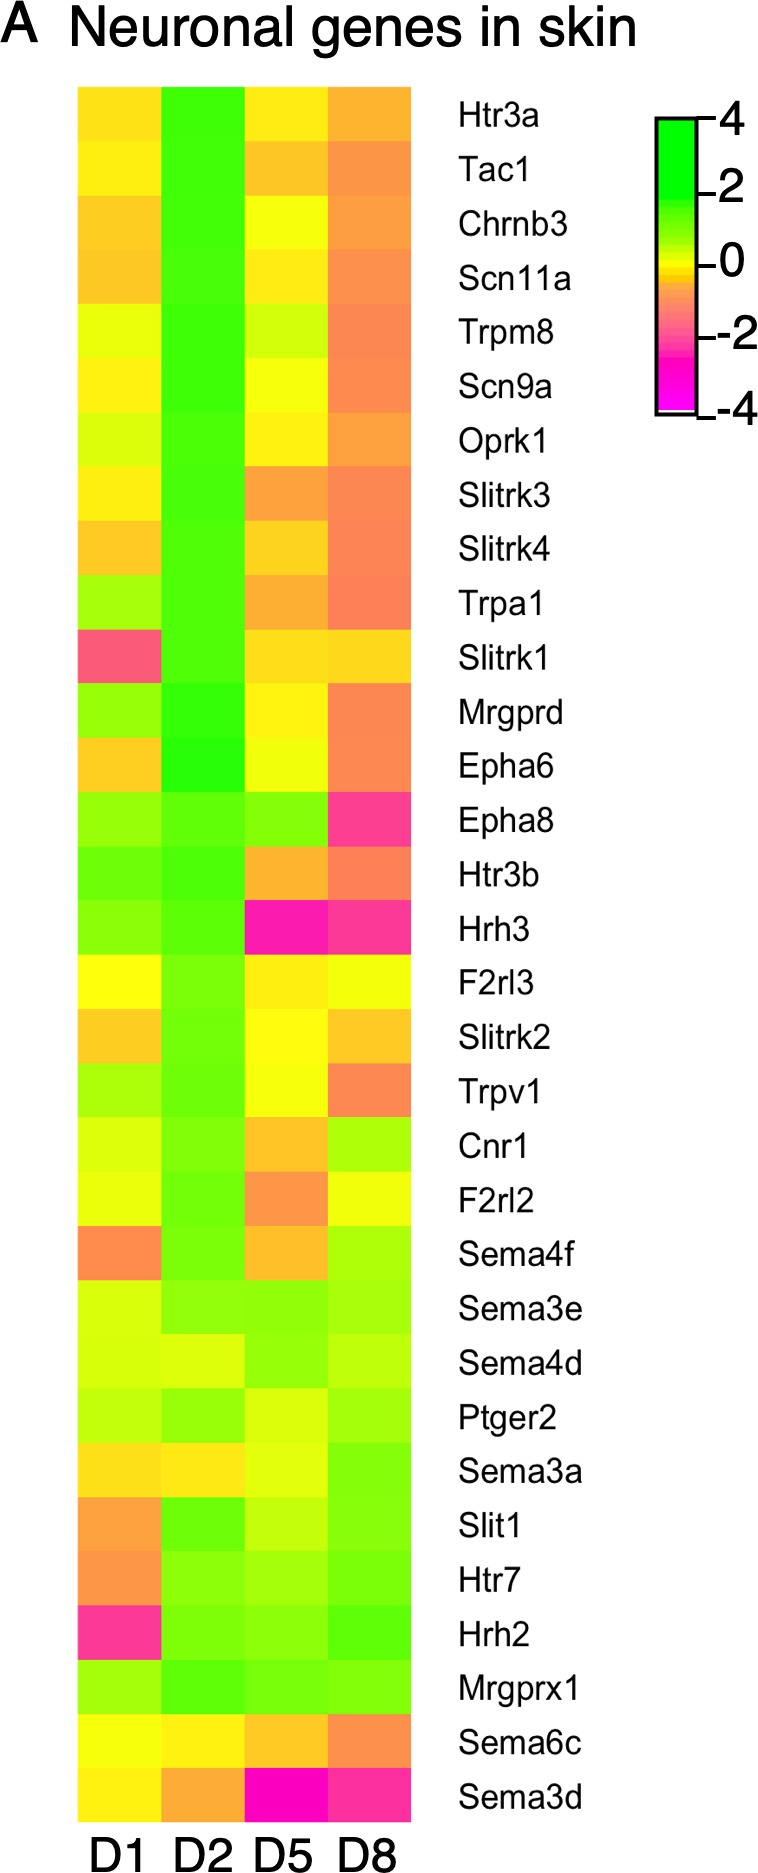
Expression of neuronal genes and axon guidance molecules in skin. (**A**) Log_2_ fold change in gene expression (MC903 vs. EtOH) in mouse skin at indicated time points for markers of locally translated sensory neuronal transcripts or genes implicated in neurite remodeling and/or axon guidance that were significantly differentially expressed for at least one time point in the MC903 model. Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 1—source data 8 and Source Data 1 Supplemental Data, respectively.

**Figure 1—figure supplement 8.**
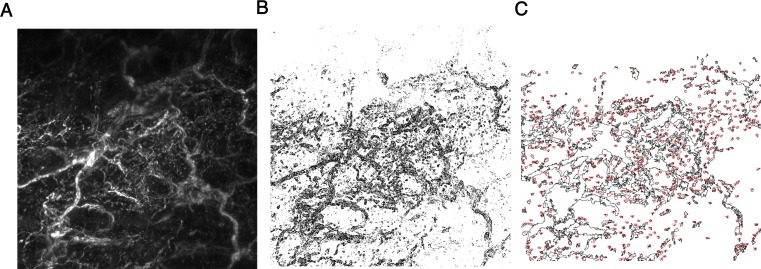
Method of image quantification for whole mount skin. (**A**) Representative maximum intensity z-projection of beta tubulin III staining in cheek skin. (**B**) Binary image after edge-detection. (**C**) % Area innervated was calculated from the percentage of the image area which was occupied by the regions of interest (ROIs) outlined in red.

**Figure 1—figure supplement 9.**
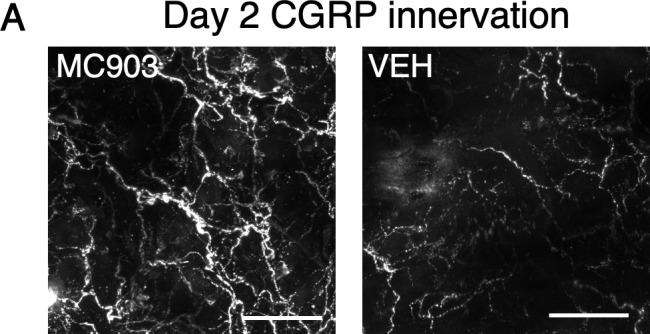
Peptidergic fibers display hyperinnervation in MC903-treated skin. (**A**) Representative maximum intensity Z-projections from immunohistochemistry (IHC) of whole-mount mouse skin on day 2 of the MC903 model. Skin was stained with peptidergic neuronal marker Calcitonin related-gene peptide (CGRP; white). Images were acquired on a confocal microscope using a 20x water objective.

**Figure 1—figure supplement 10.**
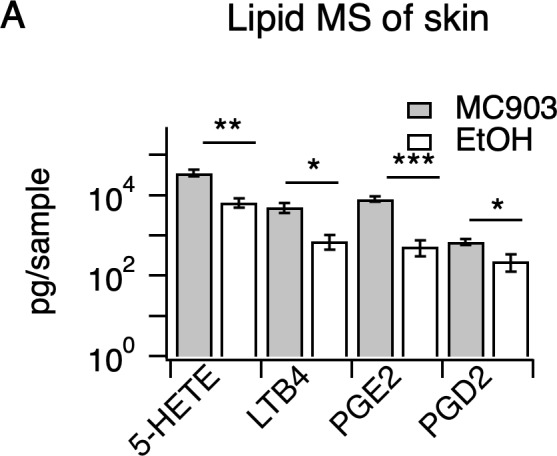
Inflammatory lipids in MC903-treated skin. (**A**) Quantification of indicated lipids from 6 mm biopsy punches of cheek skin of MC903- and EtOH-treated mice (at day 8) by LC-MS/MS (**p=0.006 (*t* = 4.148,*df* = 6), *p=0.024 (*t* = 3.003,*df* = 6), ***p=0.0007 (*t* = 6.392,*df* = 6), *p=0.022 (*t* = 3.058,*df* = 6); two-tailed unpaired t-tests; n = 4 mice per group, see Figure 1—source data 8).

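Transcripts of 4 genes for neuronal outgrowth and axon guidance were compared in skin at 6 hours and at day 2: Artn (ENSMUSG00000028539, chromosome 4, 117926162 to 117929763 in GRCm38), Slit1 (ENSMUSG00000025020, chromosome 19, 41600257 to 41743665), Sema3d (ENSMUSG00000040254, chromosome 5, 12383385 to 12588948) and Sema3a (ENSMUSG00000028883, chromosome 5, 13125414 to 13602565). The 4 genes leaned lower with MC903 at 6 hours and none passed, with log2 fold changes of −0.80 ± 0.583 for Artn (1 to 6 counts with MC903, 3 to 9 with ethanol), −0.95 ± 0.344 for Slit1, −0.18 ± 0.0898 for Sema3d and −0.33 ± 0.191 for Sema3a (adjusted p 0.372, 0.0954, 0.217 and 0.268 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). At day 2 none of the 4 passed. Artn had 30 to 50 counts with MC903 and 1 to 9 with ethanol (log2 fold change 3.14 ± 0.889, adjusted p 0.837) and was higher in all 3 MC903 libraries. Fitted with the replicate number as a block (mean correlation of same-numbered libraries 0.2), which takes the unpaired MC903 replicate 3 out of the comparison, it passed, with a log2 fold change of 3.61 (adjusted p 7.2e-04, against 0.285 without that library and without a block). It also passed in a single fit over days 1 to 8 (3.11, adjusted p 0.0343). Slit1 (2.96 ± 1.42) rested on 1 MC903 library, replicate 3, with 43.7 cpm against 1.27 and 2.13 in the other two, and its log2 fold change was −0.24 without that library. Sema3d fell by 0.81 ± 0.407 (36.2 ± 15 against 63.2 ± 0.945 cpm), and Sema3a was at −0.25 ± 0.552 and turned to 0.12 without that library or with the block, within its error of 0. Of the 32 genes of Figure 1—figure supplement 7A found in the counts, 2 passed at 6 hours, 0 at day 2, 3 at day 5 and 7 at day 8 (1, 0, 3 and 7 with the adjustment over the list alone).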

Unexpectedly, in the skin we observed early changes in a number of transcripts encoding neuronal outgrowth factors (*Ngf*, *Artn*) and axon pathfinding molecules (*Slit1*, *Sema3d, Sema3a*), some of which are directly implicated in chronic itch (Hidaka et al., 2017; Kou et al., 2012; Tominaga and Takamori, 2013; Tominaga et al., 2007; Tominaga and Takamori, 2014; Figure 1—figure supplement 7A), prior to when mice began scratching. We thus used immunohistochemistry (IHC) of whole-mount skin to examine innervation at this time point. We saw increased innervation of lesions at day two but not day one of the model (Figure 1H–I, Figure 1—figure supplement 8A). 

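Calca (ENSMUSG00000030669, chromosome 7, 114631478 to 114636357 in GRCm38) encodes the neuropeptide CGRP. In skin at day 2 its expression was 211 cpm in 1 MC903 library, replicate 3, and 2.98 and 1.65 cpm in the other two, against 1.22 and 1.93 cpm in the ethanol libraries. The log2 fold change over all 5 libraries was 5.51 ± 1.86 (adjusted p 0.898 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Without that library it was 0.55 (adjusted p 0.751), and 0.53 with the replicate number as a block, which takes the same library out of the comparison because it has no ethanol partner, whereas without either of the other MC903 libraries it was 6.07 and 6.05. A fit of all 4 days together put the gene past the threshold (5.48, adjusted p 0.027). At 6 hours the log2 fold change of Calca was −0.12 (adjusted p 0.786), and at day 5 it was 0.35 (adjusted p 0.58). A set of 24 sensory-neuron genes, among them Calca, Tac1, Scn10a and Scn11a, followed the same split. The mean of log2(cpm + 0.5) over the set was 6.87 in the same library and 1.55 in the lowest MC903 library, against 1.57 and 1.61 with ethanol, so the mean over the 3 MC903 libraries (3.34 ± 3.06) did not exceed that of ethanol (1.59 ± 0.03) by more than its spread. From its skin transcripts and its staining of nerve fibers, the paper proposes that the rise of neuronal transcripts reflects hyperinnervation by peptidergic itch and/or pain fibers.

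**Figure D1:**
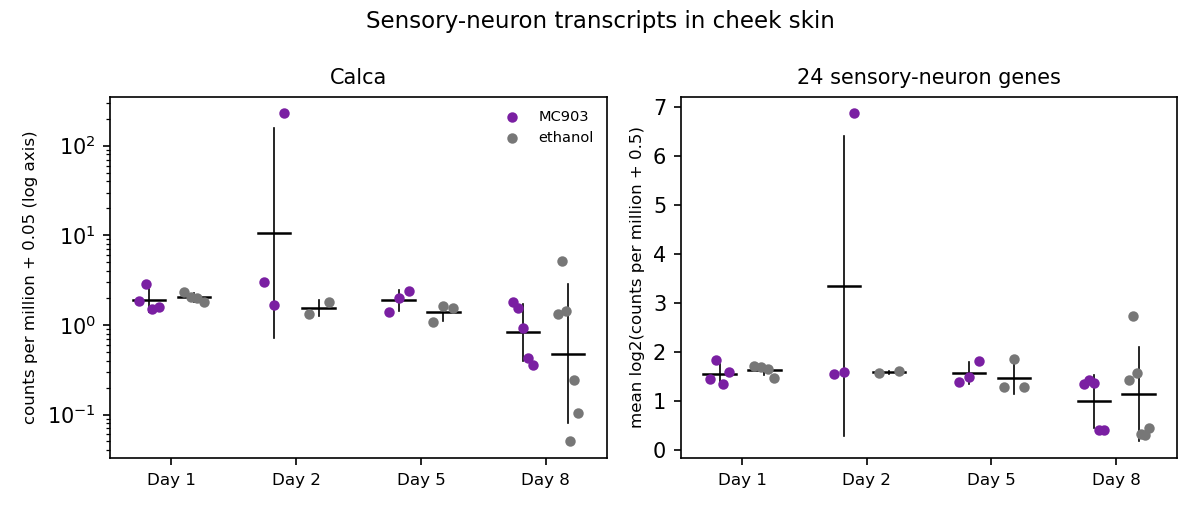
Mean of log2(cpm + 0.5) over 24 sensory-neuron genes in each skin library of uninjected wild-type mice, MC903 and ethanol, by day (points are libraries and bars are the mean ± SD). At day 2, 1 MC903 library lies at 6.87 and the lowest of the others at 1.55, against 1.57 and 1.61 with ethanol.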

Our RNA-seq data showed elevation in skin CGRP transcript *Calca*, along with other markers of peptidergic nerve endings, specifically at day 2. Indeed, we saw an increase in CGRP^+^ innervation of skin at day 2 (Figure 1J, Figure 1—figure supplement 9A), which suggests that elevation of neuronal transcripts in skin is due to hyperinnervation of peptidergic itch and/or pain fibers. The increased innervation was surprising because such changes had previously only been reported in mature lesions from human chronic itch patients (Nattkemper et al., 2018; Haas et al., 2010; Kamo et al., 2013; Oaklander and Siegel, 2005; Schüttenhelm et al., 2015; Pereira et al., 2016; Tominaga et al., 2009). Our findings suggest that early hyperinnervation is promoted by local signaling in the skin and is independent of the itch-scratch cycle.

### Neutrophils are the first immune cells to infiltrate AD skin

By day five, mice exhibited robust itch behaviors (Figure 1C) and stark changes in a number of AD disease genes (Figure 1A–B). For example, loss-of-function mutations in filaggrin (*FLG)* are a major risk factor for human eczema (Palmer et al., 2006; Sandilands et al., 2007). 

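Filaggrin-2 is encoded by Flg2 (ENSMUSG00000049133, chromosome 3, 93197278 to 93221391 in GRCm38), next to Flg (ENSMUSG00000102439, chromosome 3, 93273523 to 93293686). In skin at day 5, Flg2 averaged 105 ± 25.6 cpm in 3 MC903 libraries and 1230 ± 362 in 3 ethanol libraries, with no overlap between the groups. Its log2 expression fell by 3.55 ± 0.289 (adjusted p 5.9e-04 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment) and lay between −3.76 and −3.38 across the 6 fits that each left out 1 library. At day 8 it fell by 3.36 ± 0.305 (adjusted p 2.0e-05, 96.6 ± 73.8 cpm in 5 MC903 and 866 ± 142 in 6 ethanol libraries). At day 2, with 3 and 2 libraries, the log2 fold change was −1.45 and the gene did not pass the threshold. Flg itself had a far lower cpm than Flg2 and changed the other way at day 5, from 0.874 ± 0.839 to 4.16 ± 0.305 cpm (log2 fold change 2.30 ± 0.581, adjusted p 0.0382). Cpm is adjusted neither for gene length nor for reads that align to several places, so these values do not rank the expression of the 2 genes.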

Interestingly, *Flg2* levels sharply decreased at day five. In parallel, we saw continued and significant elevation in neutrophil and basophil chemoattractant genes (*Cxcl1,2,3,5*, and *Tslp*, Figure 1D). 

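At day 5 Tslp averaged 185 ± 49.3 cpm in 3 MC903 skin libraries and 1.8 ± 0.665 in 3 ethanol libraries (log2 fold change 6.67 ± 0.308, adjusted p 7.7e-05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), and its log2 fold change stayed between 6.43 and 6.87 with any 1 library left out. All 3 ethanol libraries had at most 1 count of Cxcl5, so its 12.8 ± 8.17 cpm with MC903 is at least 111-fold higher (adjusted p 5.9e-04). Cxcl1 rose from 0.411 ± 0.146 to 1.85 ± 0.579 cpm (log2 fold change 2.15 ± 0.427, adjusted p 0.0154), and Cxcl2 from 0.0958 ± 0.109 to 1.25 ± 0.461 cpm (3.51 ± 0.788, adjusted p 0.0181). Cxcl3 was at or under 3 counts in each ethanol library and at 10 to 32 counts with MC903, at least 7.69-fold higher (adjusted p 0.0248). The MC903 and ethanol libraries did not overlap for any of the 5 genes, which chance gives in 10% of cases with 3 against 3. Tslp and Cxcl5 passed in all 6 fits that left out 1 library, but Cxcl1 lost the threshold in 3 of them, Cxcl2 in 2 and Cxcl3 in 4. At day 8, with 5 and 6 libraries, all 5 genes passed and did so in all 11 fits that left out 1 library. Their log2 fold changes were 4.43 ± 0.53 for Tslp, 4.92 ± 0.77 for Cxcl1, 6.36 ± 0.721 for Cxcl2, 5.57 ± 0.654 for Cxcl3 and 6.68 ± 0.844 for Cxcl5 (adjusted p 1.3e-04, 3.8e-04, 5.2e-05, 3.6e-05 and 4.9e-05). The cohorts of day 8 differed in size of effect. Tslp was at 2.98 in cohort A and 5.81 in cohort B, whereas the chemokine genes were higher in cohort A (Cxcl1 7.11 against 3.30, Cxcl2 6.94 against 5.47, Cxcl3 6.30 against 4.60, Cxcl5 7.59 against 6.13), and the only 1 of these values short of the threshold was Cxcl1 in cohort B (adjusted p 0.0618).

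**Figure D2:**
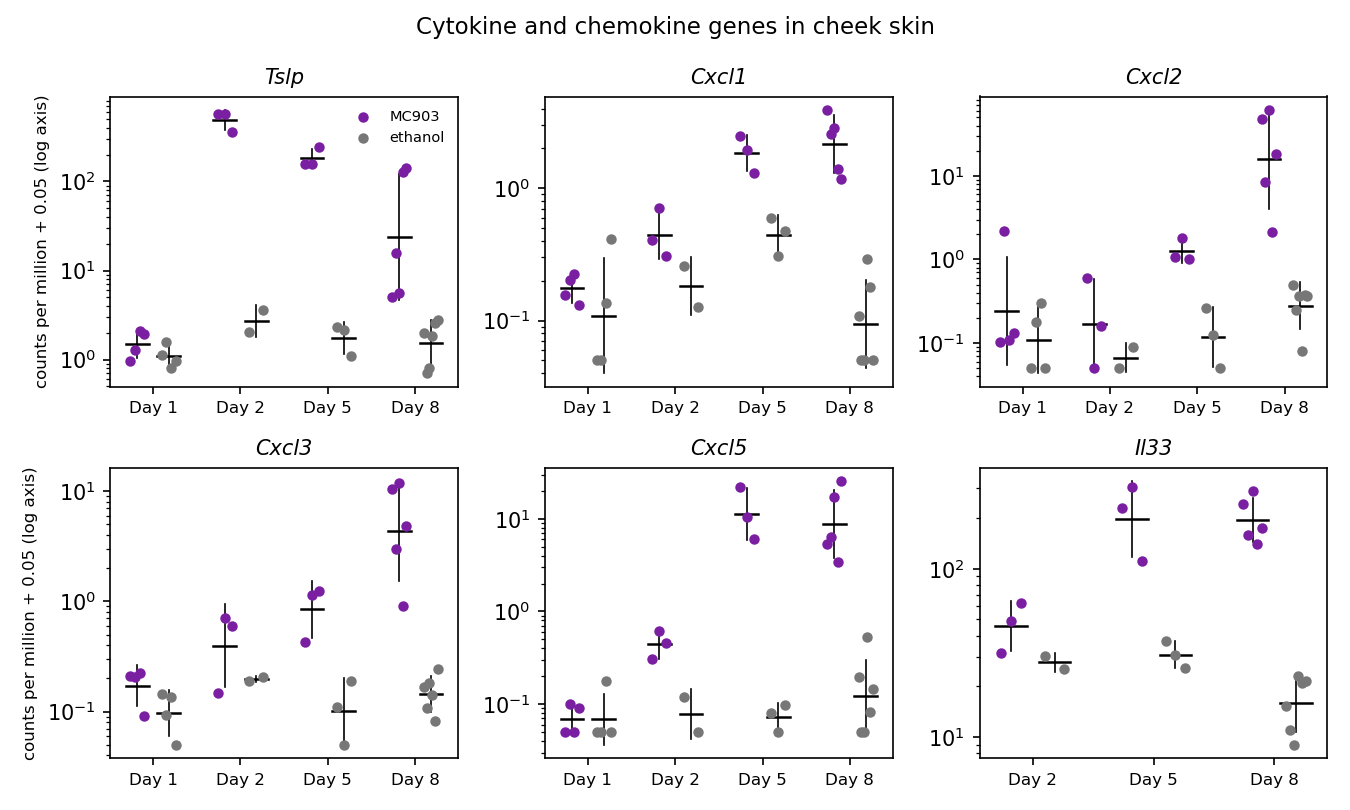
Expression in cpm (log axis) of the genes plotted in each skin library of uninjected wild-type mice by day, MC903 and ethanol (points are libraries, bars are the mean ± SD of the log values, with 0.05 added to each value). Tslp stands at 363 to 573 cpm at day 2 and 185 ± 49.3 at day 5 with MC903, against 1.99 to 3.6 and 1.8 ± 0.665 with ethanol.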

Using flow cytometry, we observed a number of infiltrating immune cells in the skin at day 5. Of these, we neutrophils were the most abundant immune cell subtype (Figure 1E, Figure 1—figure supplement 3A). It was not until day eight that we observed the classical AD-associated immune signature in the skin, (Gittler et al., 2012) with upregulation of *Il4, Il33* and other Th2-associated genes (Figure 1B, Figure 1D). 

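Il4 (ENSMUSG00000000869, chromosome 11, 53602982 to 53618669 in GRCm38) averaged 8.07 ± 6.66 cpm in 5 MC903 and 0.987 ± 0.3 in 6 ethanol skin libraries at day 8 (log2 fold change 2.92 ± 0.478, adjusted p 0.00115 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). It was higher in each MC903 library than in any ethanol library, and the log2 fold change ran from 2.46 to 3.23 across the 11 fits that left out 1 library. At day 5 the gene showed no change (−0.05 ± 0.475, adjusted p 0.961, 1.28 ± 0.316 against 1.31 ± 0.804 cpm). Il33 (ENSMUSG00000024810, chromosome 19, 29925114 to 29960718) rose earlier. At day 5 it averaged 214 ± 97.5 cpm with MC903 and 31 ± 5.69 with ethanol (log2 fold change 2.79 ± 0.342, adjusted p 0.00292), and at day 8 it averaged 202 ± 63.2 against 16.8 ± 5.93 (3.67 ± 0.258, adjusted p 1.9e-06). At day 2 neither gene passed (0.80 for Il4 and 0.77 for Il33). Within the cohorts of day 8, the log2 fold change of Il4 was 3.4 in A and 2.29 in B, and that of Il33 was 4.3 and 2.83, each past the threshold.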

We also observed increases in the T cell chemoattractant genes *Cxcl9, Cxcl10,* and *Cxcl11* (Figure 1D), which are thought to be hallmarks of chronic AD lesions in humans (Oetjen and Kim, 2018; Mansouri and Guttman-Yassky, 2015). 

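The 3 genes sit side by side on chromosome 5 (GRCm38): Cxcl9 (ENSMUSG00000029417, 92321347 to 92328079), Cxcl10 (ENSMUSG00000034855, 92346638 to 92348889) and Cxcl11 (ENSMUSG00000060183, 92359544 to 92365485), the last annotated as a polymorphic pseudogene. At day 8 Cxcl10 averaged 38.9 ± 40.3 cpm in 5 MC903 and 1.7 ± 0.38 in 6 ethanol skin libraries (log2 fold change 4.13 ± 0.543, adjusted p 3.9e-04 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), with single MC903 libraries between 6.99 and 99.8 cpm. Cxcl9 averaged 60.3 ± 69.7 against 2.43 ± 0.633 cpm (4.29 ± 0.668, adjusted p 0.00168) and Cxcl11 1.4 ± 1.37 against 0.114 ± 0.0414 (3.47 ± 0.591, adjusted p 9.9e-04). Every MC903 library lay above every ethanol library for each of the 3, and each passed in all 11 fits that left out 1 library. The log2 fold changes were larger in cohort A than in cohort B, with 5.38 and 2.77 for Cxcl9, 5.03 and 2.90 for Cxcl10, and 3.85 and 2.93 for Cxcl11, the last short of the threshold in cohort B (adjusted p 0.0553). None of the 3 passed at day 5, where the log2 fold changes were −1.66 ± 0.479, 0.22 ± 0.389 and −1.93 ± 0.682 for Cxcl9, Cxcl10 and Cxcl11 (adjusted p 0.0562, 0.744 and 0.0893), or at day 2 (0.96, 0.77 and 1.7). At day 5 Cxcl9 fell past the threshold with DESeq2's Wald test (adjusted p 0.00596), without the filter on low counts (0.0415) and with the replicate block (0.048).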

Neutrophils and a number of other immune cells that started to infiltrate on day five were robustly elevated in skin by day eight, including basophils (Figure 1F), CD4^+^ T cells (Figure 1G, Figure 1—figure supplement 4A), eosinophils (Figure 1—figure supplement 5C), and mast cells (Figure 1—figure supplement 5B), but not inflammatory monocytes (Figure 1—figure supplement 5A).

CD4^+^ T cells are ubiquitous in mature human AD lesions (Guttman-Yassky and Krueger, 2017) and promote chronic AD itch and inflammation. More specifically, they play a key role in IL4Rα-dependent sensitization of pruriceptors in the second week of the MC903 model (Oetjen et al., 2017). Thus, we were quite surprised to find that itch behaviors preceded significant CD4^+^ T cell infiltration. Therefore, neutrophils drew our attention as potential early mediators of MC903 itch. While neutrophil infiltration is a hallmark of acute inflammation, it remains unclear whether neutrophils contribute to the pathogenesis of chronic itch. Moreover, neutrophils release known pruritogens, including proteases, reactive oxygen species, and/or histamine, inflammatory lipids, and cytokines that sensitize and/or activate pruriceptors (Dong and Dong, 2018; Hashimoto et al., 2018). Increased levels of the prostaglandin PGE_2_ and the neutrophil-specific leukotriene LTB_4_ have also been reported in skin of AD patients (Fogh et al., 1989). Indeed, by mass spectrometry, we observed increases in several of these inflammatory lipids, PGD_2_ and PGE_2_, as well as LTB_4_ and its precursor 5-HETE (Figure 1—figure supplement 10A) in MC903-treated skin, implicating neutrophils in driving AD itch and inflammation. Thus, we next tested the requirement of neutrophils to itch in the MC903 model.

### Neutrophils are required for early itch behaviors in the MC903 model of AD

We first asked whether neutrophils, the most abundant population of infiltrating immune cells in this chronic itch model, were required for MC903-evoked itch. Systemic depletion of neutrophils using daily injections of an anti-Gr1 (aGr1) antibody (Ghasemlou et al., 2015; Sivick et al., 2014) dramatically attenuated itch-evoked scratching through the first eight days of the model (Figure 2A). Consistent with a key role for neutrophils in driving chronic itch, our depletion strategy significantly and selectively reduced circulating and skin infiltrating neutrophils on days five and eight, days on which control, but not depleted mice, scratched robustly (Figure 2B; Figure 2—figure supplement 1A–C). In contrast, basophils and CD4^+^ T cells continued to infiltrate the skin following aGr1 treatment (Figure 2C–D), suggesting that these cells are not required for early MC903 itch.

**Figure 2.**
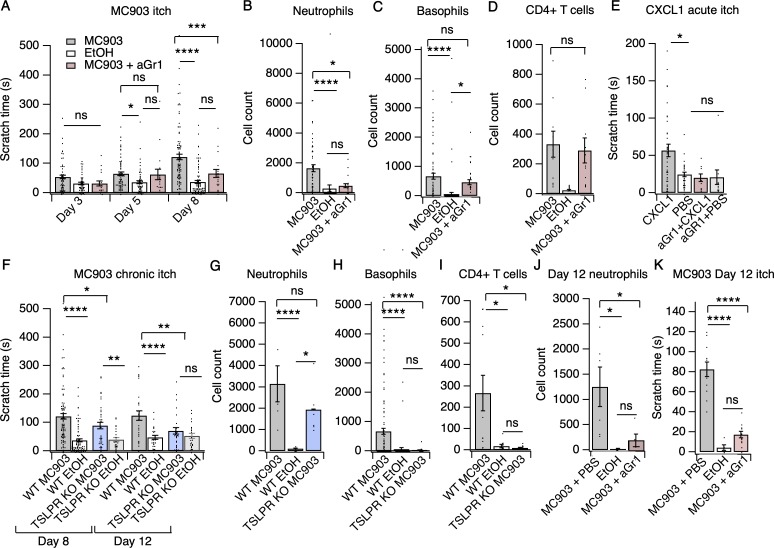
Neutrophils are necessary and sufficient for itch behaviors. (**A**) Scratching behavior of uninjected and PBS-injected mice (combined) and aGr1-injected mice treated with MC903 or ethanol for indicated length of time (two-way ANOVA: ****p_interaction_ <0.0001, F(4,447) = 7.16; Tukey’s multiple comparisons: *p_day 3 MC903 vs. EtOH_* = 0.1111 n = 62,51,17 mice; *p_day 5 MC903 vs. EtOH_ = 0.0154, *p_day 5 MC903 vs. aGr1_* = 0.9854, *p_day 5 aGr1 vs. EtOH_* = 0.2267, n = 69,56,17 mice; ****p_day 8 MC903 vs. EtOH_ <0.0001, ***p_day 8 MC903 vs. aGr1_ = 0.0007, *p_day 8 aGr1 vs. EtOH_* = 0.1543, n = 92,85,17 mice). (**B**) Neutrophil count from cheek skin of uninjected/PBS-injected MC903- and ethanol-treated, and aGr1-injected MC903-treated mice on day 8 (one-way ANOVA: ****p<0.0001, F(2,92) = 10.59; Tukey’s multiple comparisons: ****p_MC903 vs. EtOH_ <0.00001, n = 40,38 mice; *p_MC903 vs. aGr1 MC903_ = 0.0109, n = 40,17 mice; *p_aGr1_*_vs. EtOH_ = 0.8859, n = 38,17 mice). (**C**) Basophil count from cheek skin of uninjected/PBS-injected MC903- and ethanol-treated, and aGr1-injected MC903-treated mice on day 8 (one-way ANOVA: ****p=0.0001, F(2,92) = 14.61; Tukey’s multiple comparisons: *p_MC903 vs. aGr1 MC903_* = 0.3217, n = 40,17 mice, ****p_MC903 vs. EtOH_ <0.0001, n = 40,38 mice, *p_aGr1 MC903 vs. EtOH_ = 0.0204, n = 17,38 mice). (**D**) CD4^+^ T cell count from cheek skin of PBS-injected MC903- and ethanol-treated, and aGr1-injected MC903-treated mice on day 8 (two-way ANOVA: **p_treatment_ = 0.0035, F(1,35) = 9.82; Holm-Sidak multiple comparisons for PBS versus aGr1: *p_MC903_* = 0.8878, n = 9,11 mice; *p_EtOH_* = 0.5201, n = 8,9 mice). Control MC903 and EtOH data from Figure 2B–C are also displayed in Figure 1. Exact values displayed for Figure 2A–D in Figure 2—source data 1. (**E**) Scratching behavior of mice immediately after injection of 1 µg CXCL1 or PBS (s.c. cheek). For neutrophil-depletion experiments, mice received 250 µg anti-Gr1 (aGr1) 20 hr prior to cheek injection of CXCL1 or PBS (one-way ANOVA: ****p<0.0001, F(4,88) = 75.53; Tukey’s multiple comparisons: *p_CXCL1 vs. PBS_ = 0.0126, n = 36,31 mice; *p_aGr1-CXCL1 vs. aGr1-PBS_* > 0.9999, n = 10,10 mice; *p_aGr1-CXCL1_*_vs. PBS_ = 0.9986, n = 10,31 mice). Exact values displayed in Figure 2—source data 2. (**F**) Scratching behavior of WT and TSLPR KO (TSLPR KO) mice treated with MC903 or ethanol for indicated length of time (two-way ANOVA: ****p_interaction_ <0.0001, F(9,657) = 4.93; Tukey’s multiple comparisons: ****p_day 8 WT MC903 vs. EtOH_ <0.0001, *p_day 8 WT MC903 vs. KO MC903_ = 0.0194, **p_day 8 KO MC903 vs. KO EtOH_ = 0.0039, n = 92,85,36,26 mice; ****p_day 12 WT MC903 vs. EtOH_ <0.0001, **p_day 12 WT MC903 vs. KO MC903_ = 0.0028, *p_day 12 KO MC903 vs. KO EtOH_* = 0.7061, n = 26,26,27,23 mice). (**G**) Neutrophil count from cheek skin of wild-type MC903- and ethanol-treated, and TSLPR KO MC903-treated mice on day 5 (two-way ANOVA: **p_genotype_ = 0.0025, F(2,125) = 6.28; Tukey’s multiple comparisons: ****p_day 5 WT MC903 vs. WT EtOH_ <0.0001, n = 6,8 mice; *p_day 5 WT MC903 vs. KO MC903_* = 0.2198, n = 6,6 mice; *p_day 5 WT EtOH vs. KO MC903_ = 0.0212, n = 8,6 mice). (**H**) Basophil count from cheek skin of wild-type MC903- and ethanol-treated, and TSLPR KO MC903-treated mice on day 8 (two-way ANOVA: **p_genotype_ = 0.0003, F(2,117) = 8.87; Tukey’s multiple comparisons: ****p_day 8 WT MC903 vs. WT EtOH_ <0.0001, n = 40,38 mice; ****p_day 8 WT MC903 vs. KO MC903_ <0.0001, n = 40,15 mice; *p_day 8 WT EtOH vs. KO MC903_* = 0.9519, n = 38,15 mice). See also Figure 2—figure supplement 5A. For Figure 2G–H, data from days 3, 5, and 8 are presented in Figure 2—source data 3. (**I**) CD4^+^ T cell count from cheek skin of wild-type MC903- and ethanol-treated, and TSLPR KO MC903-treated mice on day 8 (one-way ANOVA: **p=0.0053, F(2,24) = 6.564; Tukey’s multiple comparisons: *p_WT MC903 vs. WT EtOH_ = 0.0163, n = 11,8 mice; *p _MC903 vs. KO MC903_ = 0.0130, n = 11,8 mice; *p_WT EtOH vs. KO MC903_* = 0.9953, n = 8,8 mice). Wild-type MC903 and EtOH data from **2** F-H are also displayed in Figure 1. Exact values for Figure 2F–I displayed in Figure 2—source data 3. (**J**) Neutrophil count from cheek skin of wild-type MC903- and ethanol-treated mice on day 12 of the MC903 model. MC903-treated animals received daily i.p. injections of 250 µg aGr1 antibody or PBS (250 µL) on days 8–11 of the model (one-way ANOVA: *p=0.01, F(2,13) = 6.69; Tukey’s multiple comparisons: *p_MC903-PBS vs. EtOH_ = 0.0141, n = 6,5 mice; *p_MC903-PBS vs. MC903-aGr1_ = 0.10330, n = 6,5 mice; *p_MC903-aGr1 vs. EtOH_* = 0.9005, n = 5,5 mice). (**K**) Time spent scratching over a thirty minute interval for wild-type MC903- and ethanol-treated mice on day 12 of the MC903 model. MC903-treated animals received daily i.p. injections of 250 µg aGr1 antibody or PBS (250 µL) on days 8–11 of the model (one-way ANOVA: ****p<0.0001, F(2,26) = 53.1; Tukey’s multiple comparisons: ****p_MC903-PBS vs. EtOH_ <0.0001, n = 12,5 mice; ****p_MC903-PBS vs. MC903-aGr1_ < 0.0001, n = 12,12 mice; *p_MC903-aGr1 vs. EtOH_* = 0.3734, n = 12,5 mice). Values from bar plots are reported in Figure 2—source data 5. Figure 2—source data 1.Values displayed in bar plots shown in Figure 2A–D. Figure 2—source data 2.Values displayed in the bar plots shown in Figure 2E and Figs.Figure 2—figure supplements 2–3. Figure 2—source data 3.Values displayed in the bar plots shown in Figure 2F–I and Figure 2—figure supplement 4A–B. Figure 2—source data 4.Values used to generate the line plots shown in Figure 2—figure supplement 1C. Figure 2—source data 5.Values displayed in the bar plots shown in Figure 2J–K. Figure 2—source data 6.Values displayed in the bar plots in Figure 2—figure supplement 5A.

**Figure 2—figure supplement 1.**
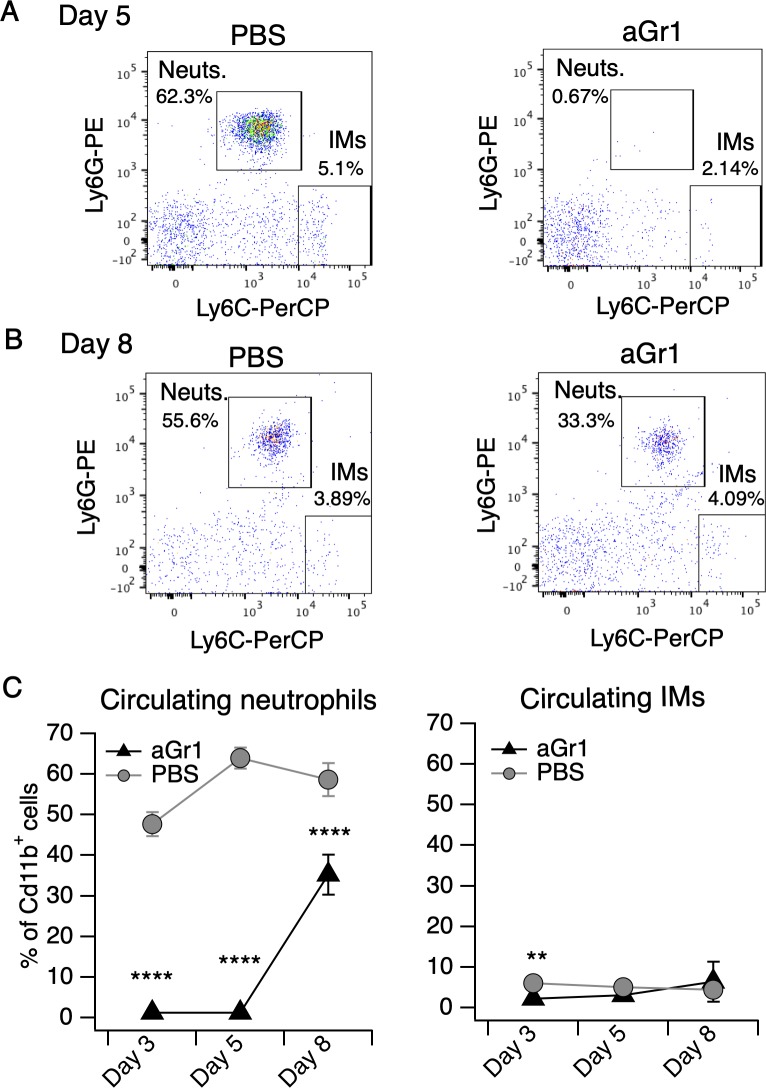
aGr1 treatment preferentially depletes neutrophils. (**A**) Representative flow cytometry plots of cells collected from blood of mice injected with PBS or aGr1 (250 μg, i.p.) once-daily for five days concurrent with daily MC903 topical treatment. Shown are CD45.2^+^CD11b^+^ cells, plotted by Ly6G and Ly6C signal, with neutrophil (Neuts.) and inflammatory monocyte (IMs) populations indicated. Neutrophils were defined as Cd11b^+^Ly6G^+^Ly6C^mid/high^ and IMs were defined as Cd11b^+^Ly6G^-^Ly6C^high^ (see Materials and methods). (**B**) Representative flow cytometry plot as in A, depicting neutrophil and IM populations from blood collected on day 8. (**C**) (Left) Neutrophil counts in blood shown as % of Cd11b^+^ cells from aGr1/MC903 (black triangles) and PBS/MC903 (gray circles)-treated animals on days 3, 5, and 8 of the model (two-way repeated measures ANOVA: ****p_treatment_ <0.0001, F(1,31) = 299.5; Sidak’s multiple comparisons: ****p_day 3_ < 0.0001; ****p_day 5_ < 0.0001; ****p_day 8_ < 0.0001, n = 16,17 mice). (Right) Inflammatory monocyte counts in blood shown as % of Cd11b^+^ cells from aGr1/MC903 and PBS/MC903-treated animals on days 3, 5, and 8 of the model (two-way repeated measures ANOVA: *p_treatment_ = 0.0468, F(1,31) = 4.287; Sidak’s multiple comparisons: **p_day 3_ = 0.0015; *p_day 5_* = 0.1918; *p_day 8_* = 0.2013, n = 16,17 mice). Exact values displayed in Figure 2—source data 4.

**Figure 2—figure supplement 2.**
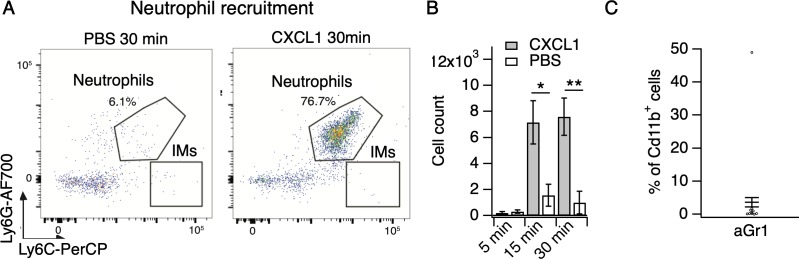
CXCL1 rapidly and selectively recruits neutrophils to skin. (**A**) Representative flow cytometry plots of cells from cheek skin of mice injected with PBS or CXCL1 (1 μg in 20 µL, s.c.). Shown are CD45.2^+^CD11b^+^ cells, plotted by Ly6G and Ly6C signal, with neutrophil and inflammatory monocyte (IMs) populations indicated. (**B**) Neutrophil count from cheek skin of mice 5, 15, and 30 min after injection of CXCL1 or PBS (two-way ANOVA: *p_interaction_ = 0.0239, F(2,21) = 4.48; Sidak’s multiple comparisons: *p_5 min_* >0.9999, n = 4,5 mice; *p_day 15 min_ = 0.0141, n = 4,4 mice; **p_day 30 min_ = 0.0031, n = 3,7 mice). Exact values displayed in Figure 2—source data 2. (**C**) Blood neutrophils as % of Cd11b^+^ cells approximately 20 hr after injection of 250 µg aGr1 (n = 15 mice). Mice assayed for CXCL1-evoked itch behavior immediately preceding blood isolation (see Figure 2E). Exact values displayed in Figure 2—source data 2. See Figure 2—figure supplement 1C for representative blood neutrophil measurements from PBS-injected animals.

**Figure 2—figure supplement 3.**
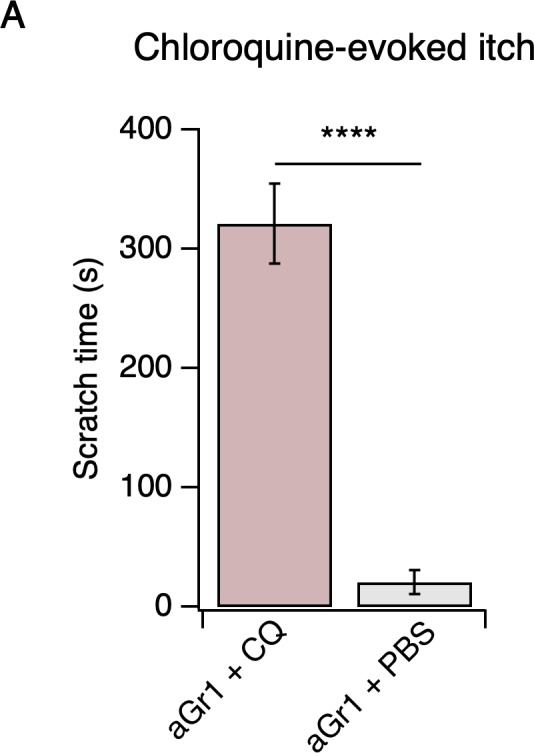
Neutrophil depletion does not affect chloroquine-evoked itch. (**A**) Scratching behavior of mice immediately after injection of chloroquine (CQ) or PBS (s.c. cheek). For neutrophil-depletion experiments, mice received 250 µg anti-Gr1 (aGr1) 20 hr prior to cheek injection of CQ or PBS (two-tailed t-test: ****p<0.0001 (*t* = 10.58, *df* = 14); n = 6,10 mice). Exact values displayed in Figure 2—source data 2.

**Figure 2—figure supplement 4.**
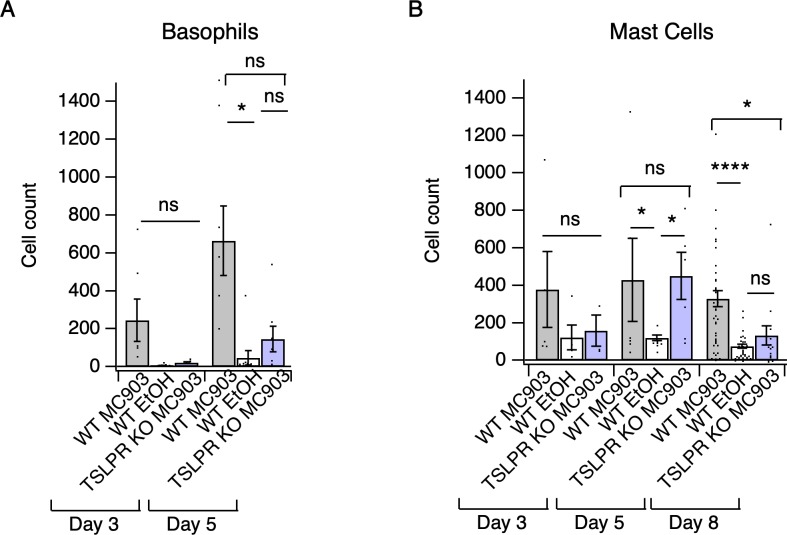
Loss of TSLPR reduces skin basophil and mast cell numbers in the first week of AD development. (**A**) Basophil count from cheek skin of wild-type MC903- and ethanol-treated, and TSLPR KO MC903-treated mice after 3 or 5 days of treatment (two-way ANOVA: ***p_time_ = 0.0003, F(2,117) = 8.87; Tukey’s multiple comparisons: *p_day3 WT MC903 vs. KO MC903_* = 0.6540, n = 3,5 mice; *p_day 5 WT MC903 vs. KO MC903_ = 0.1023, n = 6,6 mice; *p_day 5 WT EtOH vs. KO MC903_* = 0.9077, n = 8,6 mice; *p_day 5 WT MC903 vs. WT EtOH_* = 0.0264, n = 6,8 mice). (**B**) Mast cell count from cheek skin of wild-type MC903- and ethanol-treated, and TSLPR KO MC903-treated mice after 3, 5, or 8 days of treatment (two-way ANOVA: *p_genotype_ = 0.0384, F(2,117) = 3.35; Tukey’s multiple comparisons: *p_day 3 WT MC903 vs. KO MC903_* = 0.4133, n = 3,5 mice; *p_day 5 WT MC903 vs. KO MC903_* = 0.9882, n = 6,6 mice; *p_day 5 WT MC903 vs. WT EtOH_ = 0.0440, n = 6,5 mice; *p_day 5 KO MC903 vs. WT EtOH_ = 0.0294, n = 6,5 mice; *p_day 8 WT MC903 vs. KO MC903_ = 0.0188, n = 40,15 mice; ****p_day 8 WT MC903 vs. WT EtOH_ < 0.0001, n = 40,38 mice; *p_day 8 WT EtOH vs. KO MC903_* = 0.7810, n = 38,15 mice). Data from days 3, 5, and 8 are presented in Figure 2—source data 3.

**Figure 2—figure supplement 5.**
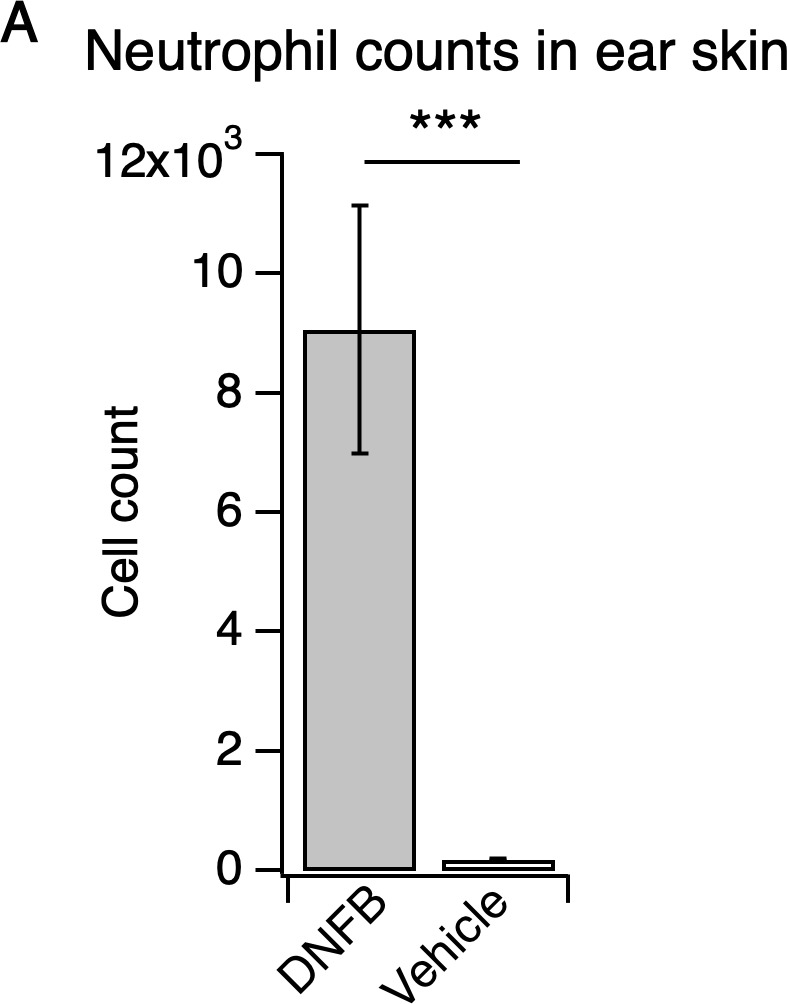
Neutrophils robustly infiltrate the skin in the DNFB mouse model of atopic dermatitis. (**A**) Neutrophil count from ear skin of wild-type DNFB- and vehicle-treated mice 24 hr after challenge with DNFB or vehicle performed five days after initial DNFB sensitization on shaved rostral back skin (***p=0.0004; two-tailed t-test (*t* = 4.290; *df* = 18); n = 10 mice per group). Values from bar plot is reported in Figure 2—source data 6.

We next used the cheek model of acute itch (Shimada and LaMotte, 2008) to ask whether neutrophil recruitment is sufficient to trigger scratching behaviors. As expected, we observed significant and selective recruitment of neutrophils to cheek skin within 15 min after CXCL1 injection (Figure 2—figure supplement 2A–B). CXCL1 injection also triggered robust scratching behaviors (Figure 2E) on a similar time course to neutrophil infiltration (Figure 2—figure supplement 2B). Thus, we next acutely depleted neutrophils with aGr1 to determine whether neutrophils were required for CXCL1-evoked acute itch. Indeed, aGr1-treatment rapidly reduced circulating neutrophils (Figure 2—figure supplement 2C) and resulted in a dramatic loss of CXCL1-evoked itch behaviors (Figure 2C). This effect was specific to neutrophil-induced itch, as injection of chloroquine, a pruritogen that directly activates pruriceptors to trigger itch, still triggered robust scratching in aGr1-treated animals (Figure 2—figure supplement 3A). Given that CXCL1 has been shown to directly excite and/or sensitize sensory neurons, (Deftu et al., 2017; Deftu et al., 2018) it is possible that the mechanism by which CXCL1 elicits itch may also involve neuronal pathways. However, our results show that CXCL1-mediated neutrophil infiltration is sufficient to drive acute itch behaviors, and that neutrophils are necessary for itch in the MC903 model.

We also examined MC903-evoked itch behaviors in mice deficient in *Crlf2*, the gene encoding the TSLP Receptor (TSLPR KO mice; Carpino et al., 2004). TSLPR is expressed by both immune cells and sensory neurons and is a key mediator of AD in humans and in mouse models (Li et al., 2009; Li et al., 2006; Zhang et al., 2009; Demehri et al., 2009; Briot et al., 2009). Surprisingly, MC903-treated TSLPR KO mice displayed robust scratching behaviors through the first eight days of the model (Figure 2F). In contrast to our results in aGr1-injected mice, TSLPR KO mice displayed robust neutrophil infiltration (Figure 2G), but completely lacked basophil and CD4^+^ T cell infiltration into the skin (Figure 2H–I, Figure 2—figure supplement 4A), and additionally displayed a reduction in mast cells (Figure 2—figure supplement 4A). These results suggest that basophils and CD4^+^ T cells are not required for early itch and further support an inciting role for neutrophils. Previous studies have shown that TSLP drives the expression of Type two cytokines and related immune cells that promote itch and inflammation in mature AD skin lesions (Li et al., 2009; Li et al., 2006; Zhang et al., 2009; Demehri et al., 2009; Briot et al., 2009). Consistent with a later role for TSLP signaling in AD, we did observe a significant reduction in itch-evoked scratching in TSLPR KO mice in the second week of the model (Figure 2F). Thus, our data support a model in which neutrophils are necessary for initiation of AD and itch behaviors early in the development of AD, whereas TSLPR signaling mediates the recruitment of basophils and CD4^+^ T cells to promote later stage itch and chronic inflammation.

The incomplete loss of itch behaviors on day 12 in the TSLPR KO animals (Figure 2F) raised the question of whether neutrophils might also contribute to itch during the second week of the MC903 model. To directly answer this question, we measured neutrophil infiltration and itch-evoked scratching on day 12 in mice that received either aGr1 or PBS on days 8–11 of the model to selectively deplete neutrophils solely during the second week. Neutrophil depletion in the second week with aGr1 robustly decreased skin-infiltrating neutrophils (Figure 2J), and substantially reduced scratching behaviors at day 12 (Figure 2K), supporting a role for neutrophils in chronic itch. Interestingly, we observed a 79% mean reduction in time spent scratching after neutrophil depletion at day 12, whereas loss of TSLPR effected a 44% reduction in time spent scratching. We speculate that neutrophils and TSLP signaling comprise independent mechanisms that together account for the majority of AD itch. In order to ascertain whether neutrophils could be salient players in other models of AD, and not just MC903, we measured neutrophil infiltration into ear skin in the 1-fluoro-2,4-dinitrobenzene (DNFB) model of atopic dermatitis, which relies on hapten-induced sensitization to drive increased IgE, mixed Th1/Th2 cytokine response, skin thickening, inflammation, and robust scratching behaviors in mice (Zhang et al., 2015; Kitamura et al., 2018; Solinski et al., 2019a). Indeed, neutrophils also infiltrated DNFB- but not vehicle-treated skin (Figure 2—figure supplement 5A). Taken together, these observations are complementary to published datasets showing evidence for neutrophil chemokines and transcripts in human AD lesions (Ewald et al., 2017; Choy et al., 2012; Guttman-Yassky et al., 2009; Suárez-Fariñas et al., 2013; Jabbari et al., 2012). Overall, our data support a key role for neutrophils in promoting AD itch and inflammation.

### MC903 drives rapid and robust changes in the peripheral and central nervous systems

But how do neutrophils drive AD itch? Itchy stimuli are detected and transduced by specialized subsets of peripheral somatosensory neurons. Thus, to answer this question we first profiled the transcriptional changes in somatosensory neurons in the MC903 model, which were previously unstudied. 

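Trigeminal ganglia, which hold the cell bodies of the sensory neurons of the face, were profiled from uninjected wild-type mice whose cheeks were treated as above. There were 4 MC903 and 4 ethanol libraries at 6 hours, 3 and 2 at day 2, 3 and 3 at day 5, and 5 and 5 at day 8 (cohort A with 2 and 2, cohort B with 3 and 3). The authors' counts per gene were used as they stand. Over all 65 ganglion libraries the counts on genes ran from 15931871 to 62105901, with a median of 26516831. The share of counted reads that fell on genes ran from 67.78% to 91%, against 79.48% to 90.12% in skin. The lowest ganglion share belonged to 1 library, MC903 replicate 1 of TSLPR KO mice at day 8, and the next lowest was 80.5%. Each day was tested on its own, with a term for cohort at day 8, and an adjusted p under 0.1 was the threshold, as in the paper's methods. On simulated data of the day 8 libraries' size and spread, edgeR recovered 189 of 200 genes given a true log2 fold change of 2 and called 23 unchanged genes.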

In general, little is known regarding neuronal changes in chronic itch. Our initial examination of early hyperinnervation and changes in axon guidance molecules in skin suggested that neurons are indeed affected early on in the MC903 model, before the onset of itch-evoked scratching behaviors. In contrast to the skin, where we saw many early transcriptional changes, we did not see any significant transcriptional changes in the trigeminal ganglia (TG) until five days after the first treatment, and in total only 84 genes were differentially expressed through the eighth day (Figure 3A–B). These hits included genes related to excitability of itch sensory neurons, (Dong and Dong, 2018; Usoskin et al., 2015) neuroinflammatory genes, (Takeda et al., 2009) and activity-induced or immediate early genes (Figure 3A). 

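No ganglion gene passed the threshold at 6 hours (25319 genes tested, 2034 with an unadjusted p under 0.05) or at day 2 (24092 tested, 1527) in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. This depended on the processing, since DESeq2's Wald test called 78 and 65 genes, a single fit over days 1 to 8 called 38 and 3, and at day 2 a fit without the filter on low counts called 177 and the replicate block 16. At day 5, 2 of 24300 genes passed, Nptx2 (log2 fold change 1.47 ± 0.166, adjusted p 0.0944, 108 ± 17.6 against 38.9 ± 3.21 cpm) and Alkal2 (ENSMUSG00000054204, chromosome 12, 30884322 to 30893854 in GRCm38; 2.88 ± 0.337, adjusted p 0.0944, 8.8 ± 0.308 against 1.19 ± 0.58 cpm). At day 8, 41 of 25600 genes passed (32 higher and 9 lower), 16 of them with a change above 2-fold, and 42 genes passed on at least 1 day. The number at day 8 varied with the processing. DESeq2's Wald test called 210 genes, a fit without the filter on low counts 493, a fit without the cohort term 5, cohort A alone 63 and cohort B alone 1. At day 5 same-numbered MC903 and ethanol libraries resembled each other (mean pairwise correlation 0.27), and with the replicate number as a block 54 genes passed, with Nptx2 at 1.46 (adjusted p 0.00547). Figure 3B plots 84 genes, all found in the counts. Of these, 2 passed at day 5 and 29 at day 8 (24 higher, 5 lower), and 30 (35.7%) on at least 1 day. With the adjustment made over these genes alone, 44 passed at day 5 and 77 at day 8, but since the plotted genes are the paper's own calls on the same libraries, those numbers show no stability. Among the genes lower with MC903 at day 8 were H2-Aa (−1.03, adjusted p 0.0572), Gvin1 (−0.93, adjusted p 0.0775) and Gbp9 (−1.24, adjusted p 0.0796).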

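For the activity-induced genes of Figure 4C, the values at day 8 were those of Vgf (ENSMUSG00000037428, chromosome 5, 137026392 to 137033351 in GRCm38), Junb (ENSMUSG00000052837, chromosome 8, 84974484 to 84978718) and Fosl2 (ENSMUSG00000029135, chromosome 5, 32135801 to 32157842). Vgf lay between 75.7 and 178 cpm in 5 MC903 and between 34.9 and 50.1 in 5 ethanol libraries (log2 fold change 1.50 ± 0.12, adjusted p 9.0e-05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), and 1.43 to 1.6 with any 1 library left out. Junb averaged 17 ± 2.37 against 9 ± 2.2 cpm (0.92 ± 0.155, adjusted p 0.0402) and Fosl2 32.6 ± 7.14 against 17.6 ± 3.18 (0.87 ± 0.14, adjusted p 0.0321), and each of these 2 lost the threshold in 5 of the 10 fits that left out 1 library. By cohort, Vgf was at 1.83 in A and 1.28 in B, Junb at 0.95 and 0.89, and Fosl2 at 1.17 and 0.66. At day 5 none of the 3 passed (1.56 for Vgf, adjusted p 0.374, 0.37 for Junb and 0.54 for Fosl2). The paper tested groups of genes against random groups (Figure 3A). Here the median absolute log2 fold change of the 3 genes at day 8 was 0.92, and 521 of 10000 random sets of 3 tested genes had a median as large (one-sided permutation p 0.0522, median of the random sets 0.19). Among random sets matched on expression, 0 of 10000 were as large (permutation p 1e-04, the smallest these draws can give, median 0.1). The paper counts activity-induced genes among its hits in these ganglia and plots these 3 as such. Both tests therefore describe the size of their change and are not independent evidence for it.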

Interestingly, we observed enrichment of neuronal markers expressed by one specific subset of somatosensory neurons that are dedicated to itch (*Il31ra, Osmr, Trpa1, Cysltr2,* and *Nppb*), termed ‘NP3’ neurons (Dong and Dong, 2018; Usoskin et al., 2015; Huang et al., 2018; Solinski et al., 2019b). 

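At day 8 Il31ra (ENSMUSG00000050377, chromosome 13, 112519898 to 112594360 in GRCm38) averaged 62.2 ± 12.9 cpm in 5 MC903 and 25.2 ± 4.63 in 5 ethanol ganglion libraries (log2 fold change 1.3 ± 0.103, adjusted p 9.0e-05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Leaving out any 1 library gave 1.22 to 1.35, and both cohorts gave 1.3. Osmr (ENSMUSG00000022146, chromosome 15, 6813577 to 6874969) rose from 26.8 ± 6.43 to 46.1 ± 13.1 cpm (0.78 ± 0.113, adjusted p 0.0245) and lost the threshold in 3 of 10 fits that left out 1 library. The other 3 genes rose but did not pass 0.1. Trpa1 (ENSMUSG00000032769, chromosome 1, 14872648 to 14918862) was at 85.5 ± 14.8 against 61.3 ± 5.54 cpm (0.47 ± 0.1, adjusted p 0.164), Cysltr2 (ENSMUSG00000033470, chromosome 14, 73025603 to 73049114) at 6.23 ± 1.89 against 3.25 ± 1.5 (0.92 ± 0.3, adjusted p 0.6), and Nppb (ENSMUSG00000029019, chromosome 4, 147985788 to 147987205) at 5.3 ± 1.5 against 1.53 ± 0.999 (1.79 ± 0.409, adjusted p 0.231), the last higher in each MC903 library than in any ethanol library. Without the filter on low counts all 3 passed (adjusted p 8.1e-04, 0.0166 and 1.3e-06). DESeq2's Wald test put Trpa1 and Nppb past the threshold (adjusted p 0.00754 and 0.00367), and cohort A alone did so for Nppb (adjusted p 0.0537). At day 5 none of the 5 passed in the test of each day (Il31ra 1.19, Osmr 0.64, Trpa1 0.77, Cysltr2 1.44, Nppb 1.47). With the replicate block at day 5, Il31ra (1.22, adjusted p 0.0193) and Trpa1 (adjusted p 0.073) did, with DESeq2's Wald test Il31ra (3.1e-05) and Cysltr2 (0.0399), and without the filter Il31ra (0.014).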

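In trigeminal ganglia at day 8, Bdnf (ENSMUSG00000048482, chromosome 2, 109674700 to 109727007 in GRCm38) averaged 70.7 ± 14.1 cpm in 5 MC903 and 27.5 ± 5.37 in 5 ethanol libraries (log2 fold change 1.38 ± 0.153, adjusted p 0.00259 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Nptx2 (ENSMUSG00000059991, chromosome 5, 144545902 to 144557478) averaged 142 ± 52.3 against 51.8 ± 10.6 cpm (1.4 ± 0.121, adjusted p 1.5e-04), and Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753) 357 ± 82.5 against 242 ± 46.1 (0.55 ± 0.0793, adjusted p 0.0245). Nptxr (ENSMUSG00000022421, chromosome 15, 79786351 to 79804766) rose by less (0.46 ± 0.107, adjusted p 0.225) and passed with DESeq2's Wald test (adjusted p 0.015), without the filter on low counts (7.0e-04) and in cohort A alone (0.063). Among the immune genes, Tmem173 (ENSMUSG00000024349, chromosome 18, 35733679 to 35740554) averaged 8.2 ± 2.49 against 2.47 ± 0.998 cpm (1.71 ± 0.272, adjusted p 0.0321). With 1 library left out, Tmem173 passed the threshold in 6 of 10 fits and Nptx1 in 7. Rag1 (ENSMUSG00000061311, chromosome 2, 101638282 to 101649501) rested on few counts, 6 to 36 per MC903 library against 0 to 9 per ethanol library. Its log2 fold change of 3.05 ± 0.768 did not pass (adjusted p 0.319), and a fit without the filter put it past the threshold (adjusted p 0.0158). At day 5, of these 6 genes only Nptx2 passed, and with the replicate block so did Bdnf (adjusted p 0.00177) and Tmem173 (adjusted p 0.024), as they did with DESeq2's Wald test (4.6e-06 and 6.2e-05) and without the filter (0.00288 and 0.0411). Because such changes appear within days of itch onset, the paper proposes that neuropathic changes arise sooner in chronic itch than was thought.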

Similar to what has been reported in mouse models of chronic pain, we observed changes in neuroinflammatory (*Bdnf, Nptx1, Nptx2, Nptxr*) and immune genes (*Itk, Cd19, Rag, Tmem173*). However, these transcriptional changes occurred just a few days after itch onset, in contrast to the slow changes in nerve injury and pain models that occur over weeks, indicating that neuropathic changes may occur sooner than previously thought in chronic itch. These changes occurred in tandem with the onset of scratching behaviors (Figure 1C), suggesting that the early molecular and cellular changes we observed by this time point may be important for development or maintenance of itch-evoked scratching.

**Figure 3.**
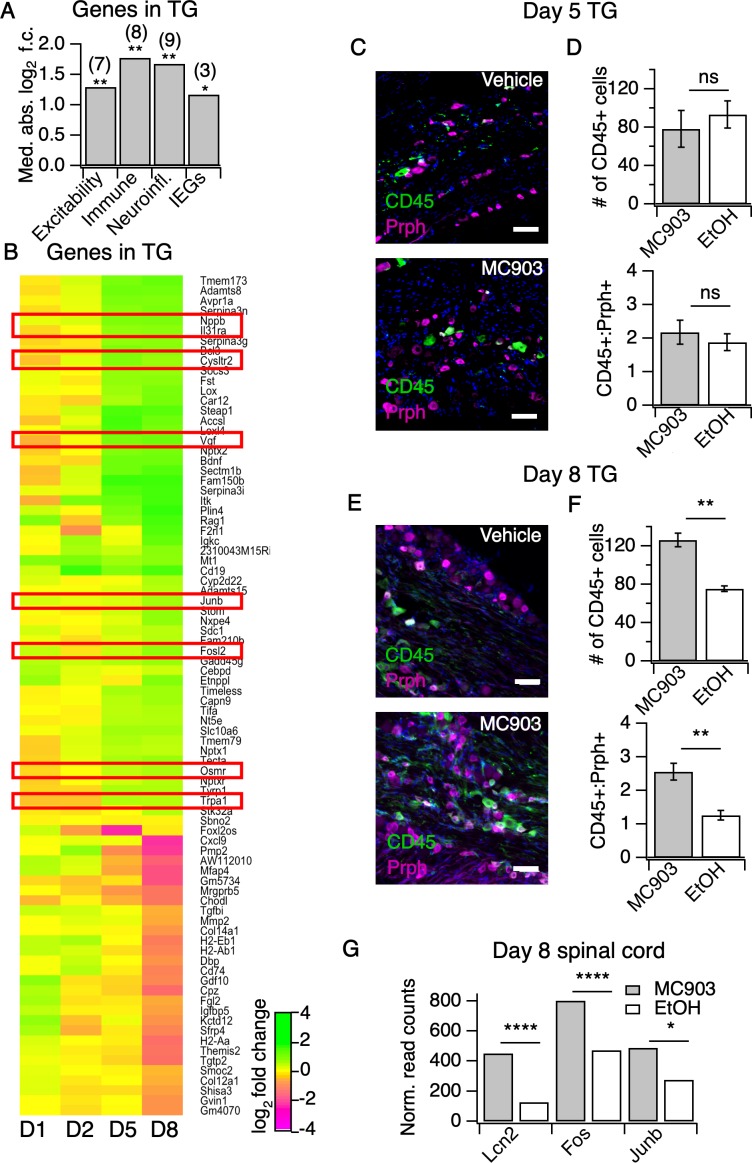
The MC903 model induces rapid and robust changes in neuronal tissue. (**A**) Exact permutation test (10,000 iterations, see Materials and methods) for significance of mean absolute log_2_ fold change in gene expression at Day 8 (MC903 vs. ethanol) of custom-defined groups of genes for indicated categories (see Figure 3—source data 1). (**B**) Log_2_ fold change in gene expression (MC903 vs. ethanol) in mouse trigeminal ganglia (TG) at indicated time points for all genes which were significantly differentially expressed for at least one time point in the MC903 model. Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 3—source data 2 and Source Data 1 Supplemental Data, respectively. (**C**) Representative composite images showing immune cells (CD45, green), and sensory neurons (Prph, magenta) with DAPI (blue) in sectioned trigeminal ganglia from mice treated with Vehicle or MC903 for five days on the cheek. (**D**) Quantification of images examining average number of CD45^+^ cells per section and average ratio of CD45:Peripherin cells per section after five days of treatment (p=0.562 (*t* = 0.6318, *df* = 4), 0.542 (*t* = 0.6660, *df* = 4); two-tailed unpaired t-tests, n = 33–159 fields of view (images) each of both trigeminal ganglia from three mice per condition treated bilaterally). (**E**) Representative composite images showing immune cells (CD45, green), and sensory neurons (Peripherin (Prph), magenta) with DAPI (blue) in sectioned trigeminal ganglia from mice treated with Vehicle or MC903 for eight days on the cheek. (**F**) Quantification of images examining average number of CD45^+^ cells per section and average ratio of CD45:Peripherin cells per section after eight days of treatment (**p=0.0019 (*t* = 5.977,*df* = 5), **p*=*0.0093 (*t* = 4.107,*df* = 4); two-tailed unpaired t-tests; n = 42–172 fields of view (images) each of both trigeminal ganglia from 3 EtOH or 4 MC903 animals treated bilaterally). Scale bar = 100 µm. Images were acquired on a fluorescence microscope using a 10x air objective. Values from bar plots and all TG IHC data are available in Figure 3—source data 3. (**G**) Log_2_ fold change in gene expression (MC903 vs. ethanol) in mouse spinal cord on day 8 showing selected differentially expressed genes (*p_adjusted_ <* 0.05). Exact values and corrected *p*-values are reported in Source Data 1 Supplemental Data. Figure 3—source data 1.Values displayed in the bar plot shown in Figure 3A. Figure 3—source data 2.Values displayed in the heat map shown in Figure 3B. Figure 3—source data 3.Quantification of all IHC samples from trigeminal ganglia, and Values displayed in the bar plots shown in Figure 3D,F.

**Figure 3—figure supplement 1.**
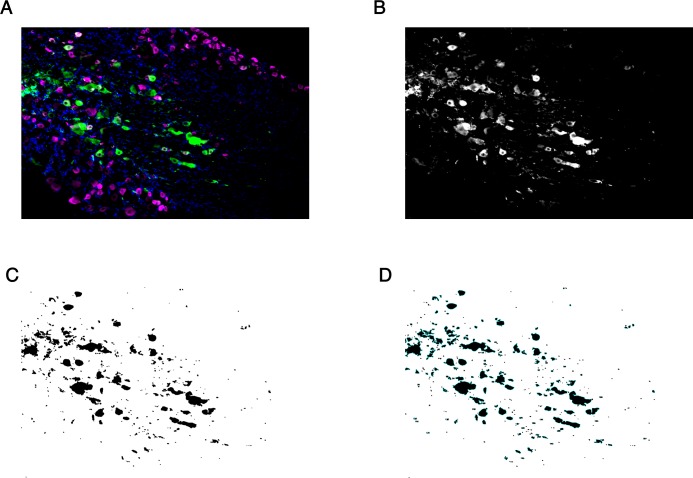
Method of image quantification for sectioned trigeminal ganglia. (**A**) Representative composite image showing CD45 (green), Peripherin (magenta), and DAPI (blue). (**B**) Single-channel CD45 image with automated min/max intensity thresholding. (**C**) Resultant binary image generated from (**B**). (**D**) Cells were counted as the number of regions of interest (ROIs) outlined in blue.

The changes we observed in immune-related genes in the TG were suggestive of infiltration or expansion of immune cell populations, which has been reported in models of nerve injury and chronic pain, but has never been reported in chronic itch. To validate our observations, we used IHC to ask whether CD45^+^ immune cells increase in the TG. We observed a significant increase in TG immune cell counts at day eight but not day five (Figure 3C–F, Figure 3—figure supplement 1A–D). Because we observed such dramatic expression changes in the TG on day eight of the model, we postulated that the CNS may also be affected by this time point. Thus, we performed RNA-seq on spinal cord segments that innervate the MC903-treated rostral back skin of mice. 

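Thoracic spinal cord, the segment that receives input from the treated back skin, was profiled at day 8 from uninjected wild-type mice, with 4 MC903 and 5 ethanol libraries. The paper's methods give the treatment of the back as 40 µL of 0.2 mM MC903 in ethanol, whereas the sample labels give 20 µL. Over all 27 spinal cord libraries the counts on genes lay between 21595429 and 50591655, with a median of 28927830. The uninjected MC903 libraries held 30445597 to 50591655 and the ethanol libraries 25941277 to 36215665. Of 25585 genes tested, 3118 had an adjusted p under 0.05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment (1291 higher and 1827 lower with MC903), of which 737 changed more than 2-fold. Leaving out 1 library gave 1887 to 4960 genes. On simulated data of this size and spread, 194 of 200 genes with a true log2 fold change of 2 were recovered. Among genes whose 2 groups did not overlap, the smallest p-values belonged to Ddc (log2 fold change 2.36, adjusted p 1.1e-08), Fkbp5 (1.81) and Hif3a (2.02), which were higher, and to Igfbp4 (−2.09), Myoc (−2.71) and Myo1d (−1.44), which were lower.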

To date, only one study has examined changes in the spinal cord during chronic itch (Shiratori-Hayashi et al., 2015). The authors showed that upregulation of the STAT3-dependent gene *Lcn2* occurred three weeks after induction of chronic itch and was essential for sustained scratching behaviors. Surprisingly, we saw upregulation of *Lcn2* on day eight of the MC903 model and, additionally, we observed robust induction of immediate early genes (*Fos, Junb,* Figure 3G), suggesting that MC903 itch drives activity-dependent changes in the spinal cord as early as one week after beginning treatment. 

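Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252 in GRCm38) averaged 13.6 ± 4.3 cpm in 4 MC903 and 3.57 ± 1.68 in 5 ethanol spinal cord libraries at day 8 (log2 fold change 1.93 ± 0.296, adjusted p 7.8e-04 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) averaged 24.2 ± 2.88 against 13.5 ± 3.68 cpm (0.85 ± 0.166, adjusted p 0.00416), and Junb 14.7 ± 3.88 against 8.4 ± 1.01 (0.81 ± 0.164, adjusted p 0.00524). All 3 passed in each of the 9 fits that left out 1 library, with log2 fold changes of 1.76 to 2.2 for Lcn2, 0.76 to 1.03 for Fos and 0.63 to 0.93 for Junb. From the rise of the immediate early genes, the paper proposes that MC903 itch drives activity-dependent changes in the spinal cord as early as a week after treatment begins.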

Together, our findings show that sustained itch and inflammation can drive changes in the PNS and CNS much sooner than previously thought, within days rather than weeks after the onset of scratching. We next set out to explore how loss of neutrophils impacts the molecular changes observed in skin and sensory neurons in the MC903 model, and which of these changes might contribute to neutrophil-dependent itch.

### Neutrophils are required for upregulation of select itch- and atopic-related genes, including the itch-inducing chemokine CXCL10

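In the TSLPR KO mice the targeted gene is Crlf2 (ENSMUSG00000033467, chromosome 5, 109554709 to 109558993 in GRCm38). Its expression was 0.0691 to 0.277 cpm in the 5 skin libraries of TSLPR KO mice at day 8, against 2.24 to 12.3 in the 11 of uninjected wild-type mice and 3.7 to 15.4 in the 8 of neutrophil-depleted mice. In ganglia it was 0 to 0.228 cpm in 4 TSLPR KO libraries, 3.03 to 5.77 in 8 of neutrophil-depleted mice, and 0.117 to 6.97 (median 3.36) in 10 of uninjected wild-type mice, where the low value belongs to 1 ethanol library of cohort B, replicate 2. Neutrophils were depleted with 250 µg of the antibody aGr1. At day 8 there were 4 MC903 and 4 ethanol libraries of skin and 4 and 4 of ganglia from aGr1-injected mice, and 3 and 2 of skin and 2 and 2 of ganglia from TSLPR KO mice. Counts on genes were 20176471 to 27351763 in the skin of aGr1-injected mice and 27210839 to 34815587 in that of TSLPR KO mice. MC903 passed an adjusted p under 0.05 for 8242 of 25287 genes in skin of aGr1-injected mice (3827 higher, 4415 lower) and 594 of 24292 in skin of TSLPR KO mice (318 higher, 276 lower) in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. Of these, 3767 and 519 were also called in uninjected wild-type skin, with 3613 and 516 in the same direction. In both groups same-numbered libraries resembled each other (mean pairwise correlations 0.12 and 0.17), and with the replicate number as a block the numbers were 6872 and 1274. In TSLPR KO skin the block takes MC903 replicate 3, which has no ethanol partner, out of the comparison, and leaving it out without a block gave 326 genes. DESeq2's Wald test called 1313 genes in TSLPR KO skin. In ganglia, with a threshold of 0.1, 456 of 24233 genes passed in aGr1-injected mice (212 higher, 244 lower), 580 with the replicate block (correlation 0.12), and 0 of 23402 in TSLPR KO mice, where 1886 had an unadjusted p under 0.05. The number in TSLPR KO ganglia depended on the processing. It was 185 with DESeq2's Wald test, 480 with the replicate block and 1063 without the filter on low counts. The groups differ in number of libraries, so a gene that passes in 1 group and not in another is not thereby shown to differ. The difference itself was tested as an interaction, the MC903 effect in the group minus that in uninjected wild-type mice, with the adjustment over all genes and over the 6125 genes called in uninjected wild-type skin. The called genes were selected on libraries that also enter the interaction. That favors a smaller effect in the other group, so a pass over the called genes alone is weak evidence.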

To ask how neutrophils promote itch in the MC903 model, we examined the transcriptional changes in skin and sensory ganglia isolated from non-itchy neutrophil-depleted animals and from the TSLPR KO mice, which scratched robustly. A number of AD-associated cytokines that were upregulated in control MC903 skin were not upregulated in TSLPR KO and neutrophil-depleted skin. For example, *Il33* upregulation is both neutrophil- and TSLPR-dependent (Figure 4A, Figure 4—figure supplement 1A). By contrast, upregulation of epithelial-derived cytokines and chemokines *Tslp*, *Cxcl1*, *Cxcl2*, *Cxcl3*, and *Cxcl5* was unaffected by either loss of TSLPR or neutrophil depletion (Figure 4B), suggesting these molecules are produced by skin cells even when the MC903-evoked immune response is compromised. 

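The MC903 effect on Il33 was smaller in both groups than in uninjected wild-type skin. In aGr1-injected mice the gene averaged 66.9 ± 21 cpm with MC903 and 18.5 ± 1.87 with ethanol and still passed (log2 fold change 1.85 ± 0.205, adjusted p 2.9e-04 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, block 1.81 with adjusted p 6.5e-04). In TSLPR KO mice it averaged 72.3 ± 8.67 against 29.2 ± 14.8 cpm (1.31 ± 0.302, adjusted p 0.0709), and with the replicate block it passed (1.49, adjusted p 9.6e-04), as it did with DESeq2's Wald test (adjusted p 0.00491) and without the filter on low counts (0.00188). The difference from uninjected mice was −1.81 ± 0.377 on the log2 scale for aGr1 (adjusted p 0.0136 over all genes and 0.00468 over the called genes) and −2.33 ± 0.472 for TSLPR KO (0.065 and 0.0151, and 7.0e-04 over all genes with DESeq2's Wald test). Across fits that left out 1 library these differences ran from −2.05 to −1.62 and from −2.8 to −1.73. Against PBS-injected mice, whose own log2 fold change was 2.68, the aGr1 difference was −0.78 (adjusted p 0.553), and against cohort B alone the TSLPR KO difference was −1.51 (adjusted p 0.255).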

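With MC903, Tslp rose in skin of aGr1-injected mice from 2.16 ± 0.264 to 86.7 ± 55.2 cpm (log2 fold change 5.33 ± 0.459, adjusted p 1.3e-04 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment) and in skin of TSLPR KO mice from 1.43 ± 0.517 to 155 ± 76.5 cpm (6.75 ± 0.424, adjusted p 5.5e-04). In aGr1-injected mice Cxcl1, Cxcl2, Cxcl3 and Cxcl5 had log2 fold changes of 3.16 ± 0.451, 6.29 ± 0.85, 5.48 ± 0.629 and 7.91 ± 1.54, and all passed (adjusted p 0.00119, 4.0e-04, 1.7e-04 and 2.5e-04). In TSLPR KO mice they were 5.07 ± 0.776, 4.3 ± 1.01, 2.8 ± 0.867 and 6.25 ± 0.922. Cxcl1 and Cxcl5 passed there (adjusted p 0.0123 and 0.00709) and Cxcl2 and Cxcl3 did not (0.0645 and 0.158), whereas with the replicate block both did (4.94 with 1.8e-07, and 2.94 with 0.0348), as they did with DESeq2's Wald test (0.035 and 0.0376) and without the filter on low counts (4.1e-05 and 0.0248). The differences from uninjected mice were −1.72 for Cxcl1, −0.03 for Cxcl2, −0.06 for Cxcl3, 1.32 for Cxcl5 and 0.91 for Tslp in aGr1-injected mice, and 0.19, −2.03, −2.74, −0.40 and 2.36 in TSLPR KO mice. None of the 10 passed over all genes (adjusted p from 0.293 to 1) or over the 6125 called genes (0.121 to 0.973 except Cxcl2 in aGr1-injected mice at 1). Against PBS-injected mice the aGr1 difference of Cxcl3 was 0.20. In TSLPR KO mice the difference of Cxcl1 was −0.24 with DESeq2's Wald test, and that of Cxcl5 was 0.32 with the replicate block. The paper takes these chemokines as unaffected and proposes that skin cells make them even when the immune response to MC903 is compromised.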

Consistent with previous studies, *Il4* upregulation was completely dependent on TSLPR but not neutrophils, establishing a role for TSLP signaling in the Type two immune response. 

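In skin of aGr1-injected mice Il4 rose from 0.204 ± 0.121 to 2.52 ± 1.61 cpm (log2 fold change 3.57 ± 0.721, adjusted p 0.00431 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, block 3.55, 3.22 to 4.08 with any 1 library left out). In TSLPR KO skin it did not rise, with 0.869 ± 0.339 cpm in 3 MC903 and 1.43 ± 0.663 in 2 ethanol libraries (−0.71 ± 0.532, adjusted p 0.584, block −0.36). The difference of the MC903 effect from uninjected wild-type skin was 0.67 in aGr1-injected mice (adjusted p 0.743) and −3.61 ± 0.86 in TSLPR KO mice. The latter had an adjusted p of 0.113 over all genes and of 0.0274 over the 6125 genes called in uninjected wild-type skin. It passed over all genes with DESeq2's Wald test (−3.64, adjusted p 0.00285) and lay between −4.04 and −3.07 with any 1 library left out.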

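The MC903 effect differed between aGr1-injected and uninjected mice for 1269 of 27824 skin genes (334 with a larger and 935 with a smaller effect) and between TSLPR KO and uninjected wild-type mice for 48 of 27120 (3 larger, 45 smaller), as interactions with an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. DESeq2's Wald test gave 2515 and 559, and the replicate block 747 and 1. Against PBS-injected in place of uninjected mice, the aGr1 difference passed for 62 genes. The ethanol libraries of aGr1-injected skin were unusual in make-up. Their 10 most abundant genes took 9.69% to 37.94% of the counts, against 4.55% to 8.88% in ethanol-treated uninjected skin of day 8. Whether this bears on the interactions was not tested. Among the 6125 genes called in uninjected wild-type skin, with the adjustment over those genes, 1095 differed in aGr1-injected mice and 339 in TSLPR KO mice, 966 only in aGr1-injected mice and 210 only in TSLPR KO mice. With cohort B alone as the uninjected group, 451 differed only in aGr1-injected mice, and with cohort A alone 729. Of the 86 genes of Figure 1B, 31 differed in aGr1-injected mice and 17 in TSLPR KO mice, 21 of them only in aGr1-injected mice. Of the 58 genes of Figure 1—figure supplement 1A, 14 and 12 differed, 10 only in aGr1-injected mice. The TSLPR KO comparison has 3 and 2 libraries against 4 and 4 for aGr1, and on simulated data the 2 tests recovered 64% and 79% of genes given a true difference of 2 on the log2 scale. The effects in aGr1-injected and TSLPR KO mice were not compared with each other. A gene that passed in only 1 of these groups is therefore not shown to differ between them.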

Among the hundreds of MC903-dependent genes we examined, only a handful of genes were uniquely affected by neutrophil depletion. 

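Cxcl10 did not rise with MC903 in skin of aGr1-injected mice. It averaged 1.75 ± 0.582 cpm in 4 MC903 and 3.22 ± 1.6 in 4 ethanol libraries (log2 fold change −0.88 ± 0.391, adjusted p 0.116 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, −1.08 to −0.65 with any 1 library left out, block −0.82). In TSLPR KO skin it averaged 9.65 ± 6.57 cpm in 3 MC903 and 5.88 ± 1.74 in 2 ethanol libraries (0.71 ± 0.479, adjusted p 0.55, −0.01 to 1.05 with any 1 library left out, block 0.80 with adjusted p 0.242), a rise no larger than the spread between libraries. The difference of the MC903 effect from uninjected wild-type mice was −5.00 ± 0.794 for aGr1 (adjusted p 0.00494 over all genes and 0.00157 over the 6125 called genes), past the threshold in all 19 fits that left out 1 library (−5.42 to −4.54) and against PBS-injected mice (−5.29, adjusted p 0.0226). For TSLPR KO it was −3.39 ± 0.943 (adjusted p 0.185 over all genes, 0.0495 over the called genes, and 0.0485 over all genes with DESeq2's Wald test). The gene's uninjected MC903 libraries ranged widely between the cohorts, and against cohort B alone the TSLPR KO difference was −2.18 (adjusted p 0.356). From the rise in TSLPR KO and not in neutrophil-depleted skin, together with its measurement of CXCL10 protein, the paper concludes that neutrophils are needed for the induction of CXCL10.

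**Figure D3:**
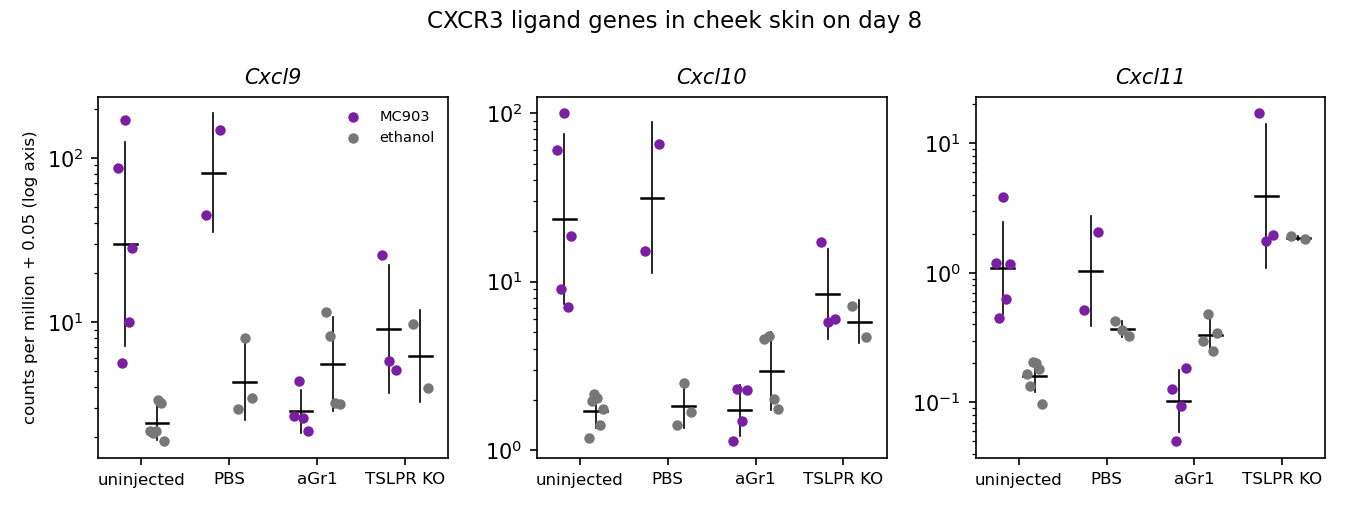
Expression in cpm (log axis) of Cxcl9, Cxcl10 and Cxcl11 in each day 8 skin library by group and treatment (points are libraries, bars are the mean ± SD of the log values, with 0.05 added to each value). In aGr1-injected mice Cxcl10 averages 1.75 ± 0.582 cpm with MC903 and 3.22 ± 1.6 with ethanol, and in TSLPR KO mice 9.65 ± 6.57 and 5.88 ± 1.74.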

One such gene was *Cxcl10*, a chemokine known to be released by skin epithelial cells, neutrophils, and other myeloid cells (Hashimoto et al., 2018; Ioannidis et al., 2016; Kanda et al., 2007; Koga et al., 2008; Michalec et al., 2002; Padovan et al., 2002; Tamassia et al., 2007).*Cxcl10* expression was increased in TSLPR KO but not neutrophil-depleted skin (Figure 4B, Figure 4—figure supplement 1A). CXCL10 has been previously shown to drive acute itch in a model of allergic contact dermatitis via CXCR3 signaling in sensory neurons, (Qu et al., 2015) and is elevated in skin of AD patients (Mansouri and Guttman-Yassky, 2015). Expression of *Cxcl9* and *Cxcl11*, two other CXCR3 ligands that are elevated in AD but have an unknown role in itch, was also decreased in AD skin of neutrophil-depleted mice (Figure 4B).

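Cxcl11 was lower with MC903 in skin of aGr1-injected mice, at 0.0636 ± 0.0562 against 0.293 ± 0.097 cpm (log2 fold change −2.16 ± 0.732, adjusted p 0.0344 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). It lost the threshold in 6 of 8 fits that left out 1 library and with the replicate block (−2.21, adjusted p 0.0717). Cxcl9 averaged 2.9 ± 0.958 against 6.49 ± 4.12 cpm (−1.16 ± 0.443, adjusted p 0.0744, block −0.99) and passed as lower with DESeq2's Wald test (adjusted p 0.0256). In TSLPR KO skin neither passed (Cxcl9 0.82 ± 0.669, adjusted p 0.638, and Cxcl11 1.91 ± 0.877, adjusted p 0.38), although without the filter on low counts Cxcl11 did (adjusted p 0.0469). The difference of the MC903 effect between aGr1-injected and uninjected mice was −5.43 ± 0.957 for Cxcl9 (adjusted p 0.00734) and −5.63 ± 1.04 for Cxcl11 (adjusted p 0.00534), and each passed in all 19 fits that left out 1 library. Against PBS-injected mice it was −5.45 for Cxcl9 (adjusted p 0.0228) and −4.06 for Cxcl11 (adjusted p 0.113). Between TSLPR KO and uninjected wild-type mice it was −3.43 and −1.54 (adjusted p 0.283 and 0.603).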

**Figure 4.**
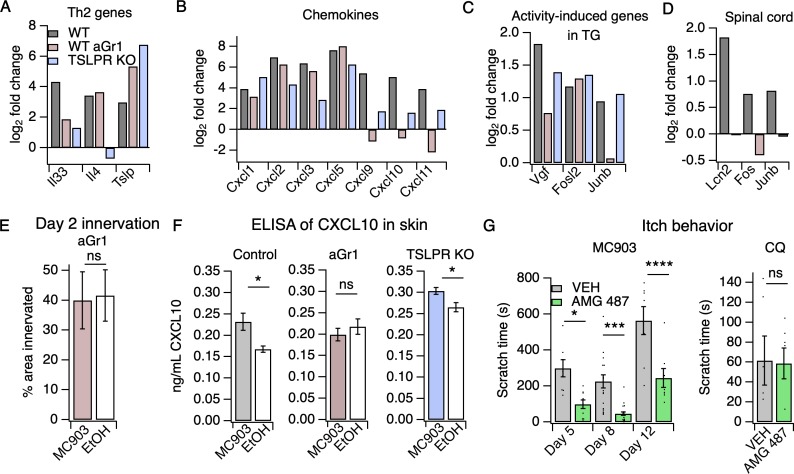
Neutrophils are required for induction of the itch-inducing chemokine CXCL10. (**A**) Log_2_ fold change (Day 8 MC903 vs. EtOH) of Th2 genes in skin from uninjected wild-type, aGR1-treated, and TSLPR KO animals. (**B**) Log_2_ fold change (Day 8 MC903 vs. EtOH) of chemokine genes in skin from uninjected wild-type, aGr1-treated, and TSLPR KO animals. (**C**) Log_2_ fold change (Day 8 MC903 vs. EtOH) of activity-induced genes in trigeminal ganglia from uninjected wild-type, aGr1-treated, and TSLPR KO animals. (**D**) Log_2_ fold change (Day 8 MC903 vs. EtOH) of *Lcn2* and activity-induced genes in spinal cord from uninjected and aGr1-treated wild-type mice on day 8. For Figure 4A–D, exact values and corrected *p*-values are reported in Source Data 1 Supplemental Data. (**E**) Quantification of innervation (see Materials and methods) of MC903 and EtOH-treated mouse skin as determined from BTIII staining (p=0.8985; two-tailed t-test (*t* = 0.1294; df = 18); n = 9,11 images each from two mice per treatment. Exact values are reported in Figure 4—source data 1. (**F**) CXCL10 levels in skin homogenate as measured by ELISA on day 8 of the MC903 model for uninjected animals (left; *p=0.029 (*t* = 2.715, *df* = 7); two-tailed t-test; n = 4,5 animals), animals which received aGr1 for 8 days (middle; p=0.43 (*t* = 0.815, *df* = 11); two-tailed t-test; n = 6,6 animals), and TSLPR KO animals (right; *p=0.0357 (*t* = 2.696, *df* = 6); two-tailed t-test; n = 4,4 animals. Skin homogenates were isolated on separate days and so uninjected, WT samples were not compared to aGr1-treated samples or to TSLPR KO samples. (**G**) (Left) Time spent scratching over a thirty minute interval on days 5, 8, and 12 of the MC903 model, one hour after mice were injected with either 3.31 mM of the CXCR3 antagonist AMG 487 or vehicle (20% HPCD in PBS; 50 µL s.c. in rostral back); (two-way ANOVA: ****p_treatment_ <0.0001, F(1,67) = 50.64; Tukey’s multiple comparisons: *p_day 5_ = 0.0216, n = 8,10 mice; ***p_day 8_ = 0.0007, n = 18,21 mice; ****p_day 12_ < 0.0001, n = 8,8 mice). (Right) Time spent scratching over a thirty minute interval one hour after mice were injected with either 3.31 mM of the CXCR3 antagonist AMG 487 or vehicle (20% HPCD in PBS; 50 µL s.c. in rostral back), and immediately after mice were injected with 50 mM chloroquine (20 µL i.d., cheek). p=0.92 (*t* = 0.0964, *df* = 8); two-tailed t-test; n = 5,5 mice. Values from bar plots in Figure 4F–G are displayed in Figure 4—source data 2. Figure 4—source data 1.Values displayed in the bar plot shown in Figure 4E. Figure 4—source data 2.Values displayed in the bar plots shown in Figure 4F–G. Figure 4—source data 3.Values displayed in the heat map shown in Figure 4—figure supplement 1A. Figure 4—source data 4.Values displayed in the heat map shown in Figure 4—figure supplement 1B.

**Figure 4—figure supplement 1.**
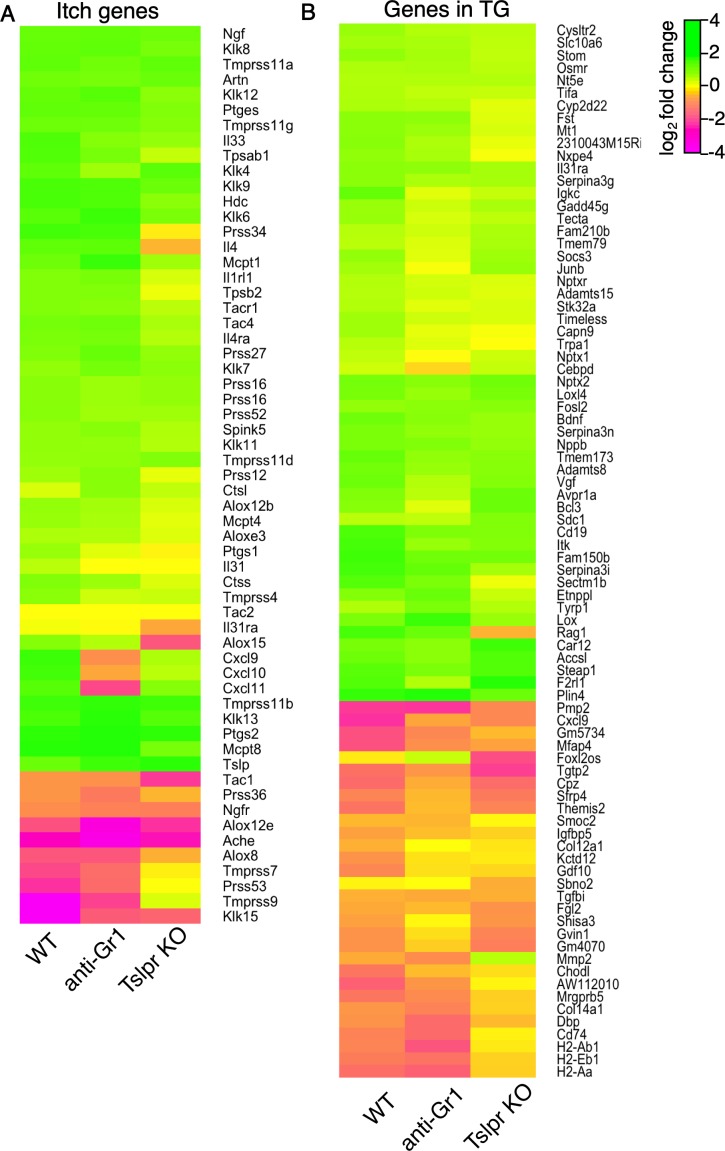
MC903-dependent gene expression changes in aGr1-treated and TSLPR KO animals. (**A**) Heat map showing log_2_ fold change in gene expression (Day 8 MC903 vs. EtOH) for itch-associated genes in wild-type, aGr1-treated, and TSLPR KO skin. Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 4—source data 3 and Source Data 1 Supplemental Data, respectively. (**B**) Heat map showing log_2_ fold change in gene expression (Day 8 MC903 vs. EtOH) for wild-type, aGr1-treated, and TSLPR KO mouse trigeminal ganglia (TG) at indicated time points for all genes which were significantly differentially expressed for at least one time point in the MC903 model (See Figure 2D). Green bars = increased expression in MC903 relative to ethanol; magenta = decreased expression. Exact values and corrected *p*-values are reported in Figure 4—source data 4 and Source Data 1 Supplemental Data, respectively.

### CXCR3 signaling is necessary for MC903-evoked chronic itch

We hypothesized that neutrophil-dependent upregulation of CXCL10 activates sensory neurons to drive itch behaviors. Consistent with this model, neutrophil depletion attenuated the expression of activity-induced immediate early genes (*Vgf, Junb*) in the TG, suggestive of neutrophil-dependent sensory neuronal activity (Figure 4C, Figure 4—figure supplement 1B). 

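In ganglia of aGr1-injected mice Vgf averaged 106 ± 28.7 cpm in 4 MC903 and 61.7 ± 15.6 in 4 ethanol libraries and passed the threshold of 0.1 (log2 fold change 0.78 ± 0.19, adjusted p 0.0756 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment, block 0.78 with adjusted p 0.0491), but lost it in 5 of 8 fits that left out 1 library. Junb was at 6.56 ± 1 against 6.19 ± 1.5 cpm (0.09 ± 0.179, adjusted p 0.872, block 0.10), and Fosl2 at 21.9 ± 2.05 against 8.81 ± 1.22 (1.31 ± 0.123, adjusted p 2.2e-04). In TSLPR KO ganglia, with 2 libraries per treatment, the log2 fold changes were 1.36 for Vgf, 1.02 for Junb and 1.31 for Fosl2 (adjusted p 0.586, 0.601 and 0.601). Without the filter on low counts all 3 passed (adjusted p 1.3e-08, 0.0156 and 6.4e-06), with the replicate block as well (1.9e-04, 0.0789 and 0.00731), and with DESeq2's Wald test Vgf and Fosl2 (8.6e-08 and 0.0822). The MC903 effect in aGr1-injected mice was smaller than in uninjected mice by −0.71 for Vgf (adjusted p 0.783 over all genes) and −0.82 for Junb (0.783) on the log2 scale, and larger by 0.45 for Fosl2 (0.783). Against PBS-injected mice the differences were −0.79 for Vgf, −1.04 for Junb and −0.06 for Fosl2 (adjusted p 0.403 and 0.172 for the first 2). No gene passed this interaction over all 27015 ganglion genes, where 1709 had an unadjusted p under 0.05, and 10 of the 41 genes called in uninjected mice passed with the adjustment over those genes, which were selected on some of the same libraries. Vgf and Junb passed on that scale (adjusted p 0.0435 and 0.0327) and Fosl2 did not (0.101). With simulated data, 178 of 200 genes given a difference of 2 on the log2 scale were recovered. For TSLPR KO the differences were −0.15 for Vgf, 0.09 for Junb and 0.43 for Fosl2 (adjusted p 0.9, 0.984 and 0.772). From the lower activity-induced genes of neutrophil-depleted mice, the paper proposes that neutrophils drive sensory neuron activity.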

We found that neutrophils also contributed to other sensory neuronal phenotypes in the model. 

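In spinal cord of aGr1-injected mice, with 8 MC903 and 6 ethanol libraries of 21595429 to 33924323 counts, 3132 of 27649 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment (1256 higher and 1876 lower with MC903), and 1686 of them were also called in uninjected mice, all in the same direction. Lcn2, Fos and Junb were not among them. Lcn2 averaged 20.8 ± 14.4 cpm with MC903 and 20.7 ± 21.3 with ethanol (log2 fold change 0.00 ± 0.504, adjusted p 0.999), so that the means of both treatments exceeded the 13.6 ± 4.3 cpm of uninjected MC903-treated mice, with a wide spread between libraries (6.75 to 51.8 and 3.37 to 60.8). Fos averaged 11.2 ± 3.75 against 8.53 ± 1.6 cpm (0.40 ± 0.181, adjusted p 0.183), and Junb 7.52 ± 1.43 against 7.28 ± 0.706 (0.05 ± 0.114, adjusted p 0.855, and −0.02 with the replicate block). With any 1 library left out the log2 fold changes ran from −0.34 to 0.69 for Lcn2, 0.29 to 0.47 for Fos and 0.01 to 0.12 for Junb. The MC903 effect in aGr1-injected mice differed from that in uninjected mice by −1.97 ± 0.745 for Lcn2, −0.49 for Fos and −0.80 ± 0.202 for Junb (adjusted p 0.239, 0.459 and 0.0651 over all genes), none past 0.05, although Junb passed with DESeq2's Wald test (−0.78, adjusted p 0.0226). Adjusted over the 3118 genes called in uninjected mice, which were selected on some of the same libraries, 1267 genes passed, against 153 over all genes. Lcn2 and Junb passed on that scale and Fos did not (0.0379, 0.0074 and 0.131). Against PBS-injected mice, with 2 libraries per treatment, the difference of Fos was 0.33. From the lack of a rise in these genes, the paper proposes that neutrophil-dependent scratching drives changes in the central nervous system.

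**Figure D4:**
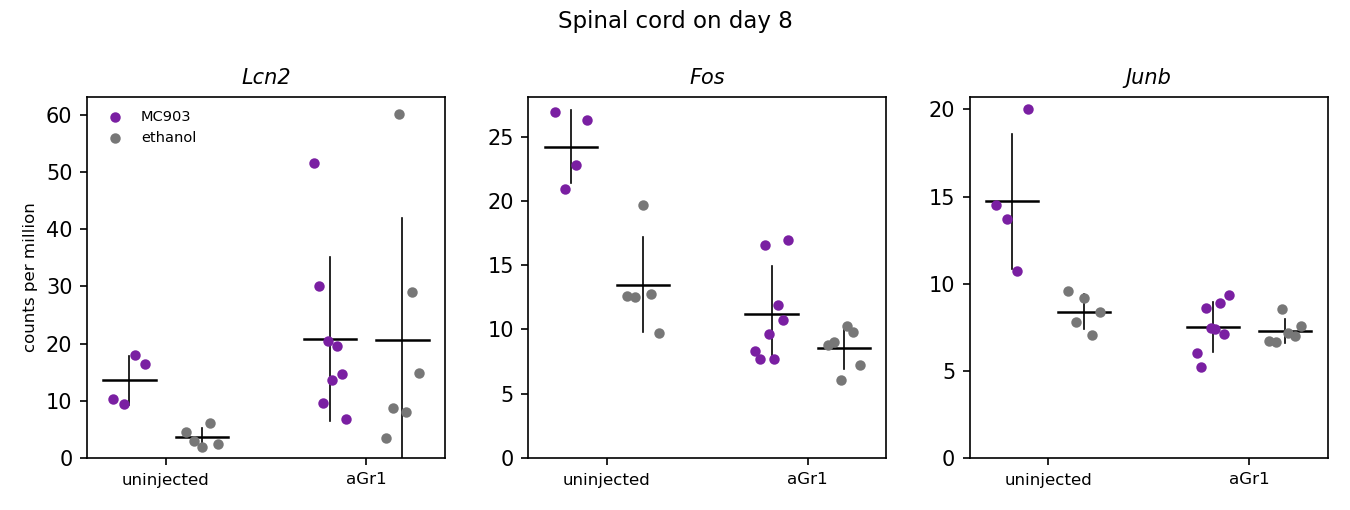
Expression in cpm (linear axes) of Lcn2, Fos and Junb in each day 8 spinal cord library by group and treatment (points are libraries, bars are the mean ± SD). Lcn2 averages 20.7 ± 21.3 cpm in ethanol-treated aGr1-injected mice and 3.57 ± 1.68 in ethanol-treated uninjected mice.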

For example, we observed that expression of *Lcn2*, a marker of neuropathic itch, and activity-induced genes *Fos* and *Junb* were not increased in spinal cord isolated from neutrophil-depleted animals, indicating that neutrophil-dependent scratching behaviors may indeed drive changes in the CNS (Figure 4D). We also observed that neutrophil-depleted animals displayed no skin hyperinnervation at day two (Figure 4E). This result was surprising because we did not observe significant neutrophil infiltration at this early time point, but these data suggest that low numbers of skin neutrophils are sufficient to mediate these early effects.

To test our model wherein CXCL10 activates CXCR3 to drive neutrophil-dependent itch, we first asked whether this CXCR3 ligand is in fact released in MC903-treated skin. We performed ELISA on cheek skin homogenate and found that CXCL10 protein was increased in MC903-treated skin from uninjected wild-type and TSLPR KO animals, but not in skin from neutrophil-depleted mice (Figure 4F). To test whether CXCR3 signaling directly contributes to AD itch, we asked whether acute blockade of CXCR3 using the antagonist AMG 487 (Qu et al., 2015) affected scratching behaviors in the MC903 model. We found that the CXCR3 antagonist strongly attenuated scratching behaviors on days five, eight, and twelve (Figure 4G), with the greatest effect at day eight. In contrast, CXCR3 blockade did not attenuate scratching behaviors in naive mice injected with the pruritogen chloroquine (Figure 4G), demonstrating that CXCR3 signaling contributes to chronic itch but is not required for scratching in response to an acute pruritogen. Thus, we propose that neutrophils promote chronic itch in atopic dermatitis via upregulation of CXCL10 and subsequent activation of CXCR3-dependent itch pathways (Figure 5).

**Figure 5.**
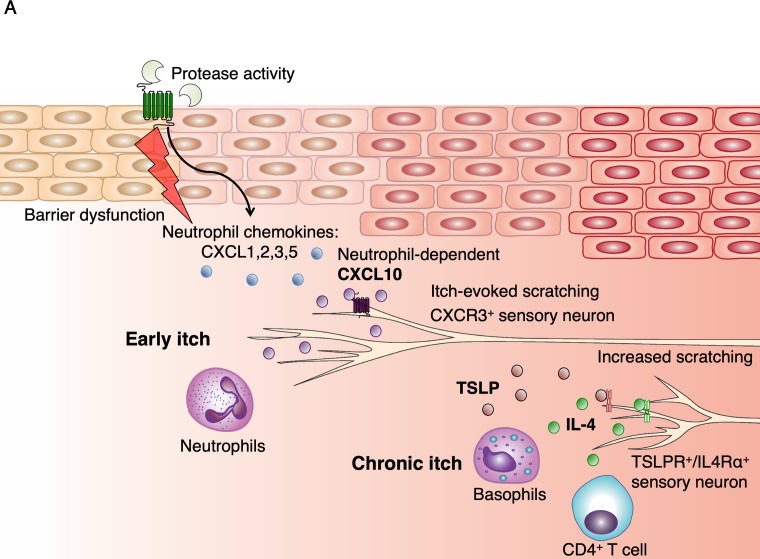
Model of early AD pathogenesis. (**A**) AD induction first results in increased protease expression and barrier dysfunction, which drives production of the cytokines TSLP and CXCL1 via PAR2 activation within keratinocytes. CXCL1 can recruit neutrophils via its receptor CXCR2. Neutrophils may evoke itch by multiple pathways, including degranulation and release of proteases and histamine, production of sensitizing lipids such as PGE_2_ and LTB_4_, (Hashimoto et al., 2018) and induction of CXCL10 expression, which can activate sensory neurons via CXCR3. TSLP activates a number of immune cells to elicit IL-4 production, including basophils, which results in increased IL-4, recruitment of CD4^+^ T cells, (Oetjen et al., 2017) and sensitization of neurons to promote itch later in the model.

## Discussion

There is great interest in unraveling the neuroimmune interactions that promote acute and chronic itch. Here, we show that neutrophils are essential for the early development of MC903-evoked itch. We further show that the recruitment of neutrophils to the skin is sufficient to drive itch behaviors within minutes of infiltration. While neutrophils are known to release a variety of pruritogens, their roles in itch and AD were not studied (Hashimoto et al., 2018). Only a few studies have even reported the presence of neutrophils in human AD lesions (Choy et al., 2012; Koro et al., 1999; Mihm et al., 1976; Shalit et al., 1987). Neutrophils have been implicated in psoriatic inflammation and inflammatory pain, (Sumida et al., 2014; Perkins and Tracey, 2000; Guerrero et al., 2008; Cunha et al., 2003; Finley et al., 2013; Carreira et al., 2013; Levine et al., 2006; Schön et al., 2000) where they are thought to rapidly respond to tissue injury and inflammation, (Oyoshi et al., 2012) but they have not been directly linked to itch.

There is a strong precedence for immune cell-neuronal interactions that drive modality-specific outcomes, such as itch versus pain, under distinct inflammatory conditions. In allergy, mast cells infiltrate the upper dermis and epidermis and release pruritogens to cause itch, (Solinski et al., 2019b; Meixiong et al., 2019) whereas in tissue injury, mast cell activation can trigger pain hypersensitivity (Chatterjea and Martinov, 2015). Likewise, neutrophils are also implicated in both pain and itch. For example, pyoderma gangrenosum, which causes painful skin ulcerations recruits neutrophils to the deep dermal layers to promote tissue damage and pain (Hashimoto et al., 2018). In AD, neutrophils are recruited to the upper dermis and epidermis, (Choy et al., 2012; Shalit et al., 1987) and we now show that neutrophils trigger itch in AD. Adding to the complex and diverse roles of neutrophils, neutrophils recruited to subcutaneous sites during invasive streptococcal infection alleviate pain by clearing the tissue of bacteria (Pinho-Ribeiro et al., 2018). Several potential mechanisms may explain these diverse effects of neutrophils. First, the location of the inflammatory insult could promote preferential engagement of pain versus itch nerve fibers (Hashimoto et al., 2018). This is supported by observations that neutrophil-derived reactive oxygen species and leukotrienes can promote either itch or pain under different inflammatory conditions (Salvemini et al., 2011; Bautista et al., 2006; Liu and Ji, 2012; Caceres et al., 2009). Second, it has been proposed that there are distinct functional subsets of neutrophils that release modality-specific inflammatory mediators (Wang, 2018). Third, the disease-specific inflammatory milieu may induce neutrophils to specifically secrete mediators of either itch or pain. Indeed, all three of these mechanisms have been proposed to underlie the diverse functions of microglia and macrophages in homeostasis, tissue repair, injury, and neurodegenerative disease (Hammond et al., 2018). It will be of great interest to the field to decipher the distinct mechanisms by which neutrophils and other immune cells interact with the nervous system to drive pain and itch.

In addition to neutrophils, TSLP signaling and the Type two immune response plays an important role in the development of itch in the second week of the MC903 model. Dendritic cells, mast cells, basophils, and CD4^+^ T cells are all major effectors of the TSLP inflammatory pathway in the skin. We propose that neutrophils play an early role in triggering itch and also contribute to chronic itch in parallel with the TSLP-Type two response. While we have ruled out an early role for TSLP signaling and basophils and CD4^+^ T cells in early itch, other cell types such as mast cells, which have recently been linked directly to chronic itch, (Solinski et al., 2019b; Meixiong et al., 2019) and dendritic cells may be playing an important role in setting the stage for itch and inflammation prior to infiltration of neutrophils.

Given the large magnitude of the itch deficit in the neutrophil-depleted mice, we were surprised to find fewer expression differences in MC903-dependent, AD-associated genes between neutrophil depleted and non-depleted mice than were observed between WT and TSLPR KO mice. 

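Among genes called in uninjected wild-type skin at day 8, the share that also differed in MC903 effect was larger for aGr1-injected than for TSLPR KO mice within the disease gene lists. Of the 86 genes of Figure 1B, 80 were called at day 8, 31 differed in aGr1-injected mice and 17 in TSLPR KO mice, with 10 in both, 21 only in the first and 7 only in the second. Of the 58 genes of Figure 1—figure supplement 1A, 52 were called, with 10 only in aGr1-injected mice, 8 only in TSLPR KO mice and 4 in both. Calls of the MC903 effect itself, without a test of the difference, run the other way. Of the 86 genes, 64 passed in aGr1-injected skin (46 higher, 18 lower) and 29 in TSLPR KO skin (21 higher, 8 lower), by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. By the test of the difference, the numbers among the 58 genes were close, 14 for aGr1 and 12 for TSLPR KO. The 2 tests had unequal power, with 79% and 64% of simulated differences recovered. Against PBS-injected in place of uninjected mice, only 62 genes in all differed in aGr1-injected skin.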

One of the few exceptions were the Th1-associated genes *Cxcl9/10/11* (Ewald et al., 2017; Brunner et al., 2017). We found that induction of these genes and of CXCL10 protein was completely dependent on neutrophils. While our results do not identify the particular cell type(s) responsible for neutrophil-dependent CXCL10 production, a number of cell types present in skin have been shown to produce CXCL10, including epithelial keratinocytes, myeloid cells, and sensory neurons (Hashimoto et al., 2018; Ioannidis et al., 2016; Kanda et al., 2007; Koga et al., 2008; Michalec et al., 2002; Padovan et al., 2002; Tamassia et al., 2007). In support of a role for neutrophils in promoting chronic itch, we observed striking differences in neutrophil-dependent gene expression in the spinal cord, where expression of activity-induced genes and the chronic itch gene *Lcn2* were markedly attenuated by loss of neutrophils. Moreover, we also demonstrate that depletion of neutrophils in the second week of the MC903 model can attenuate chronic itch-evoked scratching. In examining previous characterizations of both human and mouse models of AD and related chronic itch disorders, several studies report that neutrophils and/or neutrophil chemokines are indeed present in chronic lesions (Ewald et al., 2017; Choy et al., 2012; Guttman-Yassky et al., 2009; Suárez-Fariñas et al., 2013; Jabbari et al., 2012; Nattkemper et al., 2018; Li et al., 2017; Saunders et al., 2016; Andersson, 2015; Liu et al., 2019; Malik et al., 2017). Our observations newly implicate neutrophils in setting the stage for the acute-to-chronic itch transition by triggering molecular changes necessary to develop a chronic, itchy lesion and also contributing to persistent itch.

Additionally, we demonstrate a novel role of CXCR3 signaling in MC903-induced itch. The CXCR3 ligand CXCL10 contributes to mouse models of acute and allergic itch (Qu et al., 2015; Qu et al., 2017; Jing et al., 2018); however, its role in chronic itch was previously unknown. We speculate that the residual itch behaviors after administration of the CXCR3 antagonist could be due to TSLPR-dependent IL-4 signaling, as TSLPR-deficient mice display reduced itch behaviors by the second week of the model, or due to some other aspect of neutrophil signaling, such as release of proteases, leukotrienes, prostaglandins, or reactive oxygen species, all of which can directly trigger itch via activation of somatosensory neurons (Hashimoto et al., 2018). Our observations are in alignment with a recent study showing that dupilumab, a new AD drug that blocks IL4Rα, a major downstream effector of the TSLP signaling pathway, does not significantly reduce CXCL10 protein levels in human AD lesions (Hamilton et al., 2014). Taken together, these findings suggest that the TSLP/IL-4 and neutrophil/CXCL10 pathways are not highly interdependent, and supports our findings that *Il4* transcript is robustly upregulated in the absence of neutrophils. Additionally, targeting IL4Rα signaling has been successful in treating itch and inflammation in some, but not all, AD patients (Simpson et al., 2016). We propose that biologics or compounds targeting neutrophils and/or the CXCR3 pathway may be useful for AD that is incompletely cleared by dupilumab monotherapy. Drugs targeting neutrophils are currently in clinical trials for the treatment of psoriasis, asthma, and other inflammatory disorders. For example, MDX-1100, a biologic that targets CXCL10, has already shown efficacy for treatment of rheumatoid arthritis in phase II clinical trials (Yellin et al., 2012). While rheumatoid arthritis and AD have distinct etiologies, (Scott et al., 2010) our body of work indicates that CXCL10 or CXCR3 may be promising targets for treating chronic itch. Our findings may also be applicable to other itch disorders where neutrophil chemoattractants and/or CXCL10 are also elevated, such as psoriasis and allergic contact dermatitis. Overall, our data suggest that neutrophils incite itch and inflammation in early AD through several mechanisms, including: 1) directly triggering itch upon infiltration into the skin, as shown by acute injection of CXCL1, and, 2) indirectly triggering itch by altering expression of endogenous pruritogens (e.g. induction of *Cxcl10* expression; Hashimoto et al., 2018; Ioannidis et al., 2016; Kanda et al., 2007; Koga et al., 2008; Michalec et al., 2002; Padovan et al., 2002; Tamassia et al., 2007). Together, these direct and indirect mechanisms for neutrophil-dependent itch may explain why neutrophils have a dramatic effect on scratching behaviors on not only days eight and twelve but also day five of the model, when neutrophils are recruited in large numbers, but CXCR3 ligands are not as robustly induced.

More generally, our study provides a framework for understanding how and when human chronic itch disease genes contribute to the distinct stages of AD pathogenesis. Our analysis of MC903-evoked transcriptional changes suggests we may be able to extend findings in the model not only to atopic dermatitis, but also to related disorders, including specific genetic forms of atopy. For example, we provide evidence that MC903 treatment may also model the filaggrin loss-of-function mutations, which are a key inciting factor in human heritable atopic disease (Palmer et al., 2006; Sandilands et al., 2007). There are many rich datasets looking at mature patient lesions and datasets for mature lesions in other mouse models of chronic itch (Ewald et al., 2017; Choy et al., 2012; Guttman-Yassky et al., 2009; Jabbari et al., 2012; Nattkemper et al., 2018; Oetjen et al., 2017; Liu et al., 2019; Liu et al., 2016). Our study adds a temporal frame of reference to these existing datasets and sets the stage for probing the function of AD disease genes in greater detail. Furthermore, we have mapped the time course of gene expression changes in primary sensory ganglia and spinal cord during chronic itch development. We show that the MC903 model recapitulates several hallmarks of neuropathic disease on a time course much shorter than has been reported for chronic itch, or chronic pain. Nervous system tissues are extremely difficult to obtain from human AD patients, and thus little is known regarding the neuronal changes in chronic itch disorders in both mouse models and human patients. Our findings can now be compared to existing and future datasets examining neuronal changes in chronic pain, diabetic neuropathy, shingles, neuropathic itch, psoriasis, and other inflammatory disorders where neuronal changes are poorly understood but may contribute to disease progression. The early changes we see in skin innervation, sensory ganglia, and spinal cord dovetail with recent studies examining neuroimmune interactions in other inflammatory conditions, (Pinho-Ribeiro et al., 2018; Baral et al., 2018; Pinho-Ribeiro et al., 2017; Blake et al., 2018) which all implicate early involvement of sensory neurons in the pathogenesis of inflammatory diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus*)	C57BL/6; WT; wild-type	The Jackson Laboratory	Jackson Stock #: 000664; RRID:IMSR_JAX:000664	
Strain, strain background(*Mus musculus*)	C57BL/6; WT; wild-type	Charles River Laboratories	RRID:IMSR_CRL:27; Charles River strain code #: 027;	
Strain, strain background(*Mus musculus*)	Crlf2tm1Jni; TSLPR KO	PMID: 14993294	RRID:MGI:3039553; MGI Cat# 3039553	Obtained from the laboratory of Steven F. Ziegler (Ben Aroya Research Institute)
Antibody	Purified anti-mouse Ly-6G/Gr-1 antibody. Low endotoxin, no azide, in PBS; anti-GR1 (RB6-8C5); aGr1	UCSF Core	UCSF Core Cat# AM051	Obtained from the laboratory of Daniel Portnoy (UC Berkeley)
Antibody	LEAF Purified anti-mouse Ly-6G/Ly-6C (Gr-1); antibody; RB6-8C5; aGr1	Biolegend	RRID:AB_313379; BioLegend Cat# 108414	
Antibody	Anti-β-tubulin III (Rabbit polyclonal; 1:1000)	Abcam	RRID:AB_444319; Cat # ab18207	
Antibody	Anti-CGRP (Rabbit polyclonal; 1:1000)	Immunostar	RRID:AB_572217; Cat # 24112	
Antibody	Anti-Peripherin (Chicken polyclonal; 1:1000)	Abcam	RRID:AB_777207; Cat # ab39374	
Antibody	Goat Anti-Mouse IgG H and L Alexa Fluor 488 (Goat polyclonal; 1:1000)	Abcam	RRID:AB_2688012; Cat # ab150117	
Antibody	Goat anti-Chicken IgY (H+L) Secondary Antibody, Alexa Fluor 488 (Goat polyclonal; 1:1000)	ThermoFisher Scientific	RRID:AB_2534096; Cat # A-11039	
Antibody	Goat Anti-Chicken IgG (H+L) Secondary Antibody, Alexa Fluor 594 (Goat polyclonal; 1:1000)	ThermoFisher Scientific	RRID:AB_2534099; Cat # A11042	
Antibody	Goat anti-Rabbit IgG (H+L) Secondary Antibody, Alexa Fluor 594 (Goat polyclonal; 1:1000)	Invitrogen	RRID:AB_2556545; Cat # R37117	
Commercial assay or kit	Promocell Keratinocyte Growth Medium 2	Promocell	Cat # C-20011	
Cell line (human)	Normal Human Epidermal Keratinocytes (NHEK), single juvenile donor, cryopreserved	Promocell	Cat # C-12001	
Other	Liberase TM Research Grade; Liberase	Roche	Cat # 5401119001	
Other	Dnase I from bovine pancreas	Sigma	Cat # 11284932001	
Other	Ambionª DNase I (RNase-free); DNAse	Ambion	Cat # AM2222	
Peptide, recombinant protein	SLIGRL-NH2; SLIGRL	Tocris	Cas 171436-38-7; Cat #1468	
Commercial assay or kit	Qiagen RNeasy mini kit	Qiagen	Cat # 74104	
Commercial assay or kit	RNAzol RT	Sigma-Aldrich	Cat # R4533-50ML	
Chemical compound, drug	(2-Hydroxypropyl)- β-cyclodextrin; HPCD	Sigma-Aldrich	Cas 128446-35-5; Cat # H107	
Chemical compound, drug	Methyl alcohol; Methanol; MeOH	Sigma-Aldrich	Cas 67-56-1; Cat # 34860	
Chemical compound, drug	Ethanol, Absolute (200 Proof), Molecular Biology Grade, Fisher BioReagents; Absolute Ethanol, Molecular-Biology grade; Ethanol; EtOH	Fischer Scientific	Cas 64-17-5; Cat # BP2818100	
Chemical compound, drug	MC903; Calcipotriol	Tocris	Cas 112965-21-6; Cat # 2700	
Chemical compound, drug	(±)-AMG 487; AMG	Tocris	Cas 947536-03-0; Cat # 4487	
Chemical compound, drug	Chloroquine diphosphate; Chloroquine	Sigma-Aldrich	CAS 50-63-5; Cat # C6628	
Chemical compound, drug	Dimethyl sulfoxide; DMSO	Sigma-Aldrich	Cat # 8418–100 mL	
Chemical compound, drug	Formaldehyde, 16%, methanol free, Ultra Pure; Paraformaldehyde; PFA	Polysciences, Inc.	Cat # 18814–10	
Chemical compound, drug	Tissue Tek Optimal cutting temperature compound (OCT)	Sakura Finetek USA	Cat # 4583	
Chemical compound, drug	Triton X-100 solution; Triton X-100	BioUltra	CAS 9002-93-1; Cat # 93443	
Chemical compound, drug	Phosphate-buffered saline (PBS), pH 7.4; PBS	Gibco	Cat # 10010023	
Chemical compound, drug	Benzyl benzoate	Sigma-Aldrich	CAS 120-51-4; Cat # B6630	
Chemical compound, drug	Benzyl alcohol	Sigma-Aldrich	CAS 100-51-6; Cat # 305197	
Chemical compound, drug	Sucrose	Sigma-Aldrich	CAS 57-50-1; Cat # S0389	
Chemical compound, drug	LIVE/DEAD Fixable Aqua Dead Cell Stain Kit, for405 nm excitation; Aqua	ThermoFisher Scientific	Cat # L34957	
Chemical compound, drug	Isoflurane	Piramal	CAS 26675-46-7	
Chemical compound, drug	4',6-Diamidino-2-Phenylindole, Dihydrochloride; DAPI	ThermoFisher Scientific	CAS 28718-90-3; Cat # 1306	
Chemical compound, drug	4',6-Diamidino-2-Phenylindole, Dihydrochloride; DAPI LIVE/DEAD	Invitrogen	Cat # L34961	
Chemical compound, drug	Fluoromount-G	ThermoFisher Scientific	Cat # 00-4958-02	
Antibody	Goat Anti-Mouse IgG - H and L - Fab Fragment Polyclonal Antibody, Unconjugated, Abcam; F(ab) anti-mouse IgG (Goat polyclonal; 1:200)	Abcam	RRID:AB_955960; Cat # ab6668	
Antibody	Anti-Mouse CD45.2 Purified 100 ug antibody, Thermo Fisher Scientific; Mouse anti-CD45.2 (Mouse monoclonal; 1:1000)	eBioscience	RRID:AB_467261; Cat # 14-0454-82	
Antibody	Purified anti-mouse CD16/32 antibody. Low endotoxin, no azide, in PBS; Rat anti-Mouse CD16/32 (2.4G2) (Rat monoclonal; 1:1000)	UCSF Core	UCSF Core Cat# AM004	
Commercial assay or kit	DuoSet ELISA Ancillary Reagent Kit 2	R and D Systems	Cat # DY008	
Commercial assay or kit	Mouse CXCl10 DuoSet ELISA	R and D Systems	Cat # DY466	
Commercial assay or kit	Pierce BCA Protein Assay Kit - Reducing Agent Compatible	ThermoFisher Scientific	Cat # 23250	
Chemical compound, drug	2-Amino-2-(hydroxymethyl)−1,3-propanediol; Trizma base, TRIS, TRIS base	Sigma-Aldrich	Cas 77-86-1; Cat # T4661	
Chemical compound, drug	Ethylene glycol-bis(2-aminoethylether)-N,N,N′,N′-tetraacetic acid; EGTA	Sigma-Aldrich	Cas 67-42-5; Cat # E3889	
Chemical compound, drug	Ethylenedinitrilo)tetraacetic acid; EDTA	Sigma-Aldrich	Cas 60-00-4; Cat # E9884	
Commercial assay or kit	PhosSTOP inhibitor	Roche	Cat # 4906845001	
Chemical compound, drug	Sodium deoxycholate,≥97% (titration); Sodium deoxycholate	Sigma-Aldrich	Cas 302-95-4; Cat # D6750	
Chemical compound, drug	Phenylmethylsulfonyl fluoride; PMSF	Sigma-Aldrich	Cas 329-98-6; Cat # 10837091001	
Chemical compound, drug	1-Fluoro-2,4,-dinitrobenzene; DNFB	Sigma	Cas 70-34-8; Cat # D1529	
Commercial assay or kit	cOmplete protease inhibitor cocktail	Roche	Cat # 11697498001	
Other	Advanced RPMI Medium 1640; RPMI	Gibco	Cat # 12633012	
Other	Fetal Bovine Serum; FBS; FCS	HyClone	Cat # 30396.03	
Other	sodium pyruvate 100 mM	Gibco	Cat # 11360070	
Other	N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid; HEPES 1M	Gibco	Cat # 15630080	
Other	L-Glutamine 200 mM	Gibco	Cat # 25030081	
Other	Penicillin-Streptomycin (10,000 U/mL; Pen-Strep	Gibco	Cat # 15140122	
Other	Collagenase VIII	Sigma-Aldrich	Cat # C2139-500MG	
Commercial assay or kit	Invitrogen CountBright Absolute Counting Beads, for flow cytometry; Counting Beads	Invitrogen	Cat # C36950	
Antibody	CD45 Monoclonal Antibody (30-F11), APC-eFluor 780, eBioscience(TM), Thermo Fisher Scientific; CD45-APC/eFluor 780 (30-F11) (Rat monoclonal; 1:200)	eBioscience	RRID:AB_1548781; Cat # 47-0451-82	
Antibody	CD11b Monoclonal Antibody (M1/70), PE-Cyanine7, eBioscience(TM), Thermo Fisher Scientific; CD11b-PE/Cy7 (M1/70) (Rat monoclonal; 1:200)	BD Biosciences	RRID:AB_469588; Cat # 25-0112-82	
Antibody	PE-Cyanine7 Anti-Human/Mouse CD45R (B220) (RA3-6B2) Antibody, Tonbo Biosciences; B220-PE/Cy7 (RA3-6B2) (Rat monoclonal; 1:200)	Tonbo Biosciences	RRID:AB_2621849; Cat # 60–0452	
Antibody	CD11c Monoclonal Antibody (N418), PE-Cyanine7, eBioscience(TM), Thermo Fisher Scientific; CD11c-PE/Cy7 (N418) (Armenian Hamster monoclonal; 1:200)	eBioscience	RRID:AB_469590; Cat # 25-0114-82	
Antibody	CD3e Monoclonal Antibody (145–2 C11), FITC, eBioscience(TM), Thermo Fisher Scientific; CD3-FITC (145–2 C11) (Armenian Hamster monoclonal; 1:200)	eBioscience	RRID:AB_464882; Cat # 11-0031-82	
Antibody	Brilliant Violet 785 anti-mouse CD8a antibody, BioLegend; CD8-BV785 (53–6.7) (Rat monoclonal; 1:200)	Biolegend	RRID:AB_1121880; Cat # 100749	
Antibody	Rat Anti-CD4 Monoclonal Antibody, Phycoerythrin Conjugated, Clone GK1.5, BD Biosciences; CD4-PE (GK1.5) (Rat monoclonal; 1:200)	BD Biosciences	RRID:AB_395014; Cat # 553730	
Antibody	Alexa Fluor 647 anti-mouse TCR γ/δ Antibody; gdTCR-AF647 (GL3) (Armenian Hamster monoclonal; 1:200)	Biolegend	RRID:AB_313826; Cat # 118133	
Antibody	CD117 (c-Kit) Monoclonal Antibody (2B8), Biotin; c-Kit-Biotin (ACK2) (Rat monoclonal; 1:200)	eBioscience	RRID:AB_466569; Cat # 13-1171-82	
Antibody	FceR1 alpha Monoclonal Antibody (MAR-1), PE, eBioscience; FceRI-PE (MAR-1) (Armenian Hamster monoclonal; 1:200)	eBioscience	RRID:AB_466028; Cat # 12-5898-82	
Antibody	CD49b (Integrin alpha 2) Monoclonal Antibody (DX5), PE-Cyanine7, eBioscience; CD49b-PE/Cy7 (DX5) (Rat monoclonal; 1:200)	eBioscience	RRID:AB_469667; Cat # 25-5971-82	
Antibody	Anti-Siglec-F-APC, mouse (clone: REA798); SiglecF-APC; (Rat monoclonal; 1:200)	Miltenyi Biotech	RRID:AB_2653441; Cat # 130-112-333	
Other	Streptavidin FITC; SA-FITC	eBioscience	RRID:AB_11431787; Cat # 11-4317-87	
Antibody	Ly-6C Monoclonal Antibody (HK1.4), PerCP-Cyanine5.5, eBioscience; Ly6C-PerCP/Cy5.5 (HK1.4) (Rat monoclonal; 1:200)	eBioscience	RRID:AB_1518762; Cat # 45-5932-82	
Antibody	violetFluor 450 Anti-Human/Mouse CD11b (M1/70); CD11b-violet fluor 450 (M1/70) (Rat monoclonal; 1:200)	Tonbo Biosciences	RRID:AB_2621936; Cat # 75–0112	
Antibody	AF700 anti-mouse Ly-6G Antibody (1A8); Ly6G-AF700 (1A8) (Rat monoclonal; 1:200)	BioLegend	RRID:AB_1064045; Cat # 127621	
Antibody	CD45.2 Monoclonal Antibody (104), APC-Cy7, eBioscience; CD45.2-APC/Cy7 (104) (Mouse monoclonal, 1:200)	eBioscience	RRID:AB_1272175; Cat # 47-0454-82	
Software, algorithm	IgorPro version 6.3	WaveMetrics	https://www.wavemetrics.com/order/order_igordownloads6.htm	
Software, algorithm	Microsoft Excel 2011	Microsoft	https://www.microsoft.com/en-us/store/d/excel-2016-for-mac/	
Software, algorithm	FIJI	NIH	https://imagej.net/Fiji/Downloads	
Software, algorithm	Graphpad Prism 7	Graphpad	https://www.graphpad.com/scientific-software/prism/	
Software, algorithm	R-3.6.0	The R Project for Statistical Computing	https://cran.r-project.org/bin/macosx/	
Software, algorithm	Python 2.7	Anaconda	https://www.anaconda.com/distribution/	
Software, algorithm	HTSeq 0.11.1	Python Package Index	https://htseq.readthedocs.io/en/release_0.11.1/install.html	
Software, algorithm	Trimmomatic	PMID: 24695404	https://github.com/timflutre/trimmomatic	
Software, algorithm	Tophat 2.1.1	PMID: 19289445	https://ccb.jhu.edu/software/tophat/	
Software, algorithm	EdgeR	PMID: 19910308; PMID: 22287627	https://bioconductor.org/packages/release/bioc/html/edgeR.html	
Software, algorithm	DESeq	PMID: 20979621	https://bioconductor.org/packages/release/bioc/html/DESeq.html	
Software, algorithm	FlowJo 10.4.2	FlowJo; Treestar	https://www.flowjo.com/solutions/flowjo/downloads	
Other	Bovine serum albumin, cold ethanol fraction, pH 5.2,≥96%; BSA	Sigma-Aldrich	CAS 9048-46-8; Cat # A4503	
Other	NGS; Goat serum; Normal goat serum	Abcam	Cat # ab7481	

### Mouse studies

All mice were housed in standard conditions in accordance with standards approved by the Animal Care and Use Committee of the University of California Berkeley (12 hr light-dark cycle, 21 °C). Wild-type C57BL/6 mice were obtained from Charles River or Jackson Laboratories and raised in-house. TSLPR KO mice were kindly provided by Dr. Steven Ziegler (*Crlf2^tm1Jni^*; Carpino et al., 2004) and backcrossed onto C57BL/6. All experiments were performed under the policies and recommendations of the International Association for the Study of Pain and approved by the University of California Berkeley Animal Care and Use Committee. Where appropriate, genotypes were assessed using standard PCR.

### MC903 model of atopic dermatitis

MC903 (Calcipotriol; R and D Systems) was applied to the shaved mouse cheek (20 μl of 0.2 mM in ethanol) or rostral back (40 µl of 0.2 mM in ethanol) once per day for 1–12 days using a pipette. 100% ethanol was used. All MC903 studies were performed on 8–12 week old age-matched mice. Behavior, RNA-seq, flow cytometry, and immunohistochemistry were performed on days 1, 2, 3, 5, eight and/or 12. For AMG 487 experiments in the MC903 model, 50 µL 3.31 mM AMG 487 (Tocris) or 20% HPCD-PBS vehicle was injected subcutaneously one hour prior to recording behavior (Qu et al., 2015). Spontaneous scratching was manually scored for the first 30 min of observation. Both bout number and length were recorded. Behavioral scoring was performed while blind to experimental condition and mouse genotype.

### MC903 RNA isolation and sequencing

On days 1 (six hours post-treatment), 2, 5, or eight post-treatment, mice treated with MC903 and vehicle were euthanized via isoflurane and cervical dislocation. Cheek skin was removed, flash-frozen in liquid nitrogen, and cryo-homogenized with a mortar and pestle. Ipsilateral trigeminal ganglia were dissected and both skin and trigeminal ganglia were homogenized for three minutes (skin) or one minute (TG) in 1 mL RNAzol RT (Sigma-Aldrich). Thoracic spinal cord was dissected from mice treated with 40 µL MC903 or ethanol on the shaved rostral back skin and homogenized for one minute in 1 mL RNAzol. Large RNA was extracted using RNAzol RT per manufacturer’s instructions. RNA pellets were DNase treated (Ambion), resuspended in 50 µL DEPC-treated water, and subjected to poly(A) selection and RNA-seq library preparation (Apollo 324) at the Functional Genomics Laboratory (UC Berkeley). Single-end read sequencing (length = 50 bp) was performed by the QB3 Vincent G. Coates Genomic Sequencing Laboratory (UC Berkeley) on an Illumina HiSeq4000. See Supplementary file 1 for number of mice per experimental condition and number of mapped reads per sample. Data are available at Gene Expression Omnibus under GSE132173.

### MC903 RNA sequencing analysis

Reads were mapped to the mm10 mouse genome using Bowtie2 and Tophat, and reads were assigned to transcripts using htseq-count (Langmead et al., 2009; Langmead and Salzberg, 2012). For a given time point, replicate measurements for each gene from treated and control mice were used as input for DESeq (R) and genes with *p*_adjusted_ <0.05 (for skin and spinal cord) or *p*_adjusted_ <0.1 (for trigeminal ganglia) for at least one time point were retained for analysis (Anders and Huber, 2012; Anders et al., 2013). For the skin dataset, we collated a set of AD-related immune cell markers, cytokines, atopic dermatitis disease genes, neurite outgrown/axonal guidance genes, and locally expressed neuronal transcripts, and from this list visualized genes that were significantly differentially expressed for at least one time point. For the trigeminal ganglia dataset, we plotted all genes that were significantly differentially expressed for at least one time point. Genes from these lists were plotted with hierarchical clustering using heatmap2 (R) (Hill, 2019).

### Custom gene groups

Genes were clustered into functional groups and significance was evaluated using a permutation test. Briefly, we first tabulated the absolute value of the log_2_ fold change of gene expression (between MC903 and EtOH) of each gene in a given group of *n* genes in turn, and then we calculated the median of these fold change values, *z_true_*. We then drew *n* random genes from the set of all genes detected in the samples and computed the median log_2_ fold change as above using this null set, *z_null_*. Repeating the latter 10,000 times established a null distribution of median log_2_ fold change values; we took the proportion of resampled gene groups that exhibited (*z_true_* ≥*z_null_*) as an empirical *p*-value reporting the significance of changes in gene expression for a given group of *n* genes.

### Flow cytometry

Skin samples were collected from the cheek of mice at the indicated time points with a 4- or 6 mm biopsy punch into cold RPMI 1640 medium (RPMI; Gibco) and minced into smaller pieces with surgical scissors. When ear skin was collected, whole ears were dissected postmortem into cold RPMI and finely minced with scissors. For isolation of immune cells, skin samples were digested for 1 hr at 37 °C using 1 U/mL Liberase TM (Roche) and 5 µg/mL DNAse I (Sigma). At the end of the digestion, samples were washed in FACS buffer (PBS with 0.5% FCS and 2 mM EDTA) and filtered through a 70 or 100 µm strainer (Falcon). Cells were stained with LIVE/DEAD fixable stain Aqua in PBS (Invitrogen), then blocked with anti-CD16/32 (UCSF Core) and stained with the following fluorophore-conjugated antibodies (all from eBiosciences unless stated otherwise) in FACS buffer: cKit-Biotin (clone ACK2; secondary stain with SA-FITC), CD11b-violet fluor 450 (Tonbo; clone M1/70), Ly6C-PerCP/Cy5.5 (clone HK1.4), CD49b-PE/Cy7 (clone DX5), CD45.2-APC/Cy7 (clone 104), FceRI-PE (MAR-1), Ly6G-AF700 (clone 1A8). 10 µL of counting beads (Invitrogen) were added after the last wash to measure absolute cell counts. For measurement of CD4^+^ T cells, 6 mm skin biopsy punch samples were digested for 30 min at 37 °C using Collagenase VIII (Sigma). At the end of the digestion, cells were washed in RPMI buffer (RPMI with: 5% FCS, 1% penicillin-streptomycin, 2 mM L-glutamine, 10 mM HEPES buffer, 1 mM sodium pyruvate). Cells were blocked with anti-CD16/32 (UCSF Core) and stained with the following fluorophore-conjugated antibodies in FACS buffer (PBS with 5% FCS and 2 mM EDTA): CD45-APC-eFluor780 (clone 30-F11; eBiosciences), CD11b-PE/Cy7 (clone M1/70; BD Biosciences), B220-PE/Cy7 (clone RA3-6B2; Tonbo Biosciences), CD11c-PE/Cy7 (clone N418; eBiosciences), CD3-FITC (clone 145–2 C11; eBiosciences), CD8-BV785 (clone 53–6.7; Biolegend), CD4-PE (clone GK1.5; BD Biosciences), gdTCR-AF647 (clone GL3; Biolegend). 10 µL of counting beads (Invitrogen) were added after the last wash to measure absolute cell counts, and samples were resuspended in DAPI LIVE/DEAD (Invitrogen). Blood samples were collected from saphenous vein or from terminal bleed following decapitation. Red blood cells were lysed using ACK lysis buffer (Gibco), and samples were washed with FACS buffer (PBS with 0.5% FCS and 2 mM EDTA), and blocked with anti-CD16/32. Cells were stained with Ly6G-PE (1A8; BD Biosciences), CD11b-violet fluor 450 (M1/70, Tonbo), Ly6C-PerCP/Cy5.5 (HK1.4, Biolegend), and aGr1-APC/Cy7 (RB6-8C5, eBiosciences). For all experiments, single cell suspensions were analyzed on an LSR II or LSR Fortessa (BD Biosciences), and data were analyzed using FlowJo (TreeStar, v.9.9.3) software.

### Human keratinocyte RNA sequencing

Normal human epidermal keratinocytes from juvenile skin (PromoCell #C-12001) were cultured in PromoCell Keratinocyte Growth Medium two and passaged fewer than five times. Cells were treated for three hours at room temperature with 100 μM SLIGRL or vehicle (Ringer’s + 0.1% DMSO). Total RNA was extracted by column purification (Qiagen RNeasy Mini Kit). RNA was sent to the Vincent J. Coates Sequencing Laboratory at UC Berkeley for standard library preparation and sequenced on an Illumina HiSeq2500 or 4000. Sequences were trimmed (Trimmomatic), mapped (hg19, TopHat) and assigned to transcripts using htseq-count. Differential gene expression was assessed using R (edgeR) (Hill, 2019). Data are available at Gene Expression Omnibus under GSE132174.

### IHC of whole-mount skin

Staining was performed as previously described (Hill et al., 2018; Marshall et al., 2016). Briefly, 8 week old mice were euthanized and the cheek skin was shaved. The removed skin was fixed overnight in 4% PFA, then washed in PBS (3X for 10 min each). Dermal fat was scraped away with a scalpel and skin was washed in PBST (0.3% Triton X-100; 3X for two hours each) then incubated in 1:500 primary antibody (Rabbit anti beta-Tubulin II; Abcam #ab18207 or Rabbit anti-CGRP; Immunostar #24112) in blocking buffer (PBST with 5% goat serum and 20% DMSO) for 6 days at 4°C. Skin was washed as before and incubated in 1:500 secondary antibody (Goat anti-Rabbit Alexa 594; Invitrogen #R37117) in blocking buffer for 3 days at 4°C. Skin was washed in PBST, serially dried in methanol: PBS solutions, incubated overnight in 100% methanol, and finally cleared with a 1:2 solution of benzyl alcohol: benzyl benzoate (BABB; Sigma) before mounting between No. 1.5 coverglass. Whole mount skin samples were imaged on a Zeiss LSM 880 confocal microscope with OPO using a 20x water objective. Image analysis was performed using a custom macro in FIJI. Briefly, maximum intensity z-projections of the beta-tubulin III or CGRP channel were converted to binary files that underwent edge-detection analysis. Regions were defined by circling all stained regions. Region sizes and locations were saved.

### IHC of sectioned trigeminal ganglia

TG were dissected from 8- to 12 week old adult mice and post-fixed in 4% PFA for one hour. TG were cryo-protected overnight at 4°C in 30% sucrose-PBS, embedded in OCT, and then cryosectioned at 14 μm onto slides for staining. Slides were washed 3x in PBST (0.3% Triton X-100), blocked in 2.5% Normal Goat serum + 2.5% BSA-PBST, washed 3X in PBST, blocked in endogenous IgG block (1:10 F(ab) anti-mouse IgG (Abcam ab6668) + 1:1000 Rat anti-mouse CD16/CD32 (UCSF MAB Core) in 0.3% PBST), washed 3X in PBST and incubated overnight at 4°C in 1:1000 primary antibody in PBST + 0.5% Normal Goat Serum + 0.5% BSA. Slides were washed 3x in PBS, incubated 2 hr at RT in 1:1000 secondary antibody, washed 3X in PBS, and then incubated 30 min in 1:2000 DAPI-PBS. Slides were washed 3x in PBS and mounted in Fluoromount-G with No. 1.5 coverglass. Primary antibodies used: Mouse anti-CD45 (eBioscience #14-054-82) and Chicken anti-Peripherin (Abcam #39374). Secondary antibodies used: Goat anti-Chicken Alexa 594 (ThermoFisher #A11042) and Goat anti-Mouse Alexa 488 (Abcam #150117). DAPI (ThermoFisher #D1306) was also used to mark nuclei. Imaging of TG IHC experiments was performed on an Olympus IX71 microscope with a Lambda LS-xl light source (Sutter Instruments). For TG IHC analysis, images were analyzed using automated scripts in FIJI (ImageJ) software (Hill, 2019). Briefly, images were separated into the DAPI, CD45, and Peripherin channels. The minimum/maximum intensity thresholds were batch-adjusted to pre-determined levels, and adjusted images were converted to binary files. Regions were defined by circling all stained regions with pre-determined size-criteria. Region sizes and locations were saved.

### Neutrophil depletion

Neutrophils were acutely depleted using intraperitoneal injection with 250 µg aGR1 in PBS (clone RB6-8C5, a gift from D. Portnoy, UC Berkeley, or from Biolegend), 16–24 hr before behavioral and flow cytometry experiments. Depletion was verified using flow cytometry on blood collected from terminal bleed following decapitation. For longer depletion experiments using the MC903 model, mice were injected (with 250 µg aGR1 in PBS or PBS vehicle, i.p.) beginning one day prior to MC903 administration and each afternoon thereafter through day 7 of the model, or on days 8–11 for measurement of day 12 itch behaviors, and blood was collected via saphenous venipuncture at days 3, 5, or by decapitation at day eight to verify depletion.

### CXCL10 ELISA measurements in skin

Neutrophil-depleted or uninjected mice were treated with MC903 or ethanol for 7 days. On day 8, 6 mm biopsy punches of cheek skin were harvested, flash-frozen in liquid nitrogen, cryo-homogenized by mortar and pestle, and homogenized on ice for three minutes at maximum speed in 0.5 mL of the following tissue homogenization buffer (all reagents from Sigma unless stated otherwise): 100 mM Tris, pH 7.4; 150 mM NaCl, 1 mM EGTA, 1 mM EDTA, 1% Triton X-100, and 0.5% Sodium deoxycholate in ddH2O; on the day of the experiment, 200 mM fresh PMSF in 100% ethanol was added to 1 mM, with one tablet cOmplete protease inhibitor (Roche) per 50 mL, and five tablets PhosSTOP inhibitor (Roche) per 50 mL buffer. Tissues were agitated in buffer for two hours at 4°C, and centrifuged at 13,000 rpm for 20 min at 4°C. Supernatants were aliquoted and stored at −80°C for up to one week. After thawing, samples were centrifuged at 10,000 rpm for five minutes at 4°C. Protein content of skin homogenates was quantified by BCA (Thermo Scientific) and homogenates were diluted to 2 mg/mL protein in PBS and were subsequently diluted 1:2 in Reagent Diluent (R and D Systems). CXCL10 protein was quantified using the Mouse CXCL10 Duoset ELISA kit (R and D Systems; #DY466-05) according to manufacturer’s instructions. Plate was read at 450 nm and CXCL10 was quantified using a seven-point standard curve (with blank and buffer controls) and fitted with a 4-parameter logistic curve.

### Acute itch behavior

Itch behavioral measurements were performed as previously described (Shimada and LaMotte, 2008; Wilson et al., 2011; Morita et al., 2015). Mice were shaved one week prior to itch behavior and acclimated in behavior chambers once for thirty minutes at the same time of day on the day prior to the experiment. Behavioral experiments were performed during the day. Compounds injected: 1 µg carrier-free CXCL1 (R and D systems) in PBS, 3.31 mM AMG 487 (Tocris, prepared from 100 mM DMSO stock) in 20% HPCD-PBS, 50 mM Chloroquine diphosphate (Sigma) in PBS, along with corresponding vehicle controls. Acute pruritogens were injected using the cheek model (20 µL, subcutaneous/s.c.) of itch, as previously described (Shimada and LaMotte, 2008). AMG 487 (50 µL) or vehicle was injected s.c. into the rostral back skin one hour prior to recording of behavior. Behavioral scoring was performed as described above.

### Lipidomics

Skin was collected from the cheek of mice post-mortem with a 6 mm biopsy punch and immediately flash-frozen in liquid nitrogen. Lipid mediators and metabolites were quantified via liquid chromatography-tandem mass spectrometry (LC-MS/MS) as described before (von Moltke et al., 2012). In brief, skin was homogenized in cold methanol to stabilize lipid mediators. Deuterated internal standards (PGE_2_-d4, LTB_4_-d4, 15-HETE-d8, LXA_4_-d5, DHA-d5, AA-d8) were added to samples to calculate extraction recovery. LC-MS/MS system consisted of an Agilent 1200 Series HPLC, Luna C18 column (Phenomenex, Torrance, CA, USA), and AB Sciex QTRAP 4500 mass spectrometer. Analysis was carried out in negative ion mode, and lipid 30 mediators quantified using scheduled multiple reaction monitoring (MRM) mode using four to six specific transition ions per analyte (Sapieha et al., 2011).

### 1-Fluoro-2,4-dinitrobenzene (DNFB) model of atopic dermatitis

The DNFB model was conducted as described previously (Solinski et al., 2019a). Briefly, the rostral backs of isofluorane-anesthetized mice were shaved using surgical clippers. Two days after shaving, mice were treated with 25 µL 0.5% DNFB (Sigma) dissolved in 4:1 acetone:olive oil vehicle on the rostral back using a pipette. Five days after the initial DNFB sensitization, mice were challenged with 40 µL 0.2% DNFB or 4:1 acetone:olive oil vehicle applied to the outer surface of the right ear. Twenty-four hours after DNFB or vehicle challenge, mice were euthanized and ear skin was harvested for flow cytometry.

### Statistical analyses

Different control experimental conditions (*e.g.* uninjected versus PBS-injected animals) were pooled when the appropriate statistical test showed they were not significantly different (Supplementary file 2). For all experiments except RNA-seq (see above), the following statistical tests were used, where appropriate: Student’s t-test, one-way ANOVA with Tukey-Kramer post hoc comparison, and two-way ANOVA with Tukey Kramer or Sidak’s post-hoc comparison. Bar graphs show mean ± SEM. Statistical analyses were performed using PRISM seven software (GraphPad). For all *p* values, *=0.01 < p<0.05, **=0.001 < p<0.01, ***=0.0001 < p<0.001, and ****=*p* < 0.0001.

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files. Data from RNA-seq experiments are uploaded to GEO under accession codes GSE132173 and GSE132174. Processed sequencing data (DESeq output tables) are provided as a Source data 1. Code used to analyze data is available at https://github.com/rzhill/10.1101-653873 (copy archived at https://github.com/elifesciences-publications/10.1101-653873). The following datasets were generated: BautistaDMHillRZ2019RNA-seq of tissues from MC903- and Ethanol-treated miceNCBI Gene Expression OmnibusGSE132173 BautistaDM2019SLIGRL-induced gene expression changes in NHEK cellsNCBI Gene Expression OmnibusGSE132174

How the deposited data were processed for this re-analysis (not part of the article)

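Skin, trigeminal ganglia and spinal cord of mice treated with MC903 or ethanol were measured by RNA-seq in 162 libraries: 70 of skin, 65 of trigeminal ganglia and 27 of spinal cord. The authors made libraries from poly(A)-selected RNA, sequenced single-end reads, mapped them to the mm10 mouse genome with Bowtie2 and TopHat and assigned them to genes with htseq-count, and the values deposited for each library are the resulting raw counts per Ensembl gene, with no normalization. Each library lists 46078 genes. The annotation release and the strand setting used for counting are not stated. Of the gene identifiers, 45143 matched GENCODE release M21 (GRCm38), which supplied the symbols and coordinates, and 935 did not and were tested without a symbol. The 5 tally lines at the end of each list (reads on no gene, ambiguous, low quality, unaligned and multiply aligned) were left out of every total and test, and the last 3 are 0 in every library, so the share of reads that could not be mapped is not known.

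Counts on genes ran from 15931871 to 67342879 per library, with a median of 28888809.5. A gene at 3 counts or fewer in a library was taken as not detectable. A fold against a group whose libraries are all at or under 3 counts was computed against that floor and is a lower bound. Expression is given in cpm, a gene's counts scaled to the library's total over genes after TMM normalization, as mean ± SD over libraries. Marker sets, knocked-out genes and the permutation tests use cpm without TMM, and for sets of marker genes 0.5 was added to the cpm before the log2 was taken.

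Samples were grouped by the tissue, genotype, injection, treatment and day that their labels give. The day 8 libraries of uninjected wild-type mice carry labels of 2 styles and were treated as cohorts A and B. There were 22 comparisons of MC903 with ethanol and 5 interactions, each of the latter testing whether the MC903 effect in aGr1-injected or TSLPR KO mice differs from that in uninjected wild-type mice of the same tissue. Each was fitted on its own libraries only. The main test was edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, the quasi-likelihood F test) with TMM normalization on genes with at least 10 counts in total over the libraries fitted, with a term for cohort where both cohorts enter, and Benjamini-Hochberg adjustment over the genes tested. The thresholds on the adjusted p are those of the paper's methods, 0.05 in skin and spinal cord and 0.1 in trigeminal ganglia. The paper names DESeq for this step, which was not run. Standard errors of log2 fold changes come from the same fits. The paper's comparison of gene groups with random groups was repeated with the median absolute log2 fold change of the 3 activity-induced genes of Figure 4C against 10000 random sets, drawn from all tested genes and from genes of similar expression. Comparisons of single measures between groups of libraries used two-sided exact permutation tests over all splits, with Benjamini-Hochberg adjustment over the 8 of them.

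The genes named in the text follow a rule written before the data were examined: every gene that the paper's text names or that Figures 1D, 3G or 4A–D plot, in the comparisons concerned, the gene targeted in each knockout (Crlf2 and Ltb4r1), and in each comparison up to 3 genes per direction with the smallest p-values among those past the threshold whose MC903 and ethanol libraries do not overlap. Marker sets for checking libraries were written at the same time. Genes outside this rule appear only as members of a marker set or in a test of the closing section. For 3 genes that the rule covers, results are not reported here, although they remain in the tests and in the numbers of genes. The comparisons, the tests and the alternatives were also fixed then, apart from 1 alternative added later and the tests of explanations that the closing section marks as chosen after the result was seen.

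The pairing of libraries comes from the replicate numbers in the labels, which do not say that equal numbers share a day or a batch. For each comparison, the mean correlation of same-numbered MC903 and ethanol libraries was computed across genes, on deviations from the group means (genes are not independent replicates). Where it lay outside ±0.1, the result of a fit with the replicate number as a block is given beside the main result, and elsewhere only where it changes a direction or a call, or in the closing section. A library whose number has no partner does not contribute to the MC903 effect in a fit with the block. The block rests on 2 pairs in skin and ganglia at day 2, in skin and ganglia of TSLPR KO mice at day 8, and in skin and spinal cord of PBS-injected mice. The spread within so few pairs is poorly measured, so p-values and numbers of genes from the block are weak evidence there. Numbers of cohort A of the day 8 skin repeat within a treatment and pair nothing.

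Alternatives tried, with 1 choice changed at a time, were DESeq2's size factors (RLE) in edgeR, DESeq2 1.42.0 with its Wald test, edgeR's filterByExpr and no filter on low counts, the replicate block, 1 fit over days 1 to 8, day 8 without the cohort term and in each cohort alone, PBS-injected mice or cohort B in place of all uninjected mice in the interactions, an adjusted p under 0.05 in ganglia, and leaving out each library in turn. The pipeline was tested on simulated data with the size and spread of part of the comparisons. These were uninjected skin at each day to day 8, ganglia of uninjected and TSLPR KO mice at day 8, and uninjected spinal cord. The skin interactions and the aGr1 ganglion interaction were simulated too. In each, 200 genes were given a true log2 fold change of 2, and the shares edgeR recovered ran from 0% (skin at day 2) to 97% (spinal cord). The changed genes were drawn only from those above a floor of mean counts. The shares therefore do not describe genes with few counts or the comparisons not simulated. Groups of at least 3 libraries each were also split in other ways, at most 100 per result.

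Left out were the human keratinocyte experiment, for which there are no counts here, and the authors' own tables of results, which were not among the material used. Libraries of PBS-injected, BLT1 KO and day 12 mice, which the paper's text does not report as RNA-seq, appear only in the closing section or as a reference for the interactions. No library was removed from a main test.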

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

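In this part, the tests of interferon-response genes, of the ethanol level of Cxcl10, of injection alone, of neutrophil transcripts and of the day 12 tissue labels were chosen after the result was seen. The splits of the libraries in this part, and the test of Cxcl10 in BLT1 KO skin, were chosen before.

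In 6 of 167 groups of 4 to 10 libraries, 1 library lay far from the others, where chance alone would give about 8. The 5 given here were, in cpm, Lrat in day 1 ethanol skin, replicate 1 (21.6 against 14.8 to 15.4), Cxcl2 in MC903-treated skin of aGr1-injected mice, replicate 2 (2.57 against 13.3 to 15.9), Fosl2 in MC903-treated ganglia of aGr1-injected mice, replicate 3 (18.8 against 22.8 to 23), Gbp9 in MC903-treated ganglia of day 8, cohort A replicate 1 (1.71 against 2.95 to 3.36), and Crlf2 in ethanol-treated spinal cord of uninjected wild-type mice, replicate 1 (0.968 against 2.97 to 3.89). Each of these values lies in a different library, and the design gives no condition that sets these libraries apart, so no biological explanation was tested. Nor was a technical one, since the number is no larger than chance gives.

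The MC903 effect differed from that in uninjected wild-type mice, by a test of the interaction, for 1269 genes in skin of aGr1-injected mice, 48 in skin of TSLPR KO mice and 153 in spinal cord of aGr1-injected mice (adjusted p under 0.05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment). In ganglia of aGr1-injected mice the number was 0, with 1709 genes at an unadjusted p under 0.05. To see how often other groupings give as many, the injection was exchanged between libraries of the same treatment. In skin 4 of 60 splits that part as many same-numbered libraries of aGr1-injected and uninjected mice, the real one included, gave at least 1269 genes, as did 1 of 40 other splits, and the highest number in another split was 13057. In spinal cord 4 of 49 such splits, the real one included, gave at least 153 genes, and 0 of 51 other splits did. The highest number in any split but the real one was 17020. In ganglia 36 of 36 and 64 of 64 splits gave at least 0 genes, a test that could not come out otherwise. Over all 100 splits run in each, 5 in skin and 4 in spinal cord gave as many, and the median split gave 0. Such exchanges can turn a difference between the groups that is present with and without MC903 into an interaction, and no resemblance of same-numbered libraries between groups was measured. The splits therefore do not settle whether the counts exceed chance. TSLPR KO skin has too few ethanol libraries for such splits. In spinal cord, with the adjustment over only the 3118 genes called in uninjected mice, the interaction passed for 1267. Those genes were selected on some of the same libraries. With PBS-injected in place of uninjected mice as the reference, 62 genes differed in skin and 0 in spinal cord (1485 at an unadjusted p under 0.05). Depth also differed: the skin libraries of aGr1-injected mice held 20176471 to 27351763 counts, and those of uninjected mice of day 8 held 29233248 to 39629520. So did the share of counts on the 10 most abundant genes. It was 9.69% to 37.94% in ethanol-treated and 7.24% to 9.02% in MC903-treated skin of aGr1-injected mice. In ethanol-treated uninjected skin of day 8 it was 4.55% to 8.88%. The skin interactions may thus owe something to the aGr1 ethanol libraries, which was not tested. The labels give no date or batch, so a difference in when the groups were collected cannot be told apart from the injection or the genotype.

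Among the genes the paper names, 4 had a smaller MC903 effect in skin of aGr1-injected than of uninjected mice, with log2 differences of −1.81 for Il33, −5.43 for Cxcl9, −5.00 for Cxcl10 and −5.63 for Cxcl11 (adjusted p 0.0136, 0.00734, 0.00494 and 0.00534). Several explanations were weighed. A higher level without MC903 was not shown: Cxcl10 was at 2.82 ± 1.32 cpm in 4 ethanol libraries of aGr1-injected mice and 1.7 ± 0.35 in 6 of uninjected mice (two-sided exact permutation p 0.0905, adjusted 0.109, smallest possible 0.00476), whereas with MC903 it was at 1.99 ± 0.638 and 39 ± 41.1 (exact permutation p 0.0159, adjusted 0.0461). Injection and handling alone did not remove the effect on Cxcl10 and Cxcl9, whose log2 fold changes in PBS-injected mice were 4.46 and 4.34 and whose aGr1 differences also passed against PBS-injected mice (adjusted p 0.0226 and 0.0228). For Il33 and Cxcl11 handling was not set aside. Their effects in PBS-injected mice were 2.68 and 1.94 (the latter not past the threshold, adjusted p 0.178), and their differences from PBS-injected mice did not pass (−0.78 and −4.06, adjusted p 0.553 and 0.113). The lower effect was not limited to these chemokines. Over 15 interferon-response genes the median interaction was −3.28, 13 of them passed the threshold, and 0 of 10000 random sets had a median as low (permutation p 1e-04, the smallest these draws can give). The same set rose in uninjected (median log2 fold change 2.38), PBS-injected (2.29) and BLT1 KO skin (2.4), and fell in aGr1-injected skin (−1.12). In TSLPR KO skin it barely moved (0.12), and its interaction (−1.84) was also lower than in any of 10000 random sets, although none of the 15 genes passed. A loss of neutrophil RNA was not seen in the mean of 12 neutrophil genes. It was higher, by 0.61 on the log2 scale, in MC903-treated skin of aGr1-injected than of uninjected mice. Within the set, the MC903 effects on Cxcr2 and Csf3r were smaller in aGr1-injected mice (−0.33 and −0.66, neither past the threshold). Whether other cells of MC903-treated skin also express genes of the set was not tested, so a loss of neutrophil RNA is not excluded. A candidate explanation is a broader loss of the interferon response, of which the 3 chemokines would be part. It remains a hypothesis, and collection in a different batch was not tested and cannot be told apart from the injection.

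The estimated MC903 effects on Cxcl9 and Cxcl11 had opposite directions on different days. Cxcl9 was lower with MC903 at day 5 (−1.66) and higher at days 2 and 8, and Cxcl11 was lower at day 5 (−1.93) and higher at day 8. At day 2 Cxcl11 leaned higher (1.7 ± 1.38), and neither gene passed the threshold on that day. The difference between days was not tested, and neither gene passed the threshold at day 5 (adjusted p 0.0562 and 0.0893), although Cxcl9 did with DESeq2's Wald test (0.00596), without the filter on low counts (0.0415) and with the replicate block (0.048). The interferon-response genes leaned the same way at day 5 (median log2 fold change −0.74 over 14 genes, of which 4 passed, all lower). No technical explanation was tested. The day is the only factor in the design that differs, and each day is its own set of libraries.

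Signals also appeared in groups whose RNA-seq the paper does not report. In PBS-injected mice at day 8, 973 genes passed in skin (2 MC903 and 3 ethanol libraries) and 796 in ganglia (4 and 3). Of these, 882 of the skin genes were also called in uninjected skin, all in the same direction, and 33 of the 41 ganglion genes of uninjected mice were called in PBS-injected mice, all in the same direction. In ganglia, 2 of 8 splits that part as many same-numbered pairs, the real one included, gave at least 796 genes and 0 of 27 others did. The highest number in any split but the real one was 3427, and with 8 splits the share cannot fall under 0.05. In skin of BLT1 KO mice 7379 genes passed, with 3697 also called in uninjected wild-type skin (3596 in the same direction), and the real split was the only 1 of 4 to give as many (0 of 6 others). At this size, too, the splits cannot reach 0.05. The treatment offers a biological explanation for both groups, and the alternatives gave 2116 and 641 genes in skin of PBS-injected mice (DESeq2's Wald test, replicate block), so its size is uncertain.

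At day 12, 2550 genes passed in skin of TSLPR KO mice, 79 in their ganglia and 10508 in ganglia of wild-type mice. In wild-type skin 0 passed, with 548 at an unadjusted p under 0.05. The wild-type values cannot be read as effects of MC903, because 13 of the 18 wild-type day 12 libraries (6 of 9 skin and 7 of 9 ganglion) had the marker genes of the tissue their label does not name, against 0 of all the other skin and ganglion libraries. Exchanged tissue labels are a candidate explanation, but this number is the observation itself and no independent test of it, and 6 and 7 are not equal as a one-to-one exchange would give. Mixing of tissues in the same comparison would also explain how splits of the wild-type ganglion libraries reach 7977 genes and of the skin libraries 7835. Among splits that part as many same-numbered pairs, the real one was the only 1 of 16 in wild-type ganglia to give as many genes (0 of 84 others), and in wild-type skin 16 of 16 gave at least 0. For TSLPR KO mice it was the only 1 of 8 both in skin (0 of 27 others) and in ganglia (1 of 27 others, with 236 genes). With 8 splits the share cannot fall under 0.05. In the TSLPR KO groups no library had the markers of the other tissue, and MC903 is the biological explanation the design offers, though Crlf2 was less fully absent than at day 8 (0.405 to 1.34 cpm in skin, 0.907 to 2.06 in ganglia).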

How the results depend on the processing

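No test of an explanation is reported in this part. All alternatives were fixed with the design except a crossed pairing in the spinal cord of PBS-injected mice, which was chosen after seeing the data. Values below are numbers of genes past the threshold unless a log2 value is named, and the cause of a change was not tested in any of them. Of 178 numbers recomputed under alternatives other than leaving out a library, 110 stayed within 1.5 times the main number or on the same side of the threshold, 21 were weaker and 47 stronger. For single genes, 923 of 1036 values kept their direction and side of the threshold, 40 were weaker, 62 stronger and 11 reversed. DESeq2's size factors in place of TMM left all 165 gene values on the same side and in the same direction, and filterByExpr 159 of 160 (1 weaker).

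With DESeq2's Wald test in place of edgeR's quasi-likelihood F test, 144 of 165 gene values kept their direction and side, 20 became stronger and 1 reversed, the difference of the MC903 effect on Cxcl1 between TSLPR KO and wild-type skin (−0.24). The numbers of genes rose to 280 in skin at day 2, 1313 in skin of TSLPR KO mice, 78, 65, 49 and 210 in ganglia at 6 hours, day 2, day 5 and day 8, 887 and 185 in ganglia of aGr1-injected and TSLPR KO mice, 2116 in skin and 176 in spinal cord of PBS-injected mice, 16 in skin of wild-type and 4040 in skin of TSLPR KO mice at day 12, and 260 in ganglia of TSLPR KO mice at day 12. The interactions rose to 2515 (aGr1, skin), 559 (TSLPR KO, skin), 5 (aGr1, ganglia), 169 (TSLPR KO, ganglia) and 465 (aGr1, spinal cord). The ganglion genes called on at least 1 day numbered 373, and 59 of the 84 genes of Figure 3B were called at day 8. On simulated data of the day 2 skin libraries, DESeq2 recovered 94 of 200 changed genes and called 109 unchanged ones, whereas edgeR recovered 0.

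Without the filter on low counts, 18 of 136 gene values became stronger and the others kept direction and side. The numbers rose to 27 in skin at day 2, 1401 in skin of TSLPR KO mice, 177, 30 and 493 in ganglia at day 2, day 5 and day 8, 1063 in ganglia of TSLPR KO mice, 1271 in ganglia and 80 in spinal cord of PBS-injected mice. With filterByExpr, 0 genes passed in ganglia at day 5 (676 at an unadjusted p under 0.05), and the median absolute log2 fold change of the activity-induced genes stayed at 0.92 but passed 0.05 against random sets.

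With the replicate number as a block, which pairs same-numbered MC903 and ethanol libraries and takes a library without a partner out of the comparison (MC903 replicate 3 in skin at day 2 and in TSLPR KO skin), 143 of 165 gene values kept direction and side, 2 were weaker, 15 stronger and 5 reversed. The reversed ones were Slit1 and Sema3a in skin at day 2 (−0.27 and 0.12), Il4 in skin at day 5 (0.08), Junb in spinal cord of aGr1-injected mice (−0.02) and the difference for Cxcl5 between TSLPR KO and wild-type skin (0.32). Numbers of genes were 1795 in skin at 6 hours, 876 in skin at day 2, 1274 in skin of TSLPR KO mice, 16 and 54 in ganglia at day 2 and day 5, 480 in ganglia of TSLPR KO mice, 1747 and 1993 in spinal cord of uninjected and aGr1-injected mice, 641 in skin, 3479 in ganglia and 224 in spinal cord of PBS-injected mice, and 548 in skin and 356 in ganglia of TSLPR KO mice at day 12. The interactions gave 747 (aGr1, skin), 1 (TSLPR KO, skin), 8 (TSLPR KO, ganglia) and 62 (aGr1, spinal cord). Elsewhere the block gave numbers within 1.5 times the main ones: 3484 in skin at day 5, 5836 at day 8, 6872 in aGr1-injected and 7204 in BLT1 KO skin, 53 in ganglia at day 8, 580 in ganglia of aGr1-injected mice, 7827 in ganglia at day 12, and 0 in ganglia at 6 hours (2129 at an unadjusted p under 0.05). The mean correlation of same-numbered libraries lay outside ±0.1 in skin at day 2 (0.2), skin of aGr1-injected (0.12) and TSLPR KO mice (0.17), ganglia at day 5 (0.27) and of aGr1-injected mice (0.12), and also in PBS-injected skin (−0.53) and spinal cord (−0.43) and in TSLPR KO skin (−0.12) and ganglia (0.37) at day 12. Within ±0.1, as in skin at 6 hours (−0.05) and in spinal cord (−0.08 and 0.04), the block also lowered the numbers, and why was not tested. In spinal cord of PBS-injected mice, where same-numbered libraries were less alike than others, a block with crossed numbers, chosen after seeing the data, gave 955 genes.

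A single fit over days 1 to 8 gave 460 genes in skin at 6 hours, 995 in skin at day 2, and 38, 3 and 5 in ganglia at 6 hours, day 2 and day 5. Of 89 gene values, 78 kept direction and side, 6 were weaker and 5 stronger. Without the cohort term 5 genes passed in ganglia at day 8. Cohort A alone gave 63 in ganglia, 56 of the 84 genes of Figure 3B, and a median absolute log2 fold change of the activity-induced genes of 1.17, past 0.05. Cohort B alone gave 2258 genes in skin at day 8 and 1 in ganglia, 3 ganglion genes called on at least 1 day and 3 genes of Figure 3B. With cohort B as the only uninjected group, 451 genes differed only in aGr1-injected skin (966 with both cohorts). With an adjusted p under 0.05 in ganglia, 26 genes passed at day 8 and 26 on at least 1 day.

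The reference group of the interactions mattered. Against PBS-injected mice, the MC903 effect of aGr1-injected mice differed for 62 genes in skin, 9 in ganglia and 0 in spinal cord (1485 at an unadjusted p under 0.05), and 3 genes reversed: Cxcl3 in skin (0.20), Fosl2 in ganglia (−0.06) and Fos in spinal cord (0.33). Against cohort B alone, the TSLPR KO interaction gave 5 genes in skin, with Cxcl5 reversed (0.13) and Vgf in ganglia reversed (0.08).

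Leaving out 1 library at a time moved many of the numbers. The lowest and highest numbers across these fits were 1304 to 5092 in skin at 6 hours, 0 to 60 at day 2, 1677 to 4907 at day 5, 4883 to 6445 at day 8, 6082 to 8590 in skin of aGr1-injected, 179 to 365 of TSLPR KO, 1.0e+02 to 2172 of PBS-injected and 5607 to 7294 of BLT1 KO mice. In ganglia they were 0 to 0 at 6 hours and at day 2, 0 to 33 at day 5, 5 to 71 at day 8, 161 to 463 in aGr1-injected and 246 to 3602 in PBS-injected mice. In spinal cord they were 1887 to 4960 in uninjected and 2485 to 3798 in aGr1-injected mice. At day 12 they were 0 to 0 in wild-type skin, 1197 to 3603 in TSLPR KO skin, 4694 to 15189 in wild-type ganglia and 31 to 95 in TSLPR KO ganglia. The interactions ran from 621 to 2353 (aGr1, skin), 6 to 69 (TSLPR KO, skin), 0 to 0 (aGr1, ganglia, and TSLPR KO, ganglia) and 55 to 416 (aGr1, spinal cord). In the fits that called no gene, the genes at an unadjusted p under 0.05 numbered 1179 to 1994 in skin at day 2, 1078 to 3696, 652 to 1241 and 510 to 925 in ganglia at 6 hours, day 2 and day 5, 309 to 1627 in wild-type skin at day 12, and 1163 to 2148 (aGr1) and 1883 to 2814 (TSLPR KO) in the ganglion interactions. Where an arm was left with 1 library, only the value was kept.

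Among single genes, 38 of 1553 values reversed when 1 library was left out, all in genes whose main value did not pass the threshold. The log2 values ran from −0.24 to 3.51 for Slit1 and −0.49 to 0.12 for Sema3a in skin at day 2, −0.32 to 0.55 for Il4 and −0.11 to 0.49 for Cxcl10 in skin at day 5, −0.34 to 1.62 for Cxcl9, −0.01 to 1.05 for Cxcl10 and −0.01 to 2.37 for Cxcl11 in skin of TSLPR KO mice, and −0.02 to 0.26 for Junb in ganglia of aGr1-injected mice. The differences of the MC903 effect ran from −0.49 to 0.38 for Cxcl2 and −0.54 to 0.67 for Cxcl3 (aGr1, skin), −0.79 to 0.61 for Cxcl1 and −1.34 to 0.93 for Cxcl5 (TSLPR KO, skin), and −0.18 to 0.35 for Junb (TSLPR KO, ganglia).

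Depth limits the least abundant genes. In skin at day 2, Cxcl1, Cxcl2, Cxcl3 and Cxcl5 had at most 17 counts in any library, and at 6 hours Cxcl3 and Cxcl5 were at or under 3 counts in every library, so no fold is given there. Rag1 in ganglia had as few as 6 counts per MC903 library at day 8. Artn in skin at 6 hours had 1 to 6 counts with MC903, and Cxcl11 in MC903-treated skin of aGr1-injected mice was at 0.0636 ± 0.0562 cpm.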

Differences from the paper's values

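No test of an explanation is reported in this part. Of 62 values that the paper states or plots and that were computed here, 11 differed. The alternatives named below were set before the data were examined. Values of the paper's figures were read by eye.

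The paper gives 84 genes as differentially expressed in trigeminal ganglia through the eighth day, against 42 here. With cohort A alone the number was 63, within 1.5 times the paper's. DESeq2's size factors (43), DESeq2's Wald test (373), filterByExpr (39), cohort B alone (3) and an adjusted p under 0.05 (26) did not bring it that close.

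The other differences are in log2 fold changes at day 8. For Tslp in skin the paper's value is about 3.0 in Fig. 1D, read by eye, against 4.43, and cohort A alone gave 2.98. For Cxcl1 in skin the paper plots about 7.1 in Fig. 1D and about 3.8 in Fig. 4B, both read by eye, against 4.92. Cohort A alone (7.11) reached the former and none of the alternatives reached the latter (cohort B alone 3.30, the others 4.73 to 7.11). For Cxcl5 it is about 7.6 in Fig. 4B, read by eye, against 6.68, and cohort A alone gave 7.59. DESeq2's Wald test (6.94) and the fit over days 1 to 8 (6.70) came within the spread between libraries (0.91) of the paper's value and left most of the gap. For Il33 it is about 4.3 in Fig. 4A, read by eye, against 3.67, and cohort A alone gave the same value as the figure within rounding. In ganglia, Vgf is at about 1.8 and Fosl2 at about 1.2 in Fig. 4C, read by eye, against 1.50 and 0.87, and cohort A alone gave 1.83 and 1.17. The remaining alternatives, which were DESeq2's size factors, filterByExpr, no filter, the replicate block, no cohort term and cohort B alone, together with DESeq2's Wald test and the fit over days 1 to 8 for genes other than Cxcl5, closed none of these gaps.

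In skin of TSLPR KO mice, Cxcl10 is at about 1.6 in Fig. 4B, read by eye, against 0.71, and none of the alternatives closed the gap (0.71 to 0.80). In spinal cord of aGr1-injected mice, Fos is at about −0.4 in Fig. 4D, read by eye, against 0.40, and none of the alternatives closed the gap (0.24 to 0.40). Junb there is at about −0.05 in Fig. 4D, read by eye, against 0.05, and the replicate block (−0.02) gave the same sign as the paper while DESeq2's size factors, DESeq2's Wald test, filterByExpr and no filter (0.04 to 0.05) did not.

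Over the 14 figure values of uninjected mice at day 8, cohort A alone came within 0.1 of the paper's value for 13, against 1 with both cohorts, and the largest gap with cohort A was 3.31, for Cxcl1 in Fig. 4B. That is the setting under which these values meet. It does not show which libraries the paper used.

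In several places the paper names a gene or a direction that the main test did not. The paper reports Tslp, Cxcl1, Cxcl2, Cxcl3 and Cxcl5 as higher in skin at day 2, where here no gene passed. Tslp passed with DESeq2's Wald test (adjusted p 6.2e-54), no filter (0.0137), the replicate block (2.6e-40) and the fit over days 1 to 8 (2.4e-06). None of the settings called Cxcl1, Cxcl2, Cxcl3 or Cxcl5 at day 2. The paper names Artn, Slit1, Sema3d and Sema3a among the neuronal outgrowth and guidance genes changed early, and here none of the 4 passed at 6 hours or day 2. Artn passed at day 2 with the replicate block (7.2e-04) and in the fit over days 1 to 8 (adjusted p 0.0343). The paper reports higher Calca at day 2, which here rested on 1 library (log2 fold change 0.55 without it) and passed in the fit over days 1 to 8 (5.48, adjusted p 0.027). The paper places the rise of Il33 at day 8, and here it had passed by day 5 (2.79, adjusted p 0.00292).

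In ganglia at day 8 the paper lists Trpa1, Cysltr2, Nppb, Nptxr and Rag1 among the changed genes, and here none of the 5 passed (adjusted p 0.164, 0.6, 0.231, 0.225 and 0.319). Without the filter on low counts Trpa1 (8.1e-04), Cysltr2 (0.0166), Nppb (1.3e-06), Nptxr (7.0e-04) and Rag1 (0.0158) passed, with DESeq2's Wald test Trpa1 (0.00754), Nppb (0.00367) and Nptxr (0.015), in cohort A alone Nppb (0.0537) and Nptxr (0.063), and in the fit over days 1 to 8 Nppb (0.0728). In ganglia of neutrophil-depleted mice the paper describes Vgf and Junb as attenuated. Here Vgf still passed (0.78, adjusted p 0.0756), and the interactions of Vgf (−0.71) and Junb (−0.82) did not pass over all genes (adjusted p 0.783 for each). Both passed, in the paper's direction, when adjusted over the 41 genes called in uninjected mice (0.0435 and 0.0327), which were selected on some of the same libraries.

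The paper describes Cxcl10 as increased in TSLPR KO skin, and here it did not pass (0.71, adjusted p 0.55). Among the MC903-dependent genes it examined, the paper describes few as changed only by neutrophil depletion. Here 21 of the 86 genes of Figure 1B and 10 of the 58 of Figure 1—figure supplement 1A passed the interaction only in aGr1-injected mice. Over all 6125 called genes, a wider set than the paper's, the number was 966, and it ran from 451 to 1242 under the alternatives. The aGr1-injected and TSLPR KO mice were not compared with each other. Cxcl10 differed in TSLPR KO mice too when adjusted over the 6125 called genes (−3.39, adjusted p 0.0495), which were selected on some of the same libraries, and with DESeq2's Wald test over all genes (0.0485). It describes fewer differences in disease genes with neutrophil depletion than with loss of TSLPR, whereas 31 and 17 genes of Figure 1B and 14 and 12 of Figure 1—figure supplement 1A differed by the interaction. Counted as calls within each group, the order is the paper's: 64 of the 86 genes of Figure 1B passed in aGr1-injected skin and 29 in TSLPR KO skin. The 2 interactions had unequal power (79% and 64% of simulated differences recovered), and against PBS-injected mice only 62 genes in all differed in aGr1-injected skin. It describes Cxcl2 and Cxcl3 as raised in TSLPR KO skin, and here they fell short (adjusted p 0.0645 and 0.158) but passed with the replicate block (1.8e-07 and 0.0348), DESeq2's Wald test (0.035 and 0.0376) and no filter (4.1e-05 and 0.0248). It describes the rise of Il33 as dependent on neutrophils, as an example of cytokines not raised in neutrophil-depleted skin, and here Il33 was raised there by less (1.85, adjusted p 2.9e-04). It describes Cxcl9 as decreased in neutrophil-depleted skin. With MC903 against ethanol it was lower here without passing (−1.16, adjusted p 0.0744), and it passed with DESeq2's Wald test (0.0256).

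For 3 genes whose rise the paper describes as lost with TSLPR or neutrophils, the interaction over all genes fell short in the main test and passed with DESeq2's Wald test. They were Il33 (adjusted p 0.065, and 7.0e-04 with DESeq2) and Il4 (0.113, and 0.00285) in TSLPR KO skin, and Junb in spinal cord of aGr1-injected mice (0.0651, and 0.0226). Adjusted over the genes called in uninjected mice they also passed (0.0151, 0.0274 and 0.0074), as did Lcn2 in spinal cord (0.239 over all genes, 0.0379 over the called genes). Those genes were selected on some of the same libraries, so these passes are weak evidence.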

Other observations

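In this part, the tests of the day 2 skin library, of the TSLPR KO ganglion library, of neutrophil transcripts, of Lcn2 without MC903 and of glucocorticoid-response genes were chosen after the result was seen, as were the splits of skin at 6 hours, day 5 and day 8.

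The calls of MC903 against ethanol were set against other splits of the same libraries, compared with those that part as many same-numbered pairs. In skin at day 8 the real split was the only 1 of 60 to give at least 6125 genes (0 of 40 other splits, the highest 2819), and in spinal cord of aGr1-injected mice the only 1 of 60 to give at least 3132 (0 of 40 others, the highest 537). For the rest, the number of such splits is too small for a share under 0.05. The real split was the only 1 of 8 in skin at 6 hours (3213 genes, 0 of 27 others) and in skin of aGr1-injected mice (8242 genes, 0 of 27), 1 of 4 in skin at day 5 (3617 genes, 0 of 6), 1 of 16 in spinal cord of uninjected mice (3118 genes, 0 of 84, the highest 1), 1 of 16 in ganglia at day 8 (41 genes, 0 of 44, the highest 2), 1 of 4 in ganglia at day 5 (2 genes, 1 of 6 others) and 1 of 8 in ganglia of aGr1-injected mice (456 genes, 0 of 27, the highest 3). In ganglia at 6 hours 8 of 8 splits gave at least 0 genes, as did 27 of 27 others. The other splits part fewer same-numbered pairs. For the median absolute log2 fold change of the activity-induced genes in ganglia at day 8, the real split was the only 1 of 16 to reach 0.92.

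Sensory-neuron transcripts stood out in 1 MC903 skin library of day 2, replicate 3, on which the day 2 values of Calca and Slit1 rest. If the library held RNA of the trigeminal ganglion, genes of the ganglion that are nearly absent from other skin libraries would all exceed them by about the same share. Over 370 such genes, all 370 were above the level of the other libraries, the median share was 34% of the ganglion's level, and 98.1% of the genes lay within 2-fold of it. In other skin libraries the median share was at most 0.033%. The share was 25.3% for Schwann and satellite glia genes, 31.4% for 3 genes of neuron nuclei (Isl1, Pou4f1 and Prdm12), 40.1% for peptidergic genes and 35.6% for non-peptidergic genes, so that it was not limited to nerve endings or to peptidergic fibers. If MC903-treated skin held more nerve endings at day 2, the other two MC903 libraries would also exceed ethanol, but their differences were −0.07 and −0.06 on the log2 scale. A candidate explanation is therefore trigeminal ganglion RNA in this library. The values do not bear on the paper's staining of nerve fibers.

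In 1 MC903 ganglion library of TSLPR KO mice at day 8, replicate 1, skin transcripts were present. Over 480 skin genes nearly absent from the other ganglia of TSLPR KO mice, 452 were above 0, with a median share of 2.38% of the level in skin, and 52.1% lay within 2-fold of that share. Skin RNA in the library is a possible explanation that this test does not settle, and no biological explanation was tested.

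The ethanol ganglion library of cohort B, replicate 2, labelled wild type, had 0.117 cpm of Crlf2, as low as TSLPR KO libraries. If it came from a TSLPR KO mouse, other genes that set the genotypes apart in both tissues should follow. Of 4 such genes (Cxcl11, Igha, Igkc and Jchain, chosen by a rule on the other libraries), 2 were nearer the TSLPR KO level, which cannot tell the explanations apart. The library also had the fewest genes detected of the ganglion libraries, 20933 against 22924 in the next lowest. Whether that bears on its Crlf2 was not tested. Without this library 71 genes passed in ganglia at day 8, more than in any of the other fits that left out 1 library (5 to 49), so the day 8 count of 41 depends on it.

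Neutrophil transcripts, taken as a set, were not fewer in skin of aGr1-injected mice treated with MC903. The mean of 12 neutrophil genes was higher by 0.61 on the log2 scale in 4 libraries of aGr1-injected than in 5 of uninjected mice (two-sided exact permutation p 0.0952 on log2 values, adjusted 0.109, smallest possible 0.00794). Over the genes of the set with enough counts to be tested, MC903 raised them by a median of 2.86 in uninjected (12 genes), 4.25 in PBS-injected (10) and 4.51 in aGr1-injected skin (11). By the interaction with uninjected mice none passed, and the effect of 4, among them Cxcr2 (−0.33) and Csf3r (−0.66), was smaller in aGr1-injected mice. Ly6g had too few counts there for an estimate. The paper measured depletion by flow cytometry, which counts cells, and these libraries measure RNA of day 8 skin only. Whether other cells of this skin also express genes of the set was not tested, so the set does not measure the number of neutrophils.

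In skin of mice labelled BLT1 KO, in which the leukotriene B4 receptor is targeted, Cxcl10 rose with MC903 (log2 fold change 4.07, adjusted p 4.8e-05 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), as did Cxcl9 (4.45) and Cxcl11 (2.85). Cxcl10 thus rose in mice of this genotype, but the values do not show that the receptor is absent. The targeted gene, Ltb4r1 (ENSMUSG00000046908, chromosome 14, 55765962 to 55768494 in GRCm38), was at 2.33 to 15.1 cpm in the 6 BLT1 KO libraries and at 6.66 to 77.6 in 11 of uninjected wild-type mice, and rose with MC903 in BLT1 KO skin (2.05, adjusted p 5.2e-04). Counts per gene do not show whether that RNA is functional.

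Lcn2 in spinal cord was high in aGr1-injected mice without MC903. In ethanol-treated mice it was at 20.9 ± 21.6 cpm in 6 libraries of aGr1-injected and 3.56 ± 1.67 in 5 of uninjected mice (two-sided exact permutation p 0.0173, adjusted 0.0461). With MC903 it was at 20.8 ± 14.4 in 8 and 13.5 ± 3.96 in 4 (exact permutation p 0.434). A higher level without MC903 in aGr1-injected mice may thus account for the lack of a rise with MC903. Injection of PBS alone was not seen to raise it, since the 2 ethanol libraries of PBS-injected mice were at 2.26 cpm, within the range of uninjected mice (2 to 6.21). Between aGr1-injected and PBS-injected mice the exact permutation p was 0.0714 (smallest possible 0.0357). Fos was lower in ethanol-treated aGr1-injected than uninjected mice (8.53 ± 1.63 against 13.5 ± 3.73 cpm, exact permutation p 0.00649, adjusted 0.0461), and so was Junb (7.28 ± 0.759 against 8.37 ± 0.763, p 0.0411, adjusted 0.0822, exact permutation). Of the reads on genes, on no gene or ambiguous, the share on genes was 75.5% to 80.44% in spinal cord libraries of aGr1-injected mice, 76.08% to 77.79% in those of PBS-injected mice and 83.39% to 88.09% in those of uninjected mice, so the uninjected libraries differ from the others in more than the injection. PBS-injected mice, alike to aGr1-injected ones in this share, had low Lcn2, which speaks against collection as the source of the Lcn2 difference, but they number only 2 with ethanol and the question stays open. For Fos and Junb a difference in collection was not tested.

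Glucocorticoid-response genes rose in spinal cord of MC903-treated mice. Of 9 such genes 9 passed in uninjected mice (median log2 fold change 1.53). If scratching were the cause, they would not rise in aGr1-injected mice, which the paper describes as non-itchy, yet 7 of the 9 passed there (median 0.63). The median was 1.46 in PBS-injected mice. The rise was smaller in aGr1-injected than in uninjected mice (median interaction −1.16, 7 of 9 past the threshold), so a part that depends on scratching or on the injection is not excluded. In ganglia at day 8 the median was 0.19 in uninjected mice (0 of 9 past the threshold), 0.55 in PBS-injected mice (4 of 9) and 0.89 in aGr1-injected mice (7 of 9), and at 6 hours in uninjected mice it was 0.58 (0 of 9, all 9 higher).

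Cyp24a1, a gene induced by the vitamin D receptor and so by MC903, rose in treated skin at day 8 by 7.24 on the log2 scale. In ganglia at day 8 it changed by 0.12 (adjusted p 0.975 in edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment), and in spinal cord by 1.47 in uninjected (adjusted p 0.176) and 1.2 in aGr1-injected mice (adjusted p 0.0419). Whether MC903 or vitamin D signaling reached tissue beyond the treated skin could not be settled from these values.

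Some groups are reported as values only. In spinal cord of PBS-injected mice 0 genes passed (2 libraries per treatment, 1571 genes at an unadjusted p under 0.05). The log2 fold changes there were 2.10 for Lcn2, 0.06 for Fos and 0.58 for Junb (adjusted p 0.131, 0.959 and 0.835). In ganglia of PBS-injected mice they were 1.58 for Vgf, 1.15 for Junb and 1.38 for Fosl2 (adjusted p 5.0e-05, 9.5e-04 and 1.8e-04). The 28 ganglion genes called both in uninjected and in aGr1-injected mice all changed in the same direction, and 40 of the 41 genes called in uninjected mice had the same direction in aGr1-injected mice. Among 225 pairs of libraries of 1 condition none was identical, and the lowest chi-square per degree of freedom between the counts of a pair was 2.53, above the level of repeated reads of 1 library.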
